# Assaying RNA structure with LASER-Seq

**DOI:** 10.1093/nar/gky1172

**Published:** 2018-11-22

**Authors:** Boris Zinshteyn, Dalen Chan, Whitney England, Chao Feng, Rachel Green, Robert C Spitale

## Abstract

Chemical probing methods are crucial to our understanding of the structure and function of RNA molecules. The majority of chemical methods used to probe RNA structure report on Watson–Crick pairing, but tertiary structure parameters such as solvent accessibility can provide an additional layer of structural information, particularly in RNA-protein complexes. Herein we report the development of Light Activated Structural Examination of RNA by high-throughput sequencing, or LASER-Seq, for measuring RNA structure in cells with deep sequencing. LASER relies on a light-generated nicotinoyl nitrenium ion to form covalent adducts with the C8 position of adenosine and guanosine. Reactivity is governed by the accessibility of C8 to the light-generated probe. We compare structure probing by RT-stop and mutational profiling (MaP), demonstrating that LASER can be integrated with both platforms for RNA structure analyses. We find that LASER reactivity correlates with solvent accessibility across the entire ribosome, and that LASER can be used to rapidly survey for ligand binding sites in an unbiased fashion. LASER has a particular advantage in this last application, as it readily modifies paired nucleotides, enabling the identification of binding sites and conformational changes in highly structured RNA.

## INTRODUCTION

RNA molecules play essential roles in nearly every step of gene regulation, from chromatin modification and transcription to translation regulation. RNA molecules fold into complex three-dimensional structures that can impart unique functionalities, from phosphodiester bond cleavage to protein binding (1,2). Several existing chemical methods directly measure RNA structure, both inside and outside of living cells. Conventional chemical probes such as dimethyl sulfate (DMS, which methylates the Watson–Crick face of single-stranded adenosine and cytosine residues, as well as the 7 position of guanosine) and SHAPE (selective 2′-hydroxyl acylation analyzed by primer extension, which modifies any nucleotide by 2′-hydroxyl acylation at flexible sites) report primarily on the Watson–Crick pairing status of individual nucleotides (3–5). A critical component of the RNA structure toolbox is the ability to interrogate the surface opposite the Watson–Crick face to obtain a more general map of nucleobase solvent accessibility. Hydroxyl radical footprinting (HRF) has been used for decades to assay solvent accessibility by cleaving the sugar-phosphate backbone of the RNA at accessible nucleotides (6). While HRF is easily implemented *in vitro, in vivo* probing requires a synchrotron X-ray source (7).

We recently reported the development of Light Activated Structural Examination of RNA, or LASER (8). LASER takes advantage of light-activated aroyl azides such as nicotinoyl azide (NAz), which can form aroyl nitrenium ions in solution. Nitrenium ion electrophiles can react with electron-rich purine residues in RNA, through an electrophilic aromatic substitution reaction, to form C8 amide products with adenosine and guanosine (Figure 1A). These C8 adducts can induce a reverse transcription stop, likely due to isomerization (*trans*-to-*cis*) along the C1′-N9 bond of adenosine and guanosine, and these RT-stops can be used to map solvent accessibility onto the primary structure of an RNA. Because the aroyl azides are readily taken up by cells, LASER can be utilized to footprint unique structural states and protein-RNA interactions within living cells.

**Figure 1.**
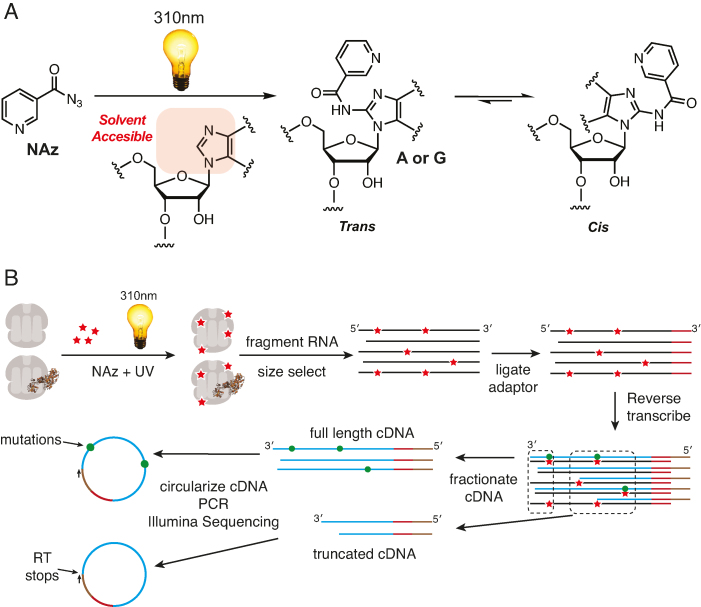
Chemical probing by LASER-seq and LASER-MaP. (**A**) Nicotinoyl azide (NAz) is activated by long-wavelength UV light to form C8 adducts on A and G residues. Adduct formation is thought to result in trans-to-cis isomerization of the nucleobase. Such isomerization provides a molecular explanation for the production of RT-stops, as observed previously with denaturing gel electrophoresis, and for nucleotide misincorporations. (**B**) LASER-Seq and LASER-MaP methods. Ribosome complexes or intact cells were treated with NAz and UV light, followed by RNA extraction, fragmentation, and size selection. After adaptor ligation and reverse transcription, cDNAs were size selected and separated into full-length and truncated products, which were separately circularized and subjected to high-throughput sequencing.

The merging of chemical methods to measure RNA structure with deep sequencing has opened the door to large-scale analyses of RNA structure. DMS, *N*-cyclohexyl-*N*’-(2-morpholinoethyl)carbodiimide metho-*p*-toluenesulfonate (CMCT), and SHAPE have now been utilized by many labs to probe pools of RNAs or entire transcriptomes (9–19). HRF was also recently adapted for use with high-throughput sequencing (20), and we have recently modified this high-throughput technique to identify *in vitro* protein binding sites on the ribosome by localized generation of hydroxyl radicals *in situ* (21). Since hydroxyl radicals cause cleavage of the RNA backbone, they can only be identified by RT stop approaches, without the benefits of recent mutational profiling (MaP) technologies (22). MaP relies on the propensity of some covalent nucleotide modifications to cause mutations in addition to RT stops during reverse transcription, which can be quantified by high-throughput sequencing. MaP approaches have been used to identify sites of modification by dimethyl sulfate (DMS) (23,24), SHAPE reagents (22,24), and other probes that covalently modify RNA (19,25). Despite its utility in DMS and SHAPE structure probing, expansion of MaP to the many other chemical probes has yet to be realized. To expand LASER to studies of large structured RNAs, we developed LASER-Seq and LASER-Mutational Profiling (LASER-MaP). LASER reactivity should report on the solvent accessibility of the C8 position, providing an additional layer of information and allowing identification of binding sites or conformational changes in base-paired regions. Here we use the ribosome, a large ribonucleoprotein of complex but well-defined structure, as a test case for LASER-Seq and LASER-MaP. We find that LASER reactivity generally agrees with computed solvent accessibility across the ribosome, and that LASER can be used to rapidly survey the ribosome for ligand binding sites in an unbiased fashion. LASER has a particular advantage in this last application, as it readily reacts with paired nucleotides, enabling the identification of binding sites and conformational changes in highly structured RNA.

## MATERIALS AND METHODS

### Synthesis and storage of chemical reagents

NAz was synthesized as in (8), and 1M7 was synthesized as in (26). NAz was stored in powder form, wrapped in aluminum foil, at −20°C. NAz was dissolved in anhydrous DMSO at 3 M and used within a few days. 1M7 was dissolved in anhydrous DMSO immediately before use. Onc112 peptide (VDKPPYLPRPRPPR{d-ARG}IYN{d-ARG}) was synthesized by GenScript (Piscataway, NJ, USA), resuspended in water to 20 mM, and stored at −20°C.

### Ribosome and EF-G purification

Crude *Escherichia coli* 70S ribosomes (27) were isolated from strain MRE600 (ATCC29417), grown to OD600 of 0.6 in 6 l of LB with no antibiotics. Cultures were chilled on ice for 30 min, harvested by centrifugation, resuspended in buffer A (20 mM K-HEPES pH 7.5, 100 mM KCl, 10 mM MgCl_2_, 0.5 mM EDTA, 6 mM βME), and lysed in a French press. Lysates were clarified twice by centrifugation at 8°C at 22 000 RPM for 15 min in an SS-34 rotor. Ribosomes were pelleted through a 35 ml sucrose cushion (1.1 M sucrose, 20 mM K-HEPES pH 7.5, 500 mM KCl, 10 mM MgCl_2_, 0.5 mM EDTA) in Ti-45 tubes for 16 h at 17 000 rpm. After removing the cushion, ribosomal pellets were gently washed with 1 ml buffer B (20 mM K-HEPES pH 7.5, 500 mM KCl, 10 mM MgCl_2_, 0.5 mM EDTA), and gently resuspended in buffer A. His-tagged EF-G was purified as in (28). *Saccharomyces cerevisiae* strain YAS2488 (MATa leu2–3 112 his4–539 trp1 ura3–52 cup1::LEU2/PGK1pG/MFA2pG) was grown with shaking in YPD (1% yeast extract, 2% peptone, 2% glucose) at 30°C to an OD600 of 1.0 and 40S and 60S ribosomal subunits were purified exactly as in (29).

### *In vitro* NAz treatment of *E. coli* ribosomes

*In vitro* LASER reactions were performed in 25 μl volumes in 1.5 ml microcentrifuge tubes (Axygen). 25 μl reactions contained 1× HEPES modification buffer (30 mM K-HEPES pH 7.5, 7 mM Magnesium Acetate, 100 mM KCl), 1–2 μM crude *E. coli* 70S ribosomes, and where indicated 4 μM EF-G, 0.5 mM GDPNP, or onc122. For the first batch of experiments we performed 1 reaction each of 70S alone, 70S+EF-G, 70S+EF-G+GDPNP. For the second batch, we performed two reactions with 70S alone with and without NAz, and one reaction at each onc112 concentration. Reactions were brought to the final volume of 25 μl by adding 2 μl of 300 mM NAz in DMSO or DMSO alone. Reducing agents (besides those present in ribosome and protein stocks) were omitted to prevent potential reactivity with NAz. Reactions were incubated for 5 min at 37°C, arranged uniformly around a UV lamp (20 watt Zilla Desert 50 UVB Fluorescent Coil Bulb) with the tube bottoms pointed towards the bulb, and exposed to UV light for 3 min. Reactions were brought to 300 μl with 0.3 M sodium acetate pH 5.5, isopropanol precipitated, extracted twice (or until the protein interface was gone) with phenol/chloroform/isoamyl alcohol, and once with chloroform, ethanol precipitated, and resuspended in 40μl water. Precipitations (30) were performed in 1.5 ml microcentrifuge tubes by bringing solutions to 0.3 M sodium acetate, adding 5–10 μg of glycogen (if RNA is being quantified) or glycoblue (Invitrogen), and an equal volume of isopropanol or 2.5 volumes of ethanol, chilling for 15 min on dry ice, centrifuging at 20 000g for 30 min, and removing the supernatant. Pellets were washed by adding 400 μl 70% (for intact RNA) or 80% (for fragmented RNA) ice-cold ethanol, centrifuging again for 5 min, and removing supernatant.

### *In vivo* NAz treatment of K562 cells

K562 cells were grown in advanced RPMI 1640 media (Gibco) supplemented with 10% FBS (Gibco) and 2 mM l-Glutamine (Gibco). 500 000 cells were pelleted in a 1.5 ml microcentrifuge tube (Axygen), washed with 500 μl 37°C PBS, pelleted again, and resuspended in 100 μl PBS + 10% DMSO, or PBS + 300 mM NAz. One biological replicate each were exposed to UV light for 1 or 3 min as described for *in vitro* reactions. 300 μl of Trizol (Invitrogen) was added to each reaction and RNA was purified with the Zymo Direct-Zol RNA miniprep kit, following the manufacturer's directions for total RNA extraction, omitting the DNase treatment.

### *In vitro* NAz, 1M7 and BzCN treatment of *S. cerevisiae* ribosomes

25μl reactions were assembled containing 1× HEPES modification buffer (30 mM K-HEPES pH 7.5, 3mM Magnesium Acetate, 100 mM KCl, 2 mM DTT) and 0.5 μM each of *S. cerevisiae* 40S and 60S ribosomal subunits. After incubating at 25°C for 5 min, reactions were brought to the final volume of 25 μl by adding 2.5 μl of 100 mM 1M7, 100 mM Benzoyl Cyanide (BzCN, Sigma Aldrich 115959) or 3M NAz in anhydrous DMSO, or DMSO alone, and incubated at 25°C for 6 min (1M7), 30 s (BzCN), or exposed to UV light for 3 min (NAz). Reactions were brought to 500 μl with 0.3 M sodium acetate pH 5.5, isopropanol precipitated, resuspended in 200 μl 0.3 M sodium acetate pH 5.5, extracted twice (or until protein interface was gone) with phenol/chloroform/isoamyl alcohol, and once with chloroform, ethanol precipitated and resuspended in 40 μl water. The datasets presented in Figure 2E and Supplementary Figure S4 are each from a single reaction.

**Figure 2.**
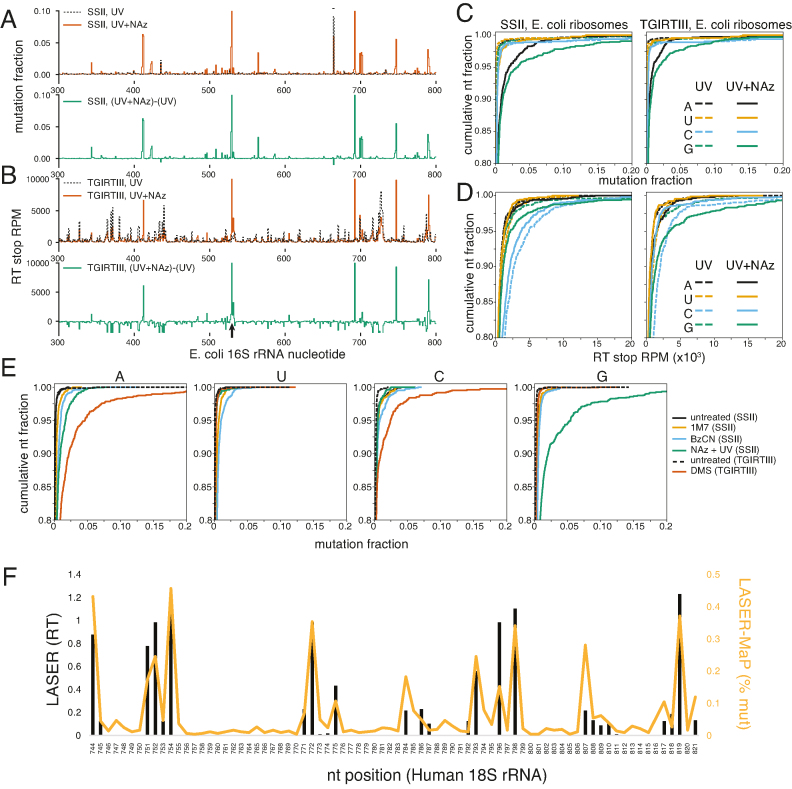
LASER-Seq detects RT stops and LASER-MaP detects mutations from NAz modification. (**A**) LASER-MaP Mutation fraction (for SSII) or (**B**) LASER-Seq RT stop RPMs (for TGIRTIII) for a section of the *E. coli* 16S rRNA from libraries prepared with or without NAz. The background-subtracted difference plots for these same traces are presented below each plot in green. A single nucleotide indel between genomic rRNA copies at position 671 is indicated by -. Nucleotide G530 is indicated with an arrow. (**C**) Cumulative distributions of mutation rates, separated by nucleotide identity, for LASER-MaP libraries made with or without NAz. The y axis indicates the fraction of nucleotides with a mutation rate not exceeding the given threshold (x axis). Note that axes are truncated to only show the upper-left corner of the distribution, and the full range of both axes is 0–1. (**D**) Cumulative distributions of RT stop RPMs for LASER-Seq libraries made with or without NAz. (**E**) Cumulative distributions of MaP mutation rates for *S. cerevisiae* libraries probed with various reagents and reverse transcribed with SSII (1M7, BzCN, NAz) or TGIRTIII (DMS). DMS data are from (44). (**F**) Comparison between LASER-MaP mutation frequency and band intensities of manual RT-stops from LASER (8), both performed in cultured human cells.

### Sequencing library preparation

Methods for library preparation have been adapted from (22,23,31). 1–4 μg of total RNA was fragmented by incubation at 95°C for 5 min with 10 mM ZnCl_2_. Fragmentation was stopped by placing tubes on ice and immediately adding EDTA to 20 mM. RNA was ethanol precipitated, resuspended in 10 mM tris pH 7.0 + 10 μl 2× RNA gel loading dye (95% formamide, 20 mM Tris, 2 mM EDTA, xylene cyanol, bromophenol blue), incubated for 3 min at 95°C to denature RNA, and run on a 10% PAGE TBE-urea gel for size selection. A section corresponding to 100–120 bp on a (non-denatured) DNA ladder was cut from the gel. The gel was shredded by forcing the gel through a needle hole in a 0.5 ml tube by centrifugation, and RNA was eluted into 400 μl water by heating at 70°C with rapid shaking for 15 min. Gel pieces were filtered out with a Spin-X column (corning) and RNA was isopropanol precipitated, resuspended in PNK mix (3.5 μl 10 mM Tris pH 8.0, 0.5 μl SUPERaseIn RNase inhibitor (Invitrogen), 0.5 μl 10× PNK buffer (NEB), 0.5 μl T4 PNK), and incubated at 37°C for 1 h. Reactions were supplemented with 5 μl ligation mix (3.8 μl 50% PEG 8000, 0.2 μl 50 μM pre-adenylated linker 2 (oBZ191) (for oligos, see Supplementary Table S1), 0.5 μl 10× T4 RNA ligase buffer (NEB), 0.5 μl T4 RNA ligase 2 truncated (NEB)) and incubated at 37°C for 3 h, then isopropanol precipitated. For *E. coli* experiments, pellets were resuspended in water and split for reverse transcription with either TGIRTIII (Ingex) or SSII (Invitrogen). For all other experiments, only SSII was used, and pellets were directly resuspended in annealing mixture. For TGIRTIII, 10 μl reactions were prepared in PCR strip tubes with RNA, 2 μl Invitrogen 5× FS buffer, 0.5 μl 10 mM dNTPs, 0.5 μl SUPERaseIn, 0.5 μl 100mM DTT, 0.5 μl 25μM RT primer oBZ192, 0.5 μl 10 μM TGIRTIII, and incubated at 60°C for 1 h. For SSII, 6 μl annealing reactions were prepared containing RNA, 0.6 μl 10× MaPBasic Buffer (500 mM Tris pH 8.0, 750 mM KCl, 100 mM DTT), 0.5 μl 25 μM RT primer oBZ192. RNA was annealed to primer by incubating in a thermal cycler: 4 min at 65°C, 2 min at 55°C, 2 min at 45°C, 2 min at 42°C, hold on ice. 6 μl of extension mix (2.2 μl water, 0.6 μl MaPBasic buffer, 0.6 μl 10 mM dNTPs, 0.5 μl SUPERaseIn, 1.44 μl 50 mM MnCl_2_, 0.6 μl SSII) was added, mixed, and incubated at 42°C for 1 h. After all RT reactions, RNA was degraded by addition of 1 μl 5 M NaOH, and incubation for 3 min at 95°C. cDNA was precipitated, resuspended in 10 mM Tris pH 7, incubated for 3 min at 95°C, and run on a 10% TBE–urea gel. For mutation datasets, full length RT products were isolated. For all RT stop datasets, including the untreated controls, cDNA was isolated from ∼20nt above the RT primer to ∼20nt below the full-length product. Gel extraction was performed as above, pellets were resuspended in Circ ligase mix (15.5 μl 10 mM Tris pH 8.0, 2 μl 10× Circ ligase buffer, 1 μl 1mM ATP, 1 μl 50 mM MnCl_2_, 0.5 μl Circ Ligase I (Epicentre)), and incubated at 60°C for 2 h, then 80°C for 20 min. Circularized cDNA was amplified with 8–12 cycles of PCR, gel purified, and subjected to Illumina sequencing on a HiSeq 2500 with 50 bp single-end reads.

### Processing of sequencing data

Raw reads were trimmed of 3′ adaptor sequence (CACTCGGGCACCAAGGAC) with skewer (32). ShapeMapper 2.0 (33) was used to trim low-quality sequences, align reads to the consensus MRE600 (34) or *S. cerevisiae* (Saccharomyces Genome Database) rRNA sequence, and count mutations and read coverage at each position. Mutation fractions were defined as the number of reads not matching the reference at a given nucleotide position, divided by the total number of reads overlapping the position. A number of rRNA positions have nucleotide modifications or vary between rRNA copies within an organism, causing a high background of apparent mutations at that position. These positions were detected by manual inspection of mutation traces in a genome browser (35,36) and excluded from downstream analysis. These positions were *E. coli* 16S rRNA 1207, 1498, 1518, 1519; *E. coli* 23S rRNA 745, 1915; *S. cerevisiae* 18S rRNA 1191, 1781, 1782; *S. cerevisiae* 25S rRNA 645, 2634, 2843; *Homo sapiens* 18S rRNA 1248, 1851; *H. sapiens* 28S rRNA 60, 1322, 3041, 3506, 4530, 4805, 4906. For RT stop analysis, trimmed reads were mapped to rRNA sequences using STAR (37), and 5′ ends were counted. Soft-clipped nucleotides were ignored when determining read ends to reduce the effect of untemplated nucleotides added during RT. For background subtraction, the RT stop RPM or mutation rate for the UV-only control was subtracted from the NAz-treated control for each nucleotide. A data analysis pipeline that performs these processing steps and outputs tables of RT stops and mutations is available on GitHub (https://github.com/borisz264/LASER_seq_2018). Raw reads and processed data have been deposited in the Gene Expression Omnibus with accession GSE113529.

### Counting mutation co-occurrences in sequencing reads

In order to identify mutations in each read, we used the ‘–output-parsed-mutations’ flag in ShapeMapper 2.0 to produce a per-read list of mutations and their positions within the rRNA. We parsed this list to count the number of mutations in each read, only counting mutations as separate if their positions were separated by five or more nucleotides in the rRNA reference.

### Detection of ligand-dependent reactivity changes

For computation of mutation rate change, fold change, or significance, background subtraction was not used. To determine significantly protected or deprotected nucleotides we performed the analysis method presented in (38) with the following minor modifications. For each nucleotide, mutation rates (M) were normalized by dividing by the average mutation rate (*A*) across all A and G nucleotides in the rRNA. The normalized mutation rate N is M/A. For each nucleotide, the difference in the normalized mutation rate between bound (*N*_b_) and unbound (*N*_u_) is Δ*N* = *N*_b_ – *N*_u_. The standard error (σ) of the mutation rate for a nucleotide is the square root of the mutation rate divided by the read depth (*C*), which is further scaled by the average mutation rate: }{}$\sigma = (\sqrt {M/C)} /A$. *Z* factors were computed as }{}$z = 1 - (1.96*( {{\sigma _b} + {\sigma _u}} )/| {\Delta N} |$. Standard reactivity change scores were computed as }{}$ = \frac{{\Delta N - mean( {all\ \Delta N} )}}{{st\_dev( {all\ \Delta N} )}}$. A nucleotide was considered to have a significant reactivity change if |*S*| > 0 and *z* > 0. For MA plots, fold change were computed as *M*_b_/*M*_u_ and average read counts were computed as (*M*_u_*C*_u_ + *M*_b_*C*_b_)/2. Since LASER does not modify all nucleotides, we did not average the signal over a sliding window or require multiple affected nucleotides within a range to call a nucleotide as protected or deprotected. Since this error model only accounts for the raw error inherent in read counting, and not any biological, biochemical, or experimental noise, we limited our hits to those found in all of the datasets. We used the same control dataset for all ligands within a batch for a given RT.

### Computation of solvent-accessible surface area ROC curve analysis

To determine the solvent accessible surface area of the C8 or 2′OH positions of purines, we used the ‘get_area()’ command in PyMol (Schrödinger, LLC). We used PDB ID 4ybb for *E. coli*. and 4v88 for *S. cerevisiae* ribosomes. We set the ‘solvent_radius’ parameter to either 3, 4 or 5 Å, ‘dot_solvent’ to 1, and ‘dot_density’ to 3. Solvent accessible surface area values are reported in Å^2^. Nucleotides that were excluded from MaP quantification (see ‘processing of sequencing data’ above) or unresolved in the structure were excluded from ROC analysis. A ROC curve was generated by iterating a mutation rate threshold from 0 to 1 in steps of 0.00001 and counting the number of nucleotides below this threshold with SASA ≥ 5 Å^2^ (true positives) or SASA < 5 Å^2^ (false positives).

## RESULTS

### LASER-Seq and LASER-MaP detect solvent-accessible nucleotides *in vitro* and *in vivo*

To adapt LASER to high-throughput sequencing methodology, we performed a pilot experiment with purified *E. coli* ribosomes (Figure 1B). We equilibrated ribosomes with 300 mM NAz, or an equal volume of DMSO, and exposed the mixture to ultraviolet (UV) light for 3 min. We prepared sequencing libraries using two different reverse transcriptases (RTs) (Superscript II (SSII), and TGIRTIII) and conditions which were previously optimized to detect DMS and SHAPE modifications by MaP analysis (22,23). 

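In this first batch, 1 reaction each was performed with crude 70S ribosomes of E. coli that were untreated, exposed to UV light only, or exposed to UV light with NAz, and 2 further reactions with NAz contained EF-G or EF-G and GDPNP. The RNA of each reaction was reverse transcribed with both RTs and the cDNA was separated on a gel, which gave 10 libraries of full-length cDNA and 10 of truncated cDNA and no replicate of any condition. For each nucleotide of the 16S, 23S and 5S rRNA (1542, 2904 and 120 nucleotides), the authors deposited the number of mutations, the mutation fraction and the number of RT stops, without background subtraction. The read coverage of a nucleotide was recovered by dividing its number of mutations by its mutation fraction, or from the flanking nucleotides where no mutation was counted. The full-length cDNA libraries held between 513002 and 1587502 mutations, with a median of 727645, and their median coverage lay between 38785 and 55185 reads per nucleotide. The truncated cDNA libraries held between 5042531 and 9757731 RT stops. Mutation fractions were used at nucleotides with at least 1000 reads in every library compared, and the 6 E. coli positions that the methods list as modified or variable were left out except where background peaks were counted. Intervals given for a single mutation fraction or for a share of nucleotides are 95% Wilson intervals. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules.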

We gel-purified full-length cDNA for MaP analysis, and truncated cDNA to enrich for RT stops. The isolated RT products were subjected to Illumina sequencing and the resulting sequences were mapped back to the consensus ribosomal RNA (rRNA) sequence to count RT stops (5′ ends of reads) and mutations. For RT stop analysis, NAz reactivity is expressed as Reads Per Million (RPM): the number of reads with 5′ ends mapping 1nt 3′ of the nucleotide divided by the number of reads mapping to the rRNA (in millions). For MaP analysis, NAz reactivity is expressed as the number of mutations at a nucleotide position divided by the number of sequencing reads overlapping that position.

In the absence of NAz, a few prominent peaks of mutations were visible across the rRNA (Figure 2A and Supplementary Figure S1). These sites include post-transcriptionally modified nucleotides and sites of heterogeneous rRNA sequence. 

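In the untreated SSII library, 34 of 4449 nucleotides had a mutation fraction of 5% or more. These 34 nucleotides held 63.8% of all mutations, while the median nucleotide had a mutation fraction of 0.0632%. In the untreated TGIRTIII library, 33 of 4456 nucleotides reached 5% and held 68.9% of the mutations. The highest fractions with SSII were 74.3% at 23S U1915 (95% interval 73.9 to 74.7, 49196 reads), 62.8% at 23S G745, 47.2% at 23S U1173, 40.8% at 16S U1498 and 40.5% at 16S C183. In both untreated libraries, 12 of the peaks lay at C, 7 at U and 5 at A. The number of peaks moved most with a limit of 2% in place of 5%, which gave 40 with SSII and 38 with TGIRTIII.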

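Among the 6 E. coli positions that the methods list as modified or variable, the mutation fraction in the untreated SSII library ranged from 1.34% at 16S A1518 to the value at 23S U1915. 4 of the 6 reached 5%, and 16S G1207 had 4.94% (53447 reads). 16S A1518 and A1519 had 746 and 753 reads, too few for the coverage minimum.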

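RT stops were counted in the truncated cDNA libraries and expressed as RPM. In the untreated libraries, at least 1 RT stop was counted at 4529 nucleotides with SSII and at 4530 with TGIRTIII. The median nucleotide had 110 RPM with SSII and 108 RPM with TGIRTIII. A and G together held 47.2% of the untreated RT stops with SSII (95% interval 44.4 to 49.8 from 1000 resamples of blocks of 50 nucleotides) and 54.7% with TGIRTIII (48.9 to 61.4).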

There is a substantial background of RT stops spread across the rRNA, presumably due to structure or sequence dependent RT stops (Figure 2B and Supplementary Figure S2). This background was reduced upon NAz treatment, as sequencing space became occupied by NAz-dependent RT stops, and was further reduced by subtracting the UV control (Figure 2B and Supplementary Figure S2). 

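With SSII, the median RT stop signal was 98.6 RPM in the UV only library and 91.0 RPM with NAz. With TGIRTIII it was 95.9 RPM and 64.7 RPM. After subtraction of the UV only library, the signal was above 0 at 1126 nucleotides with SSII and at 803 with TGIRTIII, and below 0 at 3404 and 3726. The median difference was -11.0 RPM with SSII and -31.7 RPM with TGIRTIII. RPM has the same total in each library, so these differences sum to 0.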

UV treatment alone caused little change in RT stops or mutations, indicating that UV-induced RNA damage is not a major source of background in this assay (Supplementary Figures S1 and S2). 

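Across the 4429 nucleotides with mutations in both the untreated and the UV only SSII library, the log10 mutation fractions had a Pearson r of 0.931 (95% interval 0.916 to 0.945 by the same block resampling). The median log2 ratio of UV only to untreated had an interval from -0.01 to 0.01. With TGIRTIII, r was 0.9097 over 4427 nucleotides and the median log2 ratio was 0.01. For the RT stops, r was 0.988 with SSII and 0.974 with TGIRTIII, and the median log2 ratios were -0.14 and -0.16. Nucleotides of 1 rRNA are not independent replicates, so no p-value is attached to these correlations. The choice of correlation moved r most: on the values themselves in place of their logarithms, r of the RT stops with TGIRTIII was 0.787. The counting-error test that the study uses for ligands calls a nucleotide changed when the difference between 2 libraries exceeds 1.96 times the sum of their counting errors. By this test, UV light alone raised the mutation fraction at 27 and lowered it at 15 of 2551 A and G nucleotides with SSII. With TGIRTIII it was higher at 25 and lower at 15 of 2558.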

After combined NAz and UV treatment, mutations and RT stops became evident at many other positions. For example, 16S G530, a highly-accessible nucleotide involved in recognition of codon-anticodon pairing during translation (39), displays strong NAz-dependent peaks of mutations and RT stops (Figure 2A and B), demonstrating the strong signal over background for this technique at accessible nucleotides.

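Compared with UV only and without rescaling, NAz raised the mutation fraction at 1032 of 2549 A and G nucleotides with SSII by the counting-error test and lowered it at 14. With TGIRTIII, it was raised at 706 of 1145 A and 1408 G nucleotides and lowered at 9. The largest mutation fraction with SSII was 48.7% at 23S G411 (95% interval 48.3 to 49.1, 56393 reads), compared with 0.122% in the UV only library, and the RT stops at this nucleotide rose from 812 to 34599. At 16S G966, 31.4% of the reads were mutated with NAz and 2.10% with UV only. At 23S G93 the fractions were 30.1% and 0.0674%. With TGIRTIII, the fraction with NAz was 30.8% at 23S G411, 7.48% at 16S G966 and 12.4% at 23S G93.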

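At 16S G530, 16.7% of 46391 reads were mutated with NAz and SSII (95% interval 16.4 to 17.0), compared with 0.185% with UV only and 0.199% without treatment. With TGIRTIII the fraction was 4.70% with NAz (4.45 to 4.96, 26321 reads) and 0.167% with UV only. The RT stop signal at 16S G530 rose from 116 RPM with UV only to 2519 RPM with NAz for SSII, and from 394 to 8578 RPM for TGIRTIII. Among the A and G nucleotides ordered by background-subtracted mutation fraction, 16S G530 was number 13 of 2549 with SSII and number 30 with TGIRTIII.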

In accordance with the specificity of NAz for A and G nucleotides, LASER treatment caused an increase in mutations and RT stops at A and G (Figure 2C and D). This effect was substantially better for MaP analysis compared to RT stop analysis, where background RT stops are a clear problem. 

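A background-subtracted mutation fraction of 1%, the limit for a highly reactive purine in the legend of Supplementary Figure S6, was reached with SSII by 88 of 1145 A nucleotides (7.69%, 95% interval 6.28 to 9.37) and by 125 G nucleotides (8.90%, 7.52 to 10.5). It was reached by 10 of 897 U nucleotides, and 6 of these lay within 1 nucleotide of an A or G that also reached the limit. None of the 996 C nucleotides reached it, which allows a share of up to 0.384% by the same interval. With TGIRTIII, the limit was reached by 50 A, 78 G, 2 C and 2 U nucleotides. The background-subtracted mutation fraction of the median nucleotide with SSII was 0.0231% for A, 0.0402% for G, 0.00465% for C and 0.00923% for U. For A and G, the limit moved these numbers most: at 0.5%, 325 A and G nucleotides were counted with SSII.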

Subtraction of RT-stop background leads to a substantial improvement in detection of NAz-dependent RT stops at A and G (Supplementary Figures S2 and S3B), while the MaP data were only marginally affected by background subtraction (Supplementary Figures S1A and S3A) due to the low background mutation rate of LASER-MaP (Figure 2C, Supplementary Figure S1). 

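The share of RT stops at A and G was 42.1% in the UV only SSII library (95% block interval 39.8 to 44.3), 56.3% with NAz (53.0 to 59.5), and 97.04% in the background-subtracted signal with differences below 0 set to 0 (95.3 to 98.4). With TGIRTIII, the shares were 48.6% (42.3 to 56.0), 75.0% (71.2 to 78.0) and 96.1% (94.4 to 97.4). These shares depend on the nucleotide to which a stop is assigned: with stops assigned 1 nucleotide further 3′, the background-subtracted share was 67.2% with SSII and 50.6% with TGIRTIII. For mutations, subtraction changed the number of A and G nucleotides at or above 1% from 239 to 213 with SSII and from 150 to 128 with TGIRTIII, and the number of C and U nucleotides from 36 to 10 and from 25 to 4. The paper reasons that subtraction changed the mutation data little because the background mutation rate of LASER-MaP is low.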

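In the NAz libraries of full-length cDNA, the mean mutation fraction over A and G nucleotides was 0.689% with SSII and 0.420% with TGIRTIII, compared with 0.188% and 0.161% in the UV only libraries. The share of A and G nucleotides at or above 1% after background subtraction was 8.36% with SSII (95% interval 7.34 to 9.49) and 5.01% with TGIRTIII (4.23 to 5.93). In the truncated cDNA libraries, the background-subtracted signal, with differences below 0 set to 0, made up 21.7% of all RT stops with NAz and SSII and 46.9% with NAz and TGIRTIII.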

SSII yielded higher rates of mutations at purines than TGIRTIII (Figure 2C), while RT stops produced by TGIRTIII were substantially more enriched for purines, indicative of the higher RT stop background with SSII (Figure 2D, Supplementary Figure S3B). This is readily visible in Supplementary Figure S2, where the 16S rRNA landscape is dominated by a small number of high-intensity RT stops for TGIRTIII, consistent with the generally low accessibility of a highly structured and protein-bound RNA, while the SSII sample has a more uniform background of RT stops resembling the untreated control. This striking difference could be due to the higher temperature of reverse transcription for TGIRTIII (60°C, compared to 42°C for SSII), which would unfold RNA structure and might reduce structure-dependent RT stops in favor of NAz-dependent ones. 

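The 46 nucleotides with the most RT stops, which are the highest 1% of all nucleotides, held 12.8% of the RT stops in the untreated SSII library, 13.9% with UV only and 18.2% with NAz (95% block interval 14.4 to 22.0). With TGIRTIII they held 18.1%, 19.5% and 33.3% (27.6 to 38.3). Each library's own highest nucleotides were taken. With RPM computed within each rRNA molecule, the shares with NAz were 32.4% for SSII and 42.5% for TGIRTIII.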

For these reasons, we recommend the use of TGIRTIII for LASER-seq, and the use of SSII for LASER-MaP.

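The reactions with NAz but without a ligand and with NAz and EF-G were compared over A and G nucleotides, as in Supplementary Figure S3. The log10 mutation fractions had a Pearson r of 0.983 with SSII (95% block interval 0.979 to 0.985, 2548 nucleotides) and 0.961 with TGIRTIII (0.955 to 0.967). For the RT stops, r was 0.991 with SSII and 0.994 with TGIRTIII. Between SSII and TGIRTIII libraries of the same reaction, r was 0.896 for mutations (0.884 to 0.908) and 0.814 for RT stops (0.793 to 0.833). Without the logarithm, which moved it most, r of the RT stops between the RTs was 0.633. The other correlations moved most with the UV only library subtracted, and r of the mutations between the RTs was then 0.786. These correlations are across nucleotides, which are not independent replicates.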

We found that mutations and RT stop RPMs were reproducible within a given RT (Supplementary Figure S3C and D) and between the different RTs (Supplementary Figure S3E). RT stops were poorly correlated with mutations, but the correlation increased when the background signal was subtracted (Supplementary Figure S3F). This indicates that the two assays have different sources of background noise, but some real NAz-dependent signal can still be detected at the same nucleotides by both methods, despite obvious differences.

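Between RT stops and mutations of the NAz libraries, the Pearson r of the log10 values over A and G nucleotides was 0.343 with SSII (95% block interval 0.294 to 0.391) and 0.536 with TGIRTIII (0.497 to 0.574). With the UV only library subtracted from both, r was 0.616 over 815 nucleotides with SSII (0.569 to 0.662) and 0.578 over 604 nucleotides with TGIRTIII (0.523 to 0.628). The intervals before and after subtraction overlap for TGIRTIII but not for SSII. Without the logarithm, r rose with TGIRTIII and not with SSII: it was 0.401 before and 0.4005 after subtraction with SSII, and 0.463 and 0.687 with TGIRTIII. Only nucleotides with a background-subtracted signal above 0 in both measures enter the second comparison. Subtraction lowered r between the reactions with and without EF-G, to 0.91 (SSII) and 0.853 (TGIRTIII) for mutations.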

These results show that both LASER-Seq and LASER-MaP are capable of detecting NAz-reactive nucleotides across a structure as large as the ribosomal RNA. However, our MaP datasets clearly have fewer positions with non-specific background compared to the RT stop datasets (Compare Supplementary Figures S1 and S2). It is exciting that LASER is well-suited to MaP analysis, as modification detection methods based on RT stops suffer from RT shadowing (read coverage is reduced immediately downstream of a heavily modified base) (23) and biases in library preparation due to the fact that the sequence at the RT stop determines the efficiency of capture during circularization (40–42). MaP-based methods suffer much less from these issues, making them a potentially more accurate measure of nucleotide modification. Most importantly, for MaP analysis, the mutation fraction is internally normalized by read coverage at the position being analyzed, and can be described by a rigorous error model (22–24,38). For these reasons, we focused on LASER-MaP for further experiments.

To contextualize the mutation rates seen in LASER-MaP, we compared it to other structure probing strategies that are amenable to mutational profiling. 

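The S. cerevisiae libraries came from 1 reaction each with NAz, 1M7 and BzCN and from 2 untreated reactions, so no reagent was replicated. Subunits at 0.5 μM were probed. The paper gives 6 min for 1M7 and 0.5 min for BzCN, each added from a 100 mM stock. The title of the 1M7 library gives 3 min, although its other labels give the paper's time, and the labels give 10 mM for 1M7 but 100 mM for BzCN, so the time of the 1M7 reaction and the concentration of BzCN are uncertain. The authors deposited mutation counts and mutation fractions for 18S, 25S, 5.8S and 5S rRNA (1800, 3396, 158 and 121 nucleotides), with no subtraction. The libraries held between 309433 and 1514335 mutations, and the median coverage lay between 25668 and 76796 reads per nucleotide. The 6 listed S. cerevisiae positions were left out. The paper does not state which untreated library served as the control for each reagent, so both were used separately.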

With purified *S. cerevisiae* ribosomes as our target, we performed LASER-MaP as well as SHAPE-MaP (22) using the reagents 1-methyl-nitrosatoic anhydride (1M7) and benzoyl cyanide (BzCN). SHAPE monitors internucleotide flexibility through 2′-OH acylation and previous reports have demonstrated that SHAPE reactivity is not governed by solvent accessibility (43). We also compared these datasets to our previously published DMS-MaP probing of the same ribosomes (44). 

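A mutation fraction of 1% or more was found with NAz at 336 of 1492 G nucleotides (22.5%, 95% interval 20.5 to 24.7) and at 151 of 1445 A nucleotides (10.4%, 8.98 to 12.1) of the S. cerevisiae rRNA. With 1M7, the share was 1.61% of G (1.08 to 2.38) and 1.87% of A (1.29 to 2.71). With BzCN, it was 2.82% of G (2.09 to 3.78) and 4.71% of A (3.73 to 5.92). The untreated libraries gave 0.335% and 1.41% of G and 0.484% and 0.969% of A. For C and U, the shares were 1.95% and 1.04% with NAz, 2.51% and 2.36% with 1M7, and 4.37% and 5.14% with BzCN. The limit moved the shares most: at 0.5%, it was 38.6% of G with NAz, 9.85% with 1M7 and 14.9% with BzCN. The DMS data are not analysed here.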

NAz produced more mutations at G than all other tested reagents, and more than the SHAPE reagents, but less than DMS, at A (Figure 2E, Supplementary Figure S4).

MaP can identify correlated mutations on RNA by identifying multiple mutations in a single sequencing read, because RT does not necessarily terminate at the first modified nucleotide. This information can be used to refine RNA tertiary structures, or to deconvolute a mixed RNA population (24). As a preliminary test of the suitability of NAz for this application, we counted the number of reads with multiple mutations, as a fraction of the whole sequencing library. We found a 1.7- to 2.5-fold enrichment in reads with two mutations, and a 3- to 5-fold enrichment in reads with three mutations in NAz-treated samples, compared to the UV control (Supplementary Figure S5). This indicates that LASER-MaP is potentially suitable for correlated probing analyses such as RING-MaP (24).

NAz is cell-permeable (8), allowing for probing to be done inside living cells. 

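K562 cells, an established human leukemia cell line, were treated with NAz or DMSO and exposed to UV light for 1 or 3 min, with 1 biological replicate of each condition. The authors deposited mutation counts and mutation fractions for the 18S and 28S rRNA (1869 and 5070 nucleotides), without background subtraction. The 4 libraries held between 301313 and 592688 mutations, with a median coverage between 8546 and 28960 reads per nucleotide. The 9 listed human positions do not include any nucleotide named here. The UV only library of the same exposure time was subtracted.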

We performed LASER-MaP on live human K562 cells and compared the data to our previously published LASER RT-stop data from radioactive primer extension of ribosomes in HeLa cells (8). As shown in Figure 2F, the two methods agree with each other, further demonstrating that LASER works to modify RNA inside living cells and that LASER-MaP can recapitulate the results from manual probing of RNA.

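In the 18S rRNA of K562 cells, 439 of 965 A and G nucleotides had a higher mutation fraction with NAz than with UV only by the counting-error test at both exposure times. At 1 min it was 444 and at 3 min 865, and 5 nucleotides were lower at 1 min and 0 at 3 min. The background-subtracted mutation fraction of the median A or G was 0.0576% at 1 min and 0.434% at 3 min. Across the 781 A and G nucleotides above 0 at both times, the log10 values had a Pearson r of 0.731 (95% block interval 0.694 to 0.765) and a Spearman rho of 0.749. Without subtraction, which moved it most, r was 0.823. The stretch of Figure 2F runs from G744 to G821 of the 18S rRNA and holds 36 A and G nucleotides, 24 of which were higher with NAz at both times. The highest of them at 3 min were G744 with 4.37% after subtraction, G754 with 4.12%, G819 with 3.88%, G772 with 3.79% and G798 with 3.47%. The values at 1 min were 3.12%, 3.24%, 3.38%, 2.24% and 2.00% in the same order. Coverage in this stretch was between 12444 and 46430 reads, and the median C or U there had 0.0401% at 3 min. The primer extension data from HeLa cells are not analysed here. From Figure 2F, the paper concludes that LASER modifies RNA in living cells and that LASER-MaP recovers the results of manual probing.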

### LASER-MaP is specific for measuring solvent accessibility

To test the utility of LASER-MaP as a predictor of solvent accessibility, we compared the mutation rate at each A or G nucleotide in the *E. coli* ribosome with the computed solvent-accessible surface area (SASA) of the C8 atom for the same nucleotide, based on a high resolution X-ray crystal structure (45). We computed SASA with NAz approximated as a sphere with a 4 Å radius and defined solvent-accessible (true positive) nucleotides as purines with a SASA of 5 Å^2^ or more. We generated receiver operating characteristic (ROC) curves (Figure 3A) that test how well the LASER-MaP signal can separate true positives from false positives (nucleotides with SASA <5 Å^2^) at different thresholds of mutation rate. The area under the ROC curve (AUC) quantifies the predictive value of the measurement, with 1.0 indicating the existence of a mutation rate threshold that detects all true positives with no false positives, and 0.50 indicating no predictive value above random chance. NAz reactivity was a good predictor of solvent accessibility (AUC = 0.75) compared to our DMSO control (AUC = 0.49). Our reported AUC is lower than the value found in a similar experiment performed on yeast ribosomes with DMS (14); however, for DMS the true positives/negatives can be defined by the base-pairing status of the nucleotide as well as SASA, while we are using SASA alone, which requires arbitrary choices of cutoff and solvent radius for its computation. The ROC curves were robust to the choice of probe radius or SASA cutoff. Slight increases in sensitivities were observed as the SASA cutoff for true positives was increased (Supplementary Figure S6A–D), and we only observed slight variations at probe radii >4 Å (Supplementary Figure S6A–D). To further test our approach, we compared our LASER-MaP data for *S. cerevisiae* ribosomes to the *S. cerevisiae* ribosome crystal structure (46). Our ROC curves indicate a similar trend as seen for *E. coli* ribosomes, with an AUC of 0.82 (Figure 3A). Broadly speaking, these results demonstrate that LASER is an accurate tool for measuring solvent accessibility.

**Figure 3.**
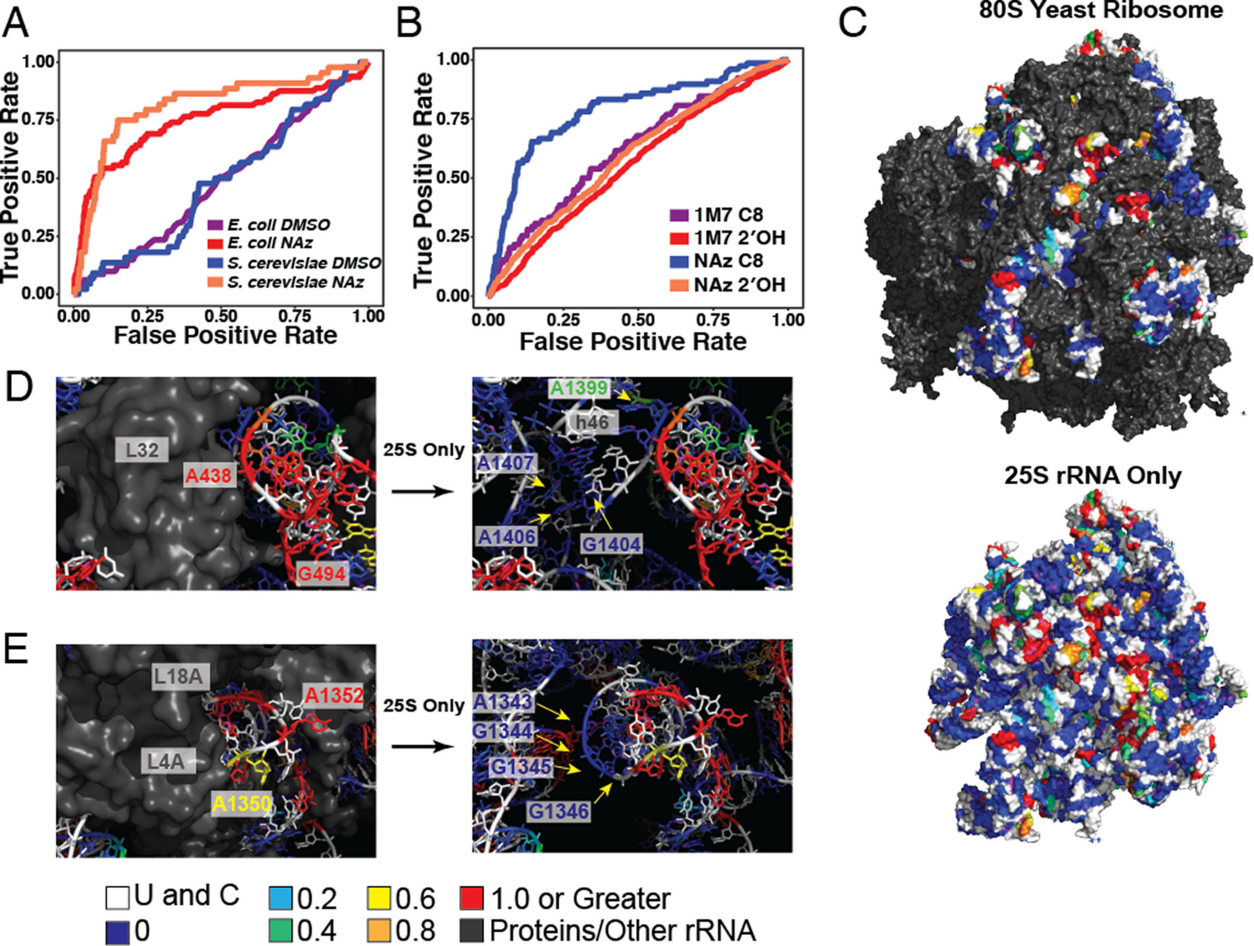
NAz reactivity is an effective predictor of solvent accessibility. (**A**) ROC curves for prediction of solvent-accessible nucleotides from LASER-MaP on purified ribosomes from *E. coli* and *S. cerevisiae*. SASA was calculated with a probe radius of 4 Å and true positives were defined as residues that had C8 solvent accessibility greater than or equal to 5 Å^2^. All other nucleotides are considered true negatives. (**B**) ROC curves comparing SHAPE-MaP (1M7) with LASER-MaP (NAz), demonstrating that LASER-MaP measures solvent accessibility while SHAPE-MaP does not. (**C**) NAz reactivity overlaid onto the 25s rRNA in complex with the rest of *S. cerevisiae* ribosome or alone. Structure from (46) (PDB ID 4V88). The ribosome is oriented with the small subunit to the left, the A site at the bottom, and the E site on top. All rRNA and protein except for the 25S rRNA are colored in gray. Color scale for NAz reactivity, in percent mutation, is shown under panel E. (**D, E**) Panels showing specific areas of NAz reactivity on the *S. cerevisiae* X-Ray structure.

Differences in nucleotide reactivity between reagents can be used to predict more accurate structures of a given RNA (47). Using *S. cerevisiae* ribosomes as our model (46), we calculated the SASA of 2′OH and generated ROC curves with the LASER-MaP and SHAPE-MaP (1M7) mutation frequencies (Figure 3B). As expected, SHAPE reactivities are poor predictors of the solvent accessibility of 2′OH positions (AUC = 0.56). LASER-MaP accurately detects the solvent accessibility of C8 positions (AUC = 0.81) but not of the 2′OH in the same nucleotide (AUC = 0.59). Unexpectedly, SHAPE reactivity was weakly predictive of C8 accessibility (Figure 3B). We reason that this is due to a correlation of positional flexibility with C8 accessibility, leading to an increase in modification of the 2′OH. These results show that LASER provides structural information complementary to that provided by SHAPE.

In the course of our analysis, we found the computation of C8 SASA to be relatively crude, yielding few C8 atoms with measurable SASA, even in exposed regions of the crystal structures. To further examine NAz reactivity in solvent exposed regions, we superimposed LASER-MaP reactivity onto the X-Ray structure of the *S. cerevisiae* ribosome (Figure 3C) (46). Upon inspection, the majority of unreactive residues appeared protected from solvent, and exposed regions of the 25S rRNA displayed various degrees of protections. For example, residues 1395–1414 of helix 46 display low solvent accessibility due to protection by ribosomal protein L32 (Figure 3D). 

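With NAz, the 12 A and G nucleotides of residues 1395 to 1414 in helix 46 of the S. cerevisiae 25S rRNA had mutation fractions between 0.0528% at A1401 and 0.623% at A1399, with a median of 0.165%. The median of all 1862 A and G nucleotides of the 25S rRNA was 0.178%. G1404 in the loop of helix 46 had 73 mutations in 36583 reads, a fraction of 0.1995% (95% interval 0.159 to 0.251), compared with 0.143% and 0.167% in the untreated libraries. A1406 had 0.0776% and A1407 had 0.0675%.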

Nucleotides from the loop (G1404, A1406, A1407) contact L32, and the rest of helix 46 is buried inside the complex. Slight reactivity was observed for residue A1399 which is deeper in a ribosome pocket but has its C8 atom exposed to solvent. 

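A1399 of the S. cerevisiae 25S rRNA was mutated in 311 of 49890 reads with NAz (95% interval 0.558% to 0.696%), and in 0.0697% and 0.0580% of the reads without treatment. Of all A and G nucleotides in the 25S rRNA, 76.2% had a lower fraction. A438 had a mutation fraction of 1.39% (1.27 to 1.53, 32645 reads), compared with 0.0545% and 0.0704% without treatment. G494 had 6.41% (6.11 to 6.72, 24686 reads), compared with 0.109% and 0.203%.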

Adjacent residues A438 and G494 are not covered by either rRNA or proteins and had high NAz reactivity. 

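In helix 45 of the S. cerevisiae 25S rRNA, the NAz mutation fraction of the stem nucleotides A1343 to G1346 lay between 0.0550% and 0.165%. The coverage there was 12687 to 12909 reads, and without treatment G1346 had 0.904% and 0.793%. In the loop, G1349 had 26.7% (95% interval 26.0 to 27.4), G1354 had 20.0% (19.6 to 20.4), A1355 had 3.73%, A1352 had 2.26% and A1350 had 0.713%. The untreated libraries had at most 0.176% at these 5 nucleotides, at G1354.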

Similar protections occurred around helix 45 (Figure 3E), whose loop (G1349, A1350, A1352, G1354, A1355) is fully exposed and whose stem (A1343–G1346) is buried within the ribosome with C8 atoms pointing towards ribosomal proteins L4A and L18A.

We also examined regions with no computed solvent accessibility, but high NAz reactivity, some of which are depicted in Supplementary Figure S6. In each of these cases, such as G763 and A2222, manual inspection revealed C8 positions that were exposed to solvent with the residues not base paired in the crystal structure. 

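The 15 purines of the 25S rRNA named in Supplementary Figure S6 had NAz mutation fractions between 0.436% at G770 and 29.1% at G258, with a median of 1.79%, and 13 of them were at 1% or more. G763 had 1.79% (95% interval 1.64 to 1.96, 27617 reads), compared with 0.103% and 0.0959% without treatment. A2222 had 1.77% (1.65 to 1.90, 45000 reads), compared with 0.0557% and 0.0648%. Over all A and G nucleotides of the 25S rRNA, 259 of 1862 were at 1% or more. Solvent accessibility was not computed here. From the high mutation rates of these nucleotides, the paper proposes that they take several conformations in solution.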

The high mutation rate at these positions indicates that there could be multiple conformations in solution susceptible to NAz modifications. SASA computation uses one conformation of the structure and could overlook residues with multiple conformations in solution. As such, these discrepancies could be due to a combination of studying the static structure and crude SASA modeling, but with a local structure highly open and reactive to NAz in solution. These observations further support the notion that NAz is reacting with solvent exposed residues.

### LASER-MaP can be used to monitor binding of ligands to ribosomal RNA

Differential chemical probing analysis is a powerful technique for identifying conformational changes, as well as the binding sites of proteins and small molecules in RNA complexes such as the ribosome (4,5,48). Upon ligand binding, nucleotides in the vicinity of the binding site are ‘protected’, becoming less accessible and thus unreactive to covalent modifying agents. Secondary protections and deprotections, further away from the binding site, may be indicative of larger conformational changes in the RNA induced by ligand binding. Probing with reagents such as DMS, kethoxal and CMCT has yielded enormous insight into ribosome structure and function (4,48–50), but has been limited by the small number of unpaired nucleotides in the rRNA that are reactive to these agents, as well as the large number of primer extension gels required to survey such a large structure (48). This second bottleneck has recently been resolved by high-throughput sequencing methodologies (10–12,14–17,19,20,25), but the underlying issue of probe reactivity persists.

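For the ligand comparison, the NAz reactions of the first batch without ligand, with 4 μM EF-G, and with 4 μM EF-G and 0.5 mM GDPNP were used, each with full-length cDNA made by SSII and by TGIRTIII. There was 1 reaction without ligand, and the libraries of the 2 RTs came from the same 3 reactions, so they are not independent replicates of the binding. The 6 libraries held between 721338 and 1587502 mutations. The mean mutation fraction over the A and G nucleotides of an rRNA was between 1.04 and 1.10 times as high with EF-G as without. As in the methods, each mutation fraction was divided by this mean before the libraries were compared, and no background was subtracted.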

To test the utility of LASER-Seq for the identification of ligand binding sites, we performed LASER-MaP on purified *E. coli* ribosomes incubated with elongation factor G (EF-G), with or without the non-hydrolyzable GTP analog GDPNP. GDPNP is expected to lock EF-G in a ribosome-bound state (51) and thus increase the likelihood of observing protections. We did not see major differences in mutation rate in the presence or absence of GDPNP, so we treated these samples as replicates. 

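The EF-G libraries with and without GDPNP were compared with each other by the counting-error test, a comparison chosen after the data were seen. With SSII, 67 A and G nucleotides were lower and 42 higher with GDPNP. With TGIRTIII, 18 were lower and 21 higher. Only 6 nucleotides were called with both RTs, 1 lower and 5 higher, and none of the 6 lay in the GAC.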

To identify sites of altered NAz reactivity upon EF-G binding, we adapted a Poisson counting error model that was previously used for differential SHAPE-MaP analysis (38). In this analysis, larger absolute numbers of mutations and absolute differences in mutation rate are more likely to be called real changes. 

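Each EF-G library was compared with the library without ligand of the same RT over 851, 1656 and 46 A and G nucleotides of the 16S, 23S and 5S rRNA, with the methods' limits of z > 0 and |S| > 0. With SSII, 193 nucleotides were called with EF-G (79 lower, 114 higher) and 186 with EF-G and GDPNP. With TGIRTIII, 112 and 108 were called. In all 4 libraries, 21 nucleotides were called protected and 10 deprotected. The division by the mean had the largest effect among the ways of scaling: without it, 10 nucleotides were protected and 54 deprotected. A quasi-likelihood model of the mutation counts in edgeR, with the coverage and the mean purine mutation fraction as offsets and the RT as a term, gave 34 lower and 23 higher nucleotides at an adjusted p of 0.05. The 34 included 19 of the 21 protected nucleotides, and the 23 included all 10 deprotected ones. The p-values of this model measure the spread between libraries and not between repeated binding reactions. With the coverage alone as the offset, which moved the median log2 fold change of all A and G from -0.02 to 0.08, 17 were lower and 109 higher. Without the EF-G SSII library, the counting-error test gave 24 protected and 17 deprotected nucleotides in the other 3. Without the RT term, the model gave 0 nucleotides, and 32 had an unadjusted p under 0.05 there. In simulated data with the libraries of this comparison at a dispersion of 0.003, edgeR recovered all 200 changed nucleotides and also called 77 unchanged ones. The planted changes were larger than the log2 fold change of any protected GAC nucleotide in this model. Each simulated library had its own spread, although libraries of both RTs came from the same reactions. This recovery therefore does not carry over to the changes seen with EF-G.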

A number of nucleotides were reproducibly protected or deprotected in the EF-G bound samples (Figure 4A, Supplementary Figure S7A, Supplementary Table S2) with both RT enzymes. We also produced MA plots comparing the fold change in mutation for each nucleotide upon EF-G incubation to its average number of mutations between both datasets (Figure 4B, Supplementary Figure S7B). These plots show that many of the statistically-detected reactivity changes were in nucleotides with large numbers of mutations, but with small fold changes within the spread observed for other nucleotides with similar mutation rates. This suggests that these statistical calls are spurious.

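Of the 21 protected nucleotides, 6 had a fold change inside the range of uncalled nucleotides with similar numbers of mutations in the EF-G SSII library, and 7 in each of the 3 other libraries. None of them was in the GAC. Of the 10 deprotected nucleotides, between 4 and 6 per library lay inside that range. The median log2 fold change of the protected nucleotides was -0.32 (EF-G) and -0.23 (EF-G and GDPNP) with SSII, and -0.46 and -0.47 with TGIRTIII. For the deprotected nucleotides, the medians lay between 0.31 and 0.38. The largest scaled change of a protected nucleotide outside the GAC was a ΔN of -5.78 ± 2.39 (SD, n = 4 libraries) at 23S A2132, with a log2 fold change of -0.14 (standard error 0.027, adjusted p = 0.00189 from edgeR). With SSII, A2132 had 30.7% mutations untreated, 31.7% with UV only and 29.3% with NAz, so its mutations did not depend on NAz. Its unscaled log2 ratio with EF-G lay between -0.07 and -0.02 in the 4 libraries. From such small fold changes, the paper proposes that these calls are spurious.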

**Figure 4.**
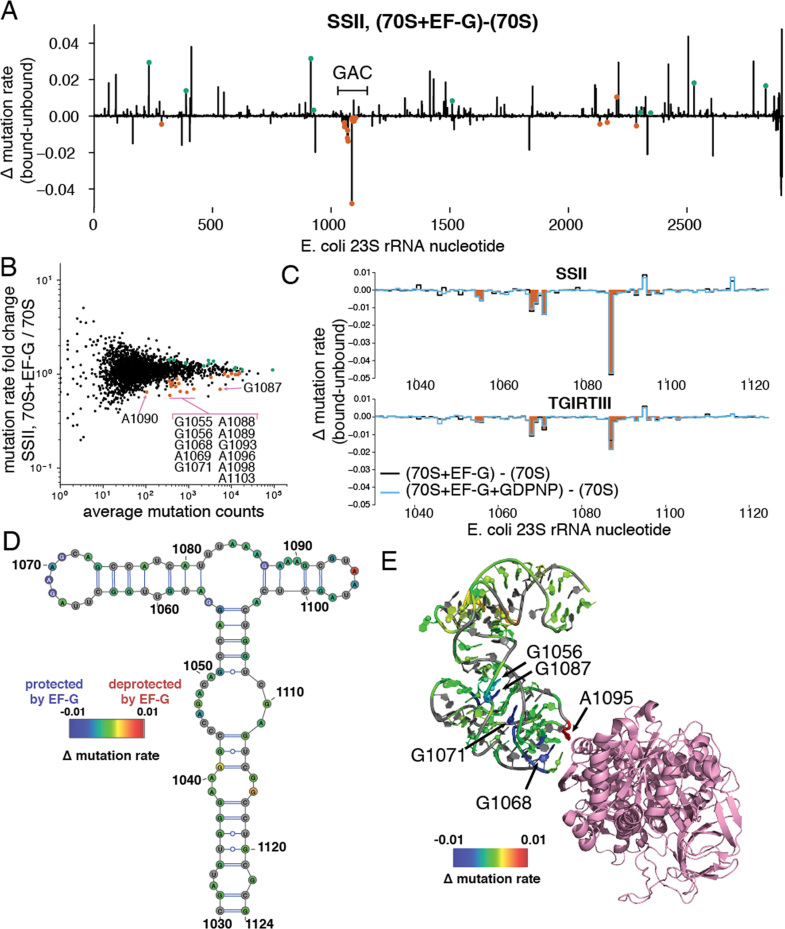
Detection of elongation factor G binding to the GTPase activation center of the *E. coli* ribosome using LASER-MaP. (**A**) Difference in LASER-MaP mutation fraction across the entire *E. coli* 23S rRNA, for EF-G bound ribosomes compared to unbound ribosomes. The location of the GTPase activating center (GAC) is indicated. Nucleotides with a statistically significant increase or decrease in LASER-MaP signal among all EF-G-treated samples are highlighted in green and orange, respectively. The nucleotides that show significant protections but have a positive change in mutation rate are artifacts of rescaling mutation rates for calling hits (See methods), which was not done in these figures. (**B**) MA (log average vs log ratio) plot comparing the average number of mutations at rRNA nucleotides to their fold change in mutation fraction upon EF-G binding. Nucleotides with a statistically significant increase or decrease in all EF-G treated samples are highlighted in green and orange, respectively. Protected nucleotides in the GAC are labeled. (**C**) Detail of panel A limited to the GAC. Protected nucleotides are shaded in orange. (**D**) Differences in LASER-MaP mutation fraction (SSII, EF-G bound minus unbound ribosomes) overlaid on the secondary structure of the GTPase activation center of the *E. coli* 23S rRNA. Pyrimidine nucleotides are colored grey. Figure generated using VARNA (http://varna.lri.fr/) (59). (**E**) Differences in LASER-MaP mutation fraction (SSII, EF-G bound minus unbound ribosomes) overlaid on the GTPase activation center of the EF-G-bound *E. coli* ribosome (PDB ID 3J9Z), viewed from the A site side of the ribosome. C8 atoms of purines in the GAC are shown as spheres, EF-G is shown in pink cartoon diagram, and pyrimidines are gray. Coloring of RNA by difference values was performed with RiboVis (https://ribokit.github.io/RiboVis/). Arrows highlight a subset of EF-G protected nucleotides, as well as A1095 which shows increased reactivity that was not determined to be statistically significant.

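Among the nucleotides called protected in all 4 libraries, the unscaled mutation fraction was higher with EF-G at 4 (SSII) and 2 (TGIRTIII), and with EF-G and GDPNP at 5 (SSII) and 2 (TGIRTIII). Of the 8 protected nucleotides outside the GAC, 7 had at least 5% mutations without NAz. When the UV only library was subtracted before the division by the mean, 0 of these 7 were still called protected in all 4 libraries, while all 13 in the GAC were. Without the division, the sign of the mean change flipped at 23S G2203, 16S G76 and 16S A253.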

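23S A1095 had a higher mutation fraction with EF-G in all 4 libraries, and its ΔN was 0.795 ± 0.135 (SD, n = 4 libraries). With SSII the fraction rose from 3.17% (95% interval 3.02 to 3.32) to 4.04% with EF-G and 3.88% with EF-G and GDPNP. With TGIRTIII it rose from 2.73% (2.56 to 2.90) to 3.33% and 3.24%. It was called higher in 3 of the 4 libraries by the counting-error test. The count model gave a log2 fold change of 0.20 (standard error 0.051, adjusted p = 0.0224 from edgeR).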

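Of the 21 nucleotides called protected in all 4 libraries, 18 were in the 23S rRNA, and 13 of these lay in the GAC, taken from C1030 to G1124 as drawn in Figure 4D. The GAC holds 55 of the 1656 A and G nucleotides tested in the 23S rRNA. When the 18 positions were redrawn among 23S A and G nucleotides matched on their number of mutations, 1.30 fell in the GAC on average and at most 9 did (permutation test with 100000 resamples, two-sided p = 1e-05, the smallest they can give). The redraws took nucleotides singly, so the p-value does not allow for neighbours that change together. In the later second batch, 2 NAz reactions without ligand were compared by the same counting-error test. Of the 39 lower calls between them, 5 lay in the GAC, so calls there also occur without EF-G. None of the 10 nucleotides deprotected with EF-G lay in the GAC. The largest scaled change in the GAC was at G1087, with a ΔN of -6.02 ± 2.13 (SD, n = 4 libraries). Its mutation fraction fell from 15.4% (95% interval 15.0 to 15.7) to 10.6% with EF-G and 10.7% with EF-G and GDPNP for SSII, and from 5.65% (5.38 to 5.93) to 4.31% and 3.80% for TGIRTIII.

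**Figure D1:**
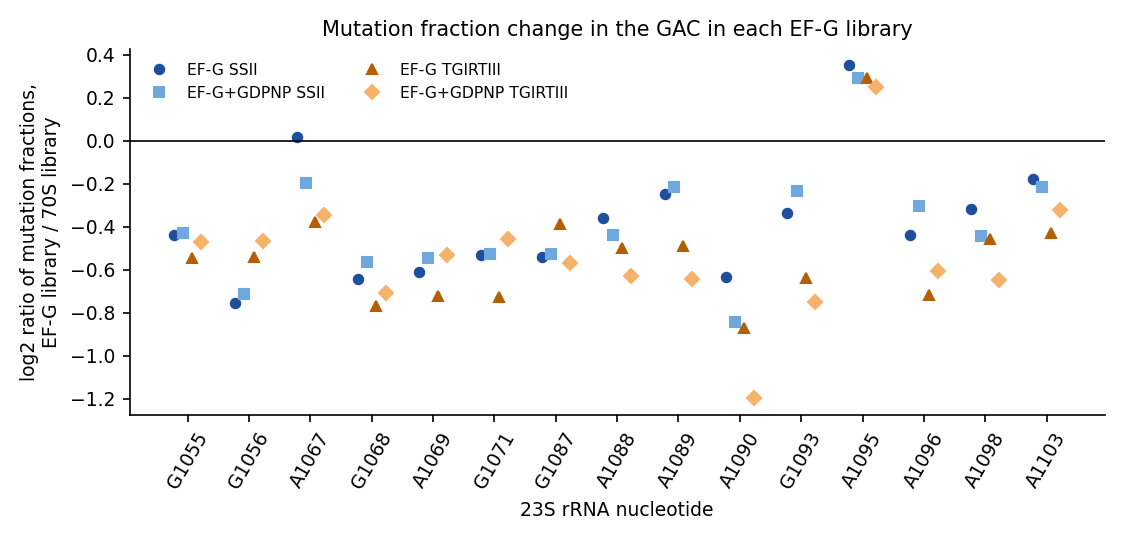
Log2 ratio of the mutation fraction with EF-G to that without ligand, unscaled, at the 13 GAC nucleotides called protected in all 4 libraries and at A1067 and A1095. Each point is 1 library: blue for SSII and orange for TGIRTIII, darker without and lighter with GDPNP. The 13 protected nucleotides lie below 0 in every library, A1095 lies above 0 in every library, and A1067 lies near 0 in the EF-G SSII library.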

The remaining protected nucleotides cluster in the GTPase-activation center (GAC) of the 23S rRNA, immediately adjacent to the known EF-G binding site (Figure 4C, D and E) (52). Crystal structures of the *E. coli* ribosome alone or bound to EF-G (45,52) show this entire region of the GAC moving upon EF-G binding (Supplementary Figure S7C), consistent with the large number of protections in this region. The protections further from the contact site with EF-G could indicate compression of the GAC RNA upon EF-G binding, which might limit the ability of NAz to access C8 atoms therein. 

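23S A1069 was called protected in all 4 libraries, with a ΔN of -0.956 ± 0.300 (SD, n = 4 libraries) and a log2 fold change of -0.69 in the count model (standard error 0.093, adjusted p = 2.16e-05 from edgeR). Its mutation fraction with SSII was 2.25% without ligand, 1.48% with EF-G and 1.54% with EF-G and GDPNP. 23S A1067 was called lower in 2 of the 4 libraries, with a ΔN of -0.405 ± 0.174. With SSII its fraction was 1.74% without ligand (95% interval 1.61 to 1.89), 1.76% with EF-G (1.62 to 1.90) and 1.52% with EF-G and GDPNP (1.39 to 1.66). With TGIRTIII it was 0.822% without ligand (0.707 to 0.957), 0.633% with EF-G (0.545 to 0.736) and 0.647% with EF-G and GDPNP (0.552 to 0.759). In the count model, A1067 had a log2 fold change of -0.28 (standard error 0.098, adjusted p = 0.196 from edgeR).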

The interaction of EF-G with the ribosome was previously analyzed by probing with DMS and primer extension (53), but only two protections (A1067, A1069) were identified in this region. This is probably due to the paucity of unpaired DMS-reactive nucleotides in this region, as well as the reduced sensitivity of gel-based RT stop measurement. LASER-MaP, however, readily identified EF-G induced conformational changes at both paired and unpaired nucleotides in this region. These results demonstrate the utility of LASER-MaP as a tool to interrogate protein binding to large and base-paired RNAs.

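In the count model, the 13 protected GAC nucleotides had a median log2 fold change of -0.57, and it ranged from -0.37 at A1103 to -0.95 at A1090. With each EF-G library left out in turn, the median stayed between -0.57 and -0.60. G1087 had a log2 fold change of -0.60 (standard error 0.045, adjusted p = 1.84e-10 from edgeR), and G1068 had -0.76 (standard error 0.069, adjusted p = 1.17e-08). In all, 18 GAC nucleotides were lower and 1 was higher at an adjusted p of 0.05. With DESeq2, 11 were lower and 0 higher, and with the coverage alone as the offset, 13 and 2. Without the TGIRTIII library with EF-G and GDPNP, it was 13 and 0, and without the RT term 0 and 0. The model takes libraries of the 2 RTs from the same reaction as independent, and there was 1 reaction without ligand. Its standard errors and p-values therefore do not measure variation between repeated binding reactions. Base pairing was not analysed here. From the protections in the GAC, the paper concludes that LASER-MaP can be used to study protein binding to large, base-paired RNAs.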

In order to more directly test the reproducibility and quantitative nature of LASER-MaP, we performed an additional batch of *in vitro* probing experiments with *E. coli* ribosomes. 

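In this second batch, 2 reactions with UV only, 2 with UV light and NAz, and 1 at each of 0.05, 0.25, 1 and 5 μM onc112 with NAz were reverse transcribed with SSII. The paper's results give 300 mM NAz for the pilot experiment, and its methods name 300 mM for the NAz solution added to the reactions. The sample labels of this batch give 240 mM, so the final concentration is uncertain. Reaction numbers do not pair the replicates. The authors deposited mutation counts and mutation fractions. The 8 libraries held between 376453 and 1738810 mutations, and the median coverage lay between 16037 and 59250 reads per nucleotide. Reaction 3 without onc112 had the highest and reaction 4 the lowest coverage of the libraries with NAz. Comparing NAz with UV only, edgeR's quasi-likelihood test with the coverage as the offset gave 1226 nucleotides with more and 61 with fewer mutations among 4557 at an adjusted p of 0.05. The 1226 were 407 A, 572 G, 101 C and 146 U, the 61 were 1 A, 8 G, 34 C and 18 U, and 979 of the 1226 were A or G with a median log2 fold change of 1.74. With TMM normalization of the mutation counts in place of the coverage, which moved the median of all nucleotides from 0.22 to -0.05, it was 957 with more and 447 with fewer, so the share with more changed from 95.3% to 68.2%. Among C and U, it was then 179 with more and 304 with fewer. With DESeq2, it was 829 and 13. 16S G530 had a log2 fold change of 5.54 (standard error 0.081, adjusted p = 1.54e-48 from edgeR), with 17.4% and 16.0% mutations in the NAz reactions and 0.344% and 0.383% with UV only.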

We incubated 1μM ribosomes with several concentrations of the proline-rich antimicrobial peptide onc112 (54–56) and performed LASER-MaP with SSII. 

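Over A and G nucleotides, the log10 mutation fractions of the 2 NAz reactions without onc112 in the second batch had a Pearson r of 0.9749 (95% block interval 0.971 to 0.978, 2606 nucleotides). Between the SSII library without ligand of the first batch and the second batch, r was 0.942 for reaction 3 (0.933 to 0.951) and 0.924 for reaction 4 (0.912 to 0.934). As before, nucleotides are not independent replicates. Without the coverage minimum, r between the batches was 0.922 and 0.904.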

We found that the reproducibility within a batch of samples was higher than between batches (Supplementary Figure S8A). This difference disappeared upon background subtraction. 

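With the UV only libraries of each batch subtracted, r was 0.867 within the second batch (95% block interval 0.845 to 0.887, 1807 nucleotides). Between the batches it was 0.863 for reaction 3 (0.845 to 0.879) and 0.839 for reaction 4 (0.817 to 0.8604). The intervals overlap.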

Using the same analytical method as for EF-G, we identified a number of rRNA residues which were protected or deprotected by onc112 binding (Supplementary Figures 5A and S8B. 

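Each onc112 library was compared with the sum of the 2 NAz reactions without onc112 over 2613 A and G nucleotides, since the paper does not state which of these reactions was the control. The counting-error test called 186 nucleotides at 0.05 μM, 147 at 0.25 μM, 91 at 1 μM and 179 at 5 μM. In all 4 libraries, 16 nucleotides were protected and 9 deprotected. These 25 include the 13 protected and 2 deprotected nucleotides of Supplementary Table S3, which is the paper's list. With reaction 4 alone as the control, 12 were protected and 9 deprotected, and 10 and 6 of these were among the 25. They included 8 of the 13 protected and both deprotected nucleotides of the paper's list. Without the 5 μM library, 27 were protected, and without the 0.25 μM library, 16 were deprotected. Between reactions 4 and 3, which differ in no ligand, the same test called 58 nucleotides (39 lower, 19 higher), 2.22% of those tested. The count model, with the 4 concentrations as the bound group, gave 16 lower and 15 higher nucleotides, including all 13 protected and both deprotected nucleotides of the paper's list. With the coverage alone as the offset, it gave 14 lower and 3 higher, so the share that was higher changed from 48.4% to 17.6%. The number of higher nucleotides was 6 without the 0.05 μM library and 32 without the 0.25 μM library.

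**Figure D2:**
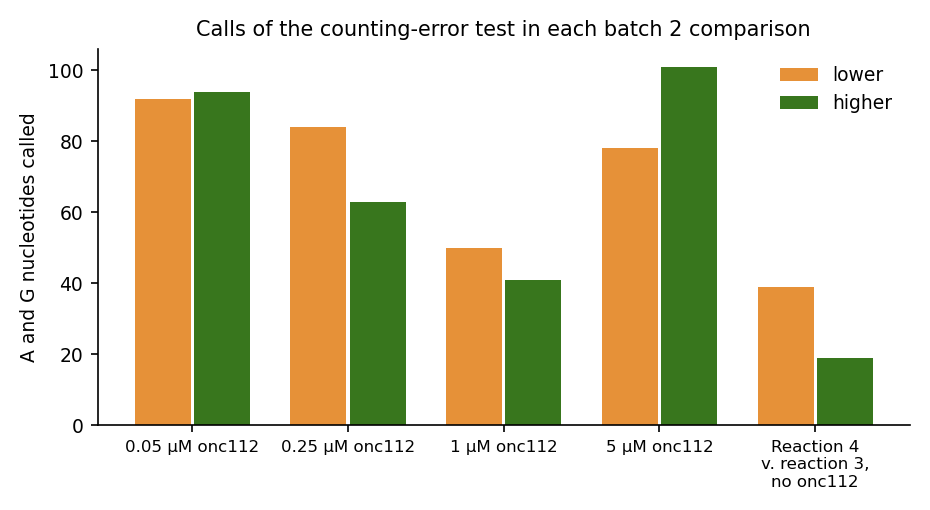
Number of A and G nucleotides called lower (orange) and higher (green) by the counting-error test in each onc112 library against the 2 reactions without onc112 summed, and in reaction 4 against reaction 3 without onc112. The onc112 libraries have between 91 and 186 calls each, and the comparison without ligand has 58.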

We superimposed these nucleotide positions onto the previously-determined structure of the *Thermus thermophilus* 70S ribosome co-crystallized with onc112 (56) (Supplementary Table S3). These positions cluster around the binding site of onc112 in the peptide exit tunnel (Figure 5B). 

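The 13 protected nucleotides of Supplementary Table S3 all lie in the 23S rRNA, and their median log2 fold change in the count model was -1.15. With each reaction left out in turn, this median stayed between -1.07 and -1.27. The largest scaled change was at G2505, with a ΔN of -13.5 ± 0.386 (SD, n = 4 libraries) and a log2 fold change of -1.90 (standard error 0.085, adjusted p = 1.06e-21 from edgeR). A2062 had a ΔN of -5.98 ± 0.362 and a log2 fold change of -2.18. The smallest fold changes were at A750 (log2 fold change -0.56) and G2574 (-0.65). Of the deprotected nucleotides, G2057 had a log2 fold change of 0.91 (standard error 0.083) and G2608 had 0.94 (standard error 0.110), each higher in 4 of 4 libraries. The distance of these nucleotides to onc112 in the crystal structure was not computed here.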

The ribosome concentration used in this experiment was too high for accurate measurement of binding constants, but many nucleotides displayed monotonic increases or decreases in LASER-MaP signal with onc112 concentration (Figure 5C), indicating that LASER-MaP can provide a semi-quantitative if not fully quantitative measure of ligand binding. 

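For each nucleotide, the background-subtracted mutation fraction at each onc112 concentration was divided by its mean in the 2 reactions without onc112. This relative signal rose over the 4 concentrations at 23S G2057 (1.67, 1.75, 1.98 and 2.29) and at G2608 (1.59, 1.79, 2.04 and 2.58), and it fell at A2451 (0.210, 0.164, 0.0801 and 0.0377). The counting error was at most 0.0626 at G2057, 0.114 at G2608 and 0.0498 at A2451. Ribosomes were at 1 μM, so 0.05 μM onc112 was too little to bind most of them with 1 peptide per ribosome. The signal at A2451 was nevertheless 0.210 there, and the cause was not tested. These values therefore cannot be read as a titration of binding. With the relative signals divided by their median over the A and G that were not called, an alternative chosen after seeing the data, G2057 no longer rose throughout (1.95, 2.05, 2.03 and 1.97), while G2608 still rose and A2451 still fell. With the mutation fractions divided by their mean over A and G first, G2057 rose from 2.10 to 2.41. Of the 25 nucleotides called in all 4 libraries, 7 (28.0%) changed monotonically over the 4 concentrations, 6 rising and 1 falling. The reactions without onc112 do not enter this order. A2059, A1095 and A2602 are among those rising, although each was called protected. A1095 rose from 0.729 to 0.961 and A2602 from 0.658 to 0.877, so both stayed below their level without onc112. Of the 223 A and G nucleotides that were not called and had at least 1% mutations without onc112, 87 (39.0%) did, and all 87 rose (two-sided Fisher's exact test, p = 0.385). By chance, 8.33% of the orders of 4 values are monotonic. With the mutation fractions divided by their mean over A and G first, 33.3% of the called and 22.2% of the other nucleotides were monotonic (Fisher's exact test, p = 0.279), so the difference changed sign. This covered 21 called and 203 other nucleotides. The UV only libraries were divided by their own, lower mean. The subtracted background therefore weighed more, and relative signals could fall below 0. The mean mutation fraction over A and G was 0.694%, 0.685%, 0.739% and 0.836% from 0.05 to 5 μM onc112, and 0.768% and 0.747% in reactions 3 and 4 without it. From the monotonic nucleotides of Figure 5C, the paper proposes that LASER-MaP measures ligand binding at least semi-quantitatively.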

Other nucleotides behaved in more complex ways, with the signal plateauing or changing direction at high onc112 concentrations. This could mean, among other explanations, that these nucleotides have different dynamics for onc112 binding, or that background noise is dominating the reduced mutational signal at high onc112 concentrations.

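Of the 15 nucleotides of Supplementary Table S3, 3 rose over the 4 onc112 concentrations, 1 fell and 11 changed neither way throughout. With the mutation fractions divided by their mean over A and G first, it was 3, 3 and 9. With the relative signals divided by their median, an alternative chosen after seeing the data, it was 2, 2 and 11. A2062 fell with both divisions. G2574 fell with the first only, where its relative signal was below 0 throughout. G2553 was below 0 throughout with that division too, and the protected G2582 lay between 3.05 and 4.41. The size of the relative signals with that division is therefore not interpreted. At 23S G2576, the relative signal was 0.234 at 0.05 μM, 0.194 at 0.25 μM, 0.123 at 1 μM and 0.171 at 5 μM, with a counting error of at most 0.0389, so the rise from 1 to 5 μM was not detectable at this depth. At A751, it was 0.583, 0.431, 0.457 and 0.768, with an error of at most 0.0654. At G2505, it was 0.267, 0.227, 0.240 and 0.294, with an error of at most 0.0146. A2059 is counted among the 3 that rose, with 0.443, 0.444, 0.553 and 0.668 and an error of at most 0.102, but its rise was not detectable at this depth, and the reactions without onc112 had 1.22 and 0.777. There was 1 reaction at each concentration.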

**Figure 5.**
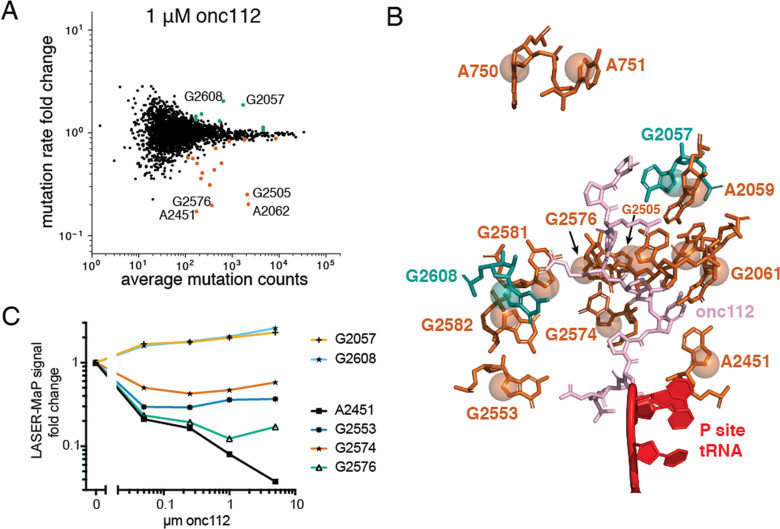
Detection of onc112 binding to the *E. coli* ribosome using LASER-MaP. (**A**) MA plot comparing the average number of mutations at rRNA nucleotides to their fold change in mutation fraction upon onc112 incubation. Nucleotides with a statistically significant increase or decrease in all treated samples are highlighted in green and orange, respectively. Select nucleotides are labeled. (**B**) View of the peptidyl transferase center and peptide tunnel of the *T. Thermophilus* ribosome bound to onc112 from PDB ID 4Z8C. Nucleotides homologous to protected or deprotected nucleotides were identified by sequence alignment and highlighted in orange and green, respectively. C8 atoms are shown as spheres. (**C**) Onc112-dependent changes in LASER-MaP signal for select nucleotides. UV-only background was subtracted from all data points before dividing each by the average of the 0μM onc112 replicates.

## DISCUSSION

The recent advent of high-throughput RNA structure analysis methods has greatly advanced our ability to analyze the structures of transcriptomes and large RNA molecules. Here we expand the existing structure probing toolbox by adapting LASER into LASER-Seq and LASER-MaP. LASER has reactivity preferences that depend on solvent accessibility, making it orthogonal to other probing methods that depend on RNA base-pairing. We have thoroughly characterized these methods with ribosomes from 3 different species, both *in vitro* and *in vivo*, to show that they produce RT stops or nucleotide mutations that agree with solvent accessibilities computed from high-resolution crystal or cryo-EM structures, as well as manual gel-based LASER analysis.

LASER-MaP is sensitive and able to modify base-paired nucleotides, making it well suited to detecting ligand binding sites on RNAs. We demonstrated this by recapitulating the binding sites of EF-G and onc112 on *E. coli* ribosomes and identifying more protections in the same rRNA region than were detected by older methods. Our results are suggestive of a large-scale movement and compression of the GAC caused by EF-G binding, which is supported by structures of EF-G bound ribosomes, while the previous result could only detect the proximal binding site of EF-G. These distal protections raise the possibility that NAz reactivity is affected by the spacing or curvature of RNA helices, a facet of NAz probing that requires further analysis. If true, this effect could be useful for determining additional constraints on unknown RNA structures. The ability to detect translation-factor and small molecule binding means that LASER-MaP could aid in determining the mechanism of action of ribosome-targeting antibiotics *in vitro* or *in vivo*, by monitoring the conformational state of the ribosome after treatment with a drug (44,49,57), while simultaneously detecting the direct binding site.

LASER-Seq and LASER-MaP can be readily adapted to the transcriptome-wide probing of mRNA structures with the addition of rRNA depletion or poly-A selection. This will enable more precise predictions of mRNA structure in combination with existing SHAPE- and DMS-based approaches and may be able to provide information on protein binding sites in RNA that are not detectable by other methods. 

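In the S. cerevisiae libraries, the mean mutation fraction over G nucleotides was 1.32% with NAz, 0.282% with 1M7 and 0.337% with BzCN, compared with 0.184% and 0.240% in the untreated libraries. Over A nucleotides, the means were 0.402%, 0.182% and 0.326%, compared with 0.0946% and 0.106%. The median G had 0.334% with NAz, 0.213% with 1M7 and 0.246% with BzCN, and the median A had 0.141%, 0.114% and 0.192%.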

Our pilot experiments indicate that mutations occur at NAz-reactive nucleotides at a frequency greater than SHAPE reagents, and comparable to DMS for G nucleotides, so sequencing coverage requirements should be no higher than for other MaP techniques. Recent analyses of DMS probing data suggest that RT-stops and mutations provide complementary information, and both may be needed to provide a complete picture of the state of chemical modification (58) (BioRxiv: https://doi.org/10.1101/292532, https://doi.org/10.1101/176883). More work is required to determine if this is true for LASER, and to integrate RT-stop and MaP data from complementary probes into a single analytical framework for RNA structure prediction. We envision that LASER-Seq and LASER-MaP will be immediately applicable to many existing problems, from the identification of protein and small-molecule binding sites in large RNAs, to transcriptome-wide prediction of RNA structure and solvent accessibility.

## DATA AVAILABILITY

The data analysis pipeline and outputs tables of RT stops and mutations is available on GitHub (https://github.com/borisz264/LASER_seq_2018). Raw reads and processed data have been deposited in the Gene Expression Omnibus with accession GSE113529.

## Supplementary Material

Supplementary Data Click here for additional data file.

## References

[1] WanY., KerteszM., SpitaleR.C., SegalE., ChangH.Y. Understanding the transcriptome through RNA structure. Nat. Rev. Genet.2011; 12:641–655.2185004410.1038/nrg3049PMC3858389

[2] MortimerS.A., KidwellM.A., DoudnaJ.A. Insights into RNA structure and function from genome-wide studies. Nat. Rev. Genet.2014; 15:469–479.2482147410.1038/nrg3681

[3] MerinoE.J., WilkinsonK.A., CoughlanJ.L., WeeksK.M. RNA structure analysis at single nucleotide resolution by selective 2′-hydroxyl acylation and primer extension (SHAPE). J. Am. Chem. Soc.2005; 127:4223–4231.1578320410.1021/ja043822v

[4] TijerinaP., MohrS., RussellR. Dms footprinting of structured rnas and rna-protein complexes. Nat. Protoc.2007; 2:2608–2623.1794800410.1038/nprot.2007.380PMC2701642

[5] InoueT., CechT.R. Secondary structure of the circular form of the Tetrahymena rRNA intervening sequence: a technique for RNA structure analysis using chemical probes and reverse transcriptase. Proc. Natl. Acad. Sci. U.S.A.1985; 82:648–652.257937810.1073/pnas.82.3.648PMC397102

[6] PowersT., NollerH.F. Hydroxyl radical footprinting of ribosomal proteins on 16S rRNA. RNA. 1995; 1:194–209.7585249PMC1369073

[7] HulscherR.M., BohonJ., RappéM.C., GuptaS., D’MelloR., SullivanM., RalstonC.Y., ChanceM.R., WoodsonS.A. Probing the structure of ribosome assembly intermediates in vivo using DMS and hydroxyl radical footprinting. Methods. 2016; 103:49–56.2701614310.1016/j.ymeth.2016.03.012PMC4921310

[8] FengC., ChanD., JosephJ., MuuronenM., ColdrenW.H., DaiN., CorrêaI.R., FurcheF., HadadC.M., SpitaleR.C. Light-activated chemical probing of nucleobase solvent accessibility inside cells. Nat. Chem. Biol.2018; 14:276–283.2933438010.1038/nchembio.2548PMC6203945

[9] RitcheyL.E., SuZ., TangY., TackD.C., AssmannS.M., BevilacquaP.C. Structure-seq2: sensitive and accurate genome-wide profiling of RNA structure in vivo. Nucleic Acids Res.2017; 45:e135.2863728610.1093/nar/gkx533PMC5737731

[10] DingY., TangY., KwokC.K., ZhangY., BevilacquaP.C., AssmannS.M. In vivo genome-wide profiling of RNA secondary structure reveals novel regulatory features. Nature. 2014; 505:696–700.2427081110.1038/nature12756

[11] LovejoyA.F., RiordanD.P., BrownP.O. Transcriptome-Wide mapping of Pseudouridines: Pseudouridine synthases modify specific mRNAs in S. cerevisiae. PLoS One. 2014; 9:e110799.2535362110.1371/journal.pone.0110799PMC4212993

[12] LucksJ.B., MortimerS.A., TrapnellC., LuoS., AviranS., SchrothG.P., PachterL., DoudnaJ.A., ArkinA.P. Multiplexed RNA structure characterization with selective 2′-hydroxyl acylation analyzed by primer extension sequencing (SHAPE-Seq). Proc. Natl. Acad. Sci. U.S.A.2011; 108:11063–11068.2164253110.1073/pnas.1106501108PMC3131332

[13] SpitaleR.C., FlynnR.A., ZhangQ.C., CrisalliP., LeeB., JungJ.-W., KuchelmeisterH.Y., BatistaP.J., TorreE.A., KoolE.T. Structural imprints in vivo decode RNA regulatory mechanisms. Nature. 2015; 519:486–490.2579999310.1038/nature14263PMC4376618

[14] RouskinS., ZubradtM., WashietlS., KellisM., WeissmanJ.S. Genome-wide probing of RNA structure reveals active unfolding of mRNA structures in vivo. Nature. 2014; 505:701–705.2433621410.1038/nature12894PMC3966492

[15] HectorR.D., BurlacuE., AitkenS., Le BihanT., TuijtelM., ZaplatinaA., CookA.G., GrannemanS. Snapshots of pre-rRNA structural flexibility reveal eukaryotic 40S assembly dynamics at nucleotide resolution. Nucleic Acids Res.2014; 42:12138–12154.2520007810.1093/nar/gku815PMC4231735

[16] TalkishJ., MayG., LinY., WoolfordJ.L., McManusC.J., McManusC.J. Mod-seq: high-throughput sequencing for chemical probing of RNA structure. RNA. 2014; 20:713–720.2466446910.1261/rna.042218.113PMC3988572

[17] IncarnatoD., NeriF., AnselmiF., OlivieroS. Genome-wide profiling of mouse RNA secondary structures reveals key features of the mammalian transcriptome. Genome Biol.2014; 15:491.2532333310.1186/s13059-014-0491-2PMC4220049

[18] CarlileT.M., Rojas-DuranM.F., ZinshteynB., ShinH., BartoliK.M., GilbertW.V. Pseudouridine profiling reveals regulated mRNA pseudouridylation in yeast and human cells. Nature. 2014; 515:143–146.2519213610.1038/nature13802PMC4224642

[19] SchwartzS., BernsteinD.A., MumbachM.R., JovanovicM., HerbstR.H., León-RicardoB.X., EngreitzJ.M., GuttmanM., SatijaR., LanderE.S. Transcriptome-wide mapping reveals widespread dynamic-regulated pseudouridylation of ncRNA and mRNA. Cell. 2014; 159:148–162.2521967410.1016/j.cell.2014.08.028PMC4180118

[20] KielpinskiL.J., VintherJ. Massive parallel-sequencing-based hydroxyl radical probing of RNA accessibility. Nucleic Acids Res.2014; 42:e70.2456935110.1093/nar/gku167PMC4005689

[21] SchullerA.P., ZinshteynB., EnamS.U., GreenR. Directed hydroxyl radical probing reveals Upf1 binding to the 80S ribosomal E site rRNA at the L1 stalk. Nucleic Acids Res.2018; 46:2060–2073.2925322110.1093/nar/gkx1263PMC5829565

[22] SiegfriedN.A., BusanS., RiceG.M., NelsonJ.A.E., WeeksK.M. RNA motif discovery by SHAPE and mutational profiling (SHAPE-MaP). Nat. Methods. 2014; 11:959–965.2502889610.1038/nmeth.3029PMC4259394

[23] ZubradtM., GuptaP., PersadS., LambowitzA.M., WeissmanJ.S., RouskinS. DMS-MaPseq for genome-wide or targeted RNA structure probing in vivo. Nat. Methods. 2016; 14:75–82.2781966110.1038/nmeth.4057PMC5508988

[24] HomanP.J., FavorovO.V., LavenderC.A., KursunO., GeX., BusanS., DokholyanN.V., WeeksK.M. Single-molecule correlated chemical probing of RNA. Proc. Natl. Acad. Sci. U.S.A.2014; 111:13858–13863.2520580710.1073/pnas.1407306111PMC4183288

[25] CarlileT.M., Rojas-DuranM.F., ZinshteynB., ShinH., BartoliK.M., GilbertW.V. Pseudouridine profiling reveals regulated mRNA pseudouridylation in yeast and human cells. Nature. 2014; 515:143–146.2519213610.1038/nature13802PMC4224642

[26] MortimerS.A., TrapnellC., AviranS., PachterL., LucksJ.B. SHAPE-Seq: high-throughput RNA structure analysis. Curr. Protoc. Chem. Biol.2012; 4:275–297.2378855510.1002/9780470559277.ch120019

[27] ShawJ.J., GreenR. Two distinct components of release factor function uncovered by nucleophile partitioning analysis. Mol. Cell. 2007; 28:458–467.1799670910.1016/j.molcel.2007.09.007PMC2175178

[28] BlanchardS.C., KimH.D., GonzalezR.L.Jr, PuglisiJ.D., ChuS. tRNA dynamics on the ribosome during translation. Proc. Natl. Acad. Sci. U.S.A.2004; 101:12893–12898.1531793710.1073/pnas.0403884101PMC516491

[29] EylerD.E., GreenR. Distinct response of yeast ribosomes to a miscoding event during translation. RNA. 2011; 17:925–932.2141514210.1261/rna.2623711PMC3078741

[30] RioD.C., AresM.J., HannonG.J., NilsenT.W. RNA: a laboratory manual. 2011; Cold Spring Harbor Laboratory Press.

[31] McGlincyN.J., IngoliaN.T. Transcriptome-wide measurement of translation by ribosome profiling. Methods. 2017; 126:112–129.2857940410.1016/j.ymeth.2017.05.028PMC5582988

[32] JiangH., LeiR., DingS.-W., ZhuS. Skewer: a fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinformatics. 2014; 15:182.2492568010.1186/1471-2105-15-182PMC4074385

[33] BusanS., WeeksK.M. Accurate detection of chemical modifications in RNA by mutational profiling (MaP) with ShapeMapper 2. RNA. 2018; 24:143–148.2911401810.1261/rna.061945.117PMC5769742

[34] KuryloC.M., AlexanderN., DassR.A., ParksM.M., AltmanR.A., VincentC.T., MasonC.E., BlanchardS.C. Genome sequence and analysis of Escherichia coli MRE600, a colicinogenic, nonmotile strain that lacks RNase I and the Type I methyltransferase, EcoKI. Genome Biol. Evol.2016; 8:742–752.2680242910.1093/gbe/evw008PMC4825418

[35] HomannO.R., JohnsonA.D. MochiView: versatile software for genome browsing and DNA motif analysis. BMC Biol.2010; 8:49.2040932410.1186/1741-7007-8-49PMC2867778

[36] RobinsonJ.T., ThorvaldsdóttirH., WincklerW., GuttmanM., LanderE.S., GetzG., MesirovJ.P. Integrative Genomics Viewer. Nat. Biotechnol.2011; 29:24–26.2122109510.1038/nbt.1754PMC3346182

[37] DobinA., DavisC.A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM., GingerasT.R. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013; 29:15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[38] SmolaM.J., CalabreseJ.M., WeeksK.M. Detection of RNA–Protein interactions in living cells with SHAPE. Biochemistry. 2015; 54:6867–6875.2654491010.1021/acs.biochem.5b00977PMC4900165

[39] MoazedD., NollerH.F. Transfer RNA shields specific nucleotides in 16S ribosomal RNA from attack by chemical probes. Cell. 1986; 47:985–994.243072510.1016/0092-8674(86)90813-5

[40] LecandaA., NilgesB.S., SharmaP., NedialkovaD.D., SchwarzJ., VaquerizasJ.M., LeidelS.A. Dual randomization of oligonucleotides to reduce the bias in ribosome-profiling libraries. Methods. 2016; 107:89–97.2745042810.1016/j.ymeth.2016.07.011PMC5024760

[41] WeinbergD.E., ShahP., EichhornS.W., HussmannJ.A., PlotkinJ.B., BartelD.P. Improved Ribosome-Footprint and mRNA measurements provide insights into dynamics and regulation of yeast translation. Cell Rep.2016; 14:1787–1799.2687618310.1016/j.celrep.2016.01.043PMC4767672

[42] TunneyR., McGlincyN.J., GrahamM.E., NaddafN., PachterL., LareauL.F. Accurate design of translational output by a neural network model of ribosome distribution. Nat. Struct. Mol. Biol.2018; 25:1–6.2996753710.1038/s41594-018-0080-2PMC6457438

[43] WeeksK.M., MaugerD.M. Exploring RNA structural codes with SHAPE chemistry. Acc. Chem. Res.2011; 44:1280–1291.2161507910.1021/ar200051hPMC3177967

[44] McClaryB., ZinshteynB., MeyerM., JouanneauM., PellegrinoS., YusupovaG., SchullerA., ReyesJ.C.P., LuJ., GuoZ. Inhibition of eukaryotic translation by the antitumor natural product agelastatin A. Cell Chem. Biol.2017; 24:605–613.2845770510.1016/j.chembiol.2017.04.006PMC5562292

[45] NoeskeJ., WassermanM.R., TerryD.S., AltmanR.B., BlanchardS.C., CateJ.H.D. High-resolution structure of the Escherichia coli ribosome. Nat. Struct. Mol. Biol.2015; 22:336–341.2577526510.1038/nsmb.2994PMC4429131

[46] Ben-ShemA., Garreau de LoubresseN., MelnikovS., JennerL., YusupovaG., YusupovM. The structure of the eukaryotic ribosome at 3.0 A resolution. Science. 2011; 334:1524–1529.2209610210.1126/science.1212642

[47] RiceG.M., LeonardC.W., WeeksK.M. RNA secondary structure modeling at consistent high accuracy using differential SHAPE. RNA. 2014; 20:846–854.2474293410.1261/rna.043323.113PMC4024639

[48] MoazedD., SternS., NollerH.F. Rapid chemical probing of conformation in 16 S ribosomal RNA and 30 S ribosomal subunits using primer extension. J. Mol. Biol.1986; 187:399–416.242238610.1016/0022-2836(86)90441-9

[49] MoazedD., NollerH.F. Interaction of antibiotics with functional sites in 16S ribosomal RNA. Nature. 1987; 327:389–394.295397610.1038/327389a0

[50] HoganJ.J., GutellR.R., NollerH.F. Probing the conformation of 26S rRNA in yeast 60S ribosomal subunits with kethoxal. Biochemistry. 1984; 23:3330–3335.638058510.1021/bi00309a033

[51] KurikiY., InoueN., KaziroY. Formation of a complex between GTP, G factor, and ribosomes as an intermediate of ribosome-dependent GTPase reaction. Biochim. Biophys. Acta - Nucleic Acids Protein Synth.1970; 224:487–497.10.1016/0005-2787(70)90581-25498080

[52] LiW., LiuZ., KoripellaR.K., LangloisR., SanyalS., FrankJ. Activation of GTP hydrolysis in mRNA-tRNA translocation by elongation factor G. Sci. Adv.2015; 1:e1500169.2622998310.1126/sciadv.1500169PMC4517844

[53] MoazedD., RobertsonJ.M., NollerH.F. Interaction of elongation factors EF-G and EF-Tu with a conserved loop in 23S RNA. Nature. 1988; 334:362–364.245587210.1038/334362a0

[54] SeefeldtA.C., NguyenF., AntunesS., PérébaskineN., GrafM., ArenzS., InampudiK.K., DouatC., GuichardG., WilsonD.N. The proline-rich antimicrobial peptide Onc112 inhibits translation by blocking and destabilizing the initiation complex. Nat. Struct. Mol. Biol.2015; 22:470–475.2598497110.1038/nsmb.3034

[55] RoyR.N., LomakinI.B., GagnonM.G., SteitzT.A. The mechanism of inhibition of protein synthesis by the proline-rich peptide oncocin. Nat. Struct. Mol. Biol.2015; 22:466–469.2598497210.1038/nsmb.3031PMC4456192

[56] GagnonM.G., RoyR.N., LomakinI.B., FlorinT., MankinA.S., SteitzT.A. Structures of proline-rich peptides bound to the ribosome reveal a common mechanism of protein synthesis inhibition. Nucleic Acids Res.2016; 44:2439–2450.2680967710.1093/nar/gkw018PMC4797290

[57] Schneider-PoetschT., JuJ., EylerD.E., DangY., BhatS., MerrickW.C., GreenR., ShenB., LiuJ.O. Inhibition of eukaryotic translation elongation by cycloheximide and lactimidomycin. Nat. Chem. Biol.2010; 6:209–217.2011894010.1038/nchembio.304PMC2831214

[58] SextonA.N., WangP.Y., Rutenberg-SchoenbergM., SimonM.D. Interpreting reverse transcriptase termination and mutation events for greater insight into the chemical probing of RNA. Biochemistry. 2017; 56:4713–4721.2882024310.1021/acs.biochem.7b00323PMC5648349

[59] DartyK., DeniseA., PontyY. VARNA: interactive drawing and editing of the RNA secondary structure. Bioinformatics. 2009; 25:1974–1975.1939844810.1093/bioinformatics/btp250PMC2712331

# Supplementary material for: Assaying RNA structure with LASER-Seq
**Source:** Nucleic Acids Res. 2018 Nov 22;47(1):43–55. doi: 10.1093/nar/gky1172
**Supplement:** Supplementary Data

**Assaying­­­­ RNA Structure with LASER-Seq**

Boris Zinshteyn*^1^, Dalen Chan^2^, Whitney England^2^, Chao Feng^2^, Rachel Green^1,3^, Robert C. Spitale*^2,3^

(1) Department of Molecular Biology and Genetics. Johns Hopkins University. Baltimore, Maryland 21205 (2) Department of Pharmaceutical Sciences, (3) Howard Hughes Medical Institute, Johns Hopkins University School of Medicine, Baltimore, Maryland 21205, (4) Department of Chemistry. University of California, Irvine. Irvine, California. 92697

**
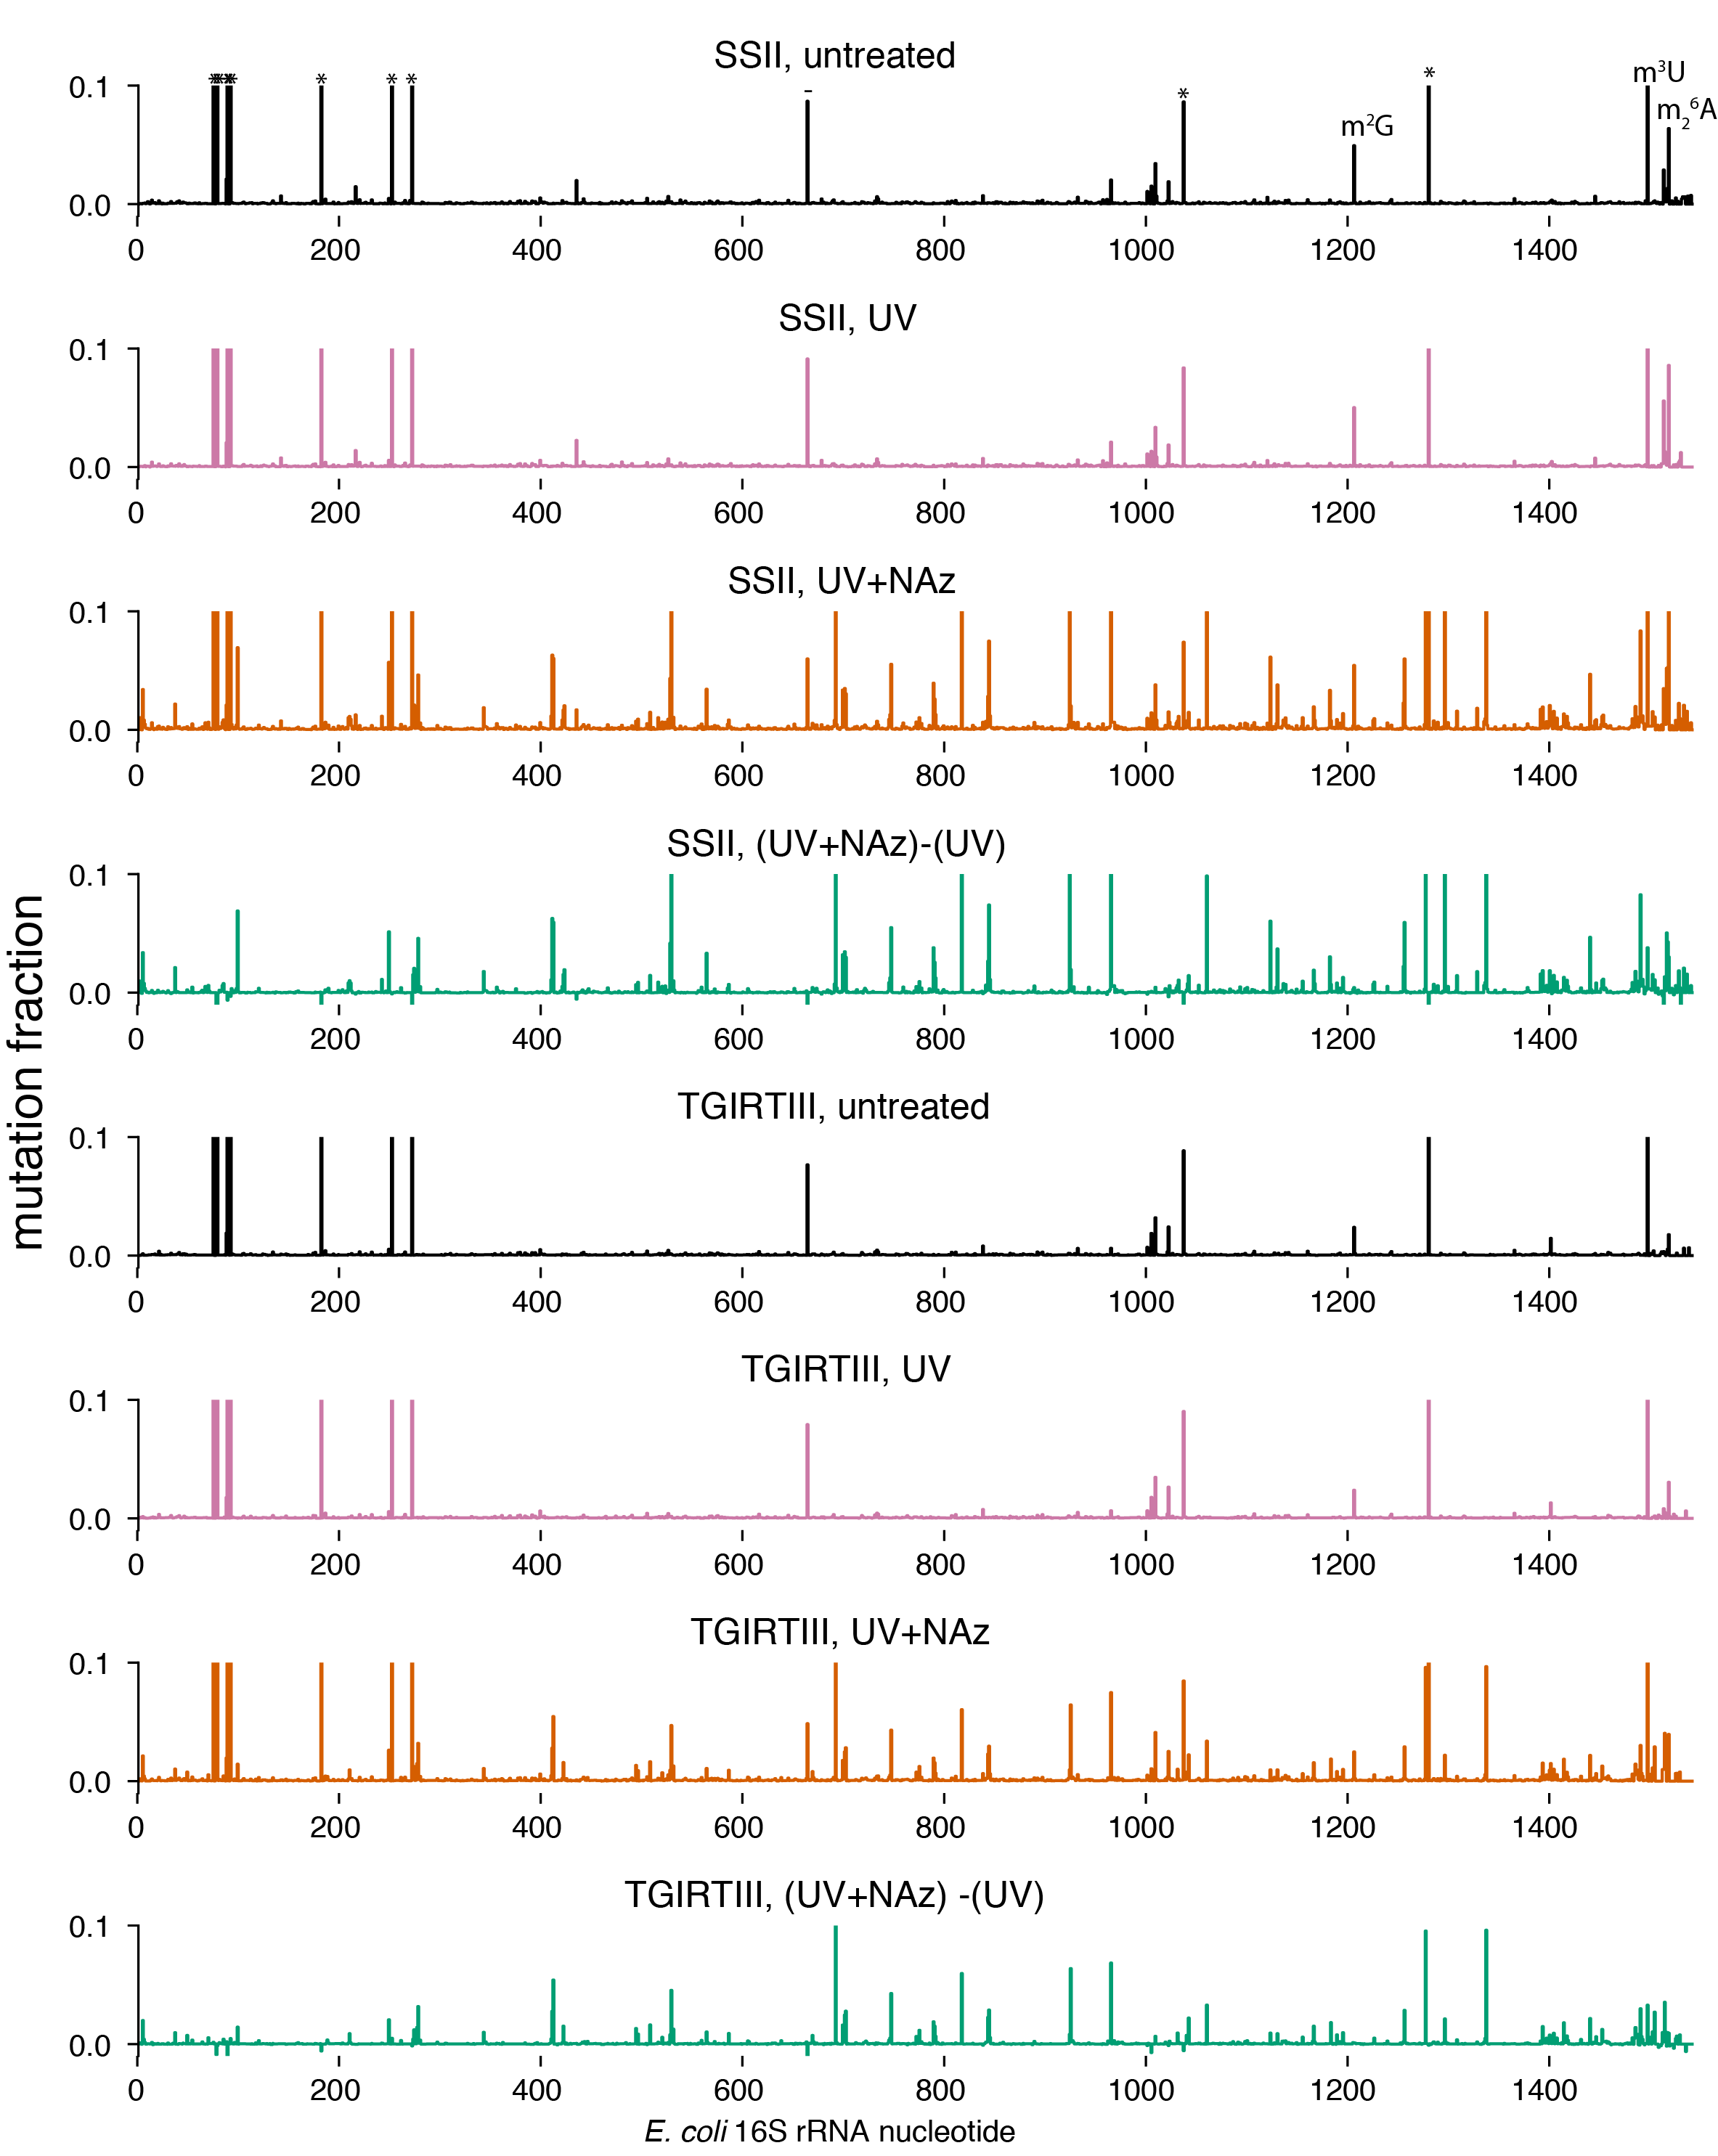
**

**Figure S1: LASER-MaP reactivity for the entire *E. coli* 16S rRNA**

Mutation fractions for SSII and TGIRTIII. Single nucleotide polymorphisms between *E. coli* rRNA copies are indicated by *, deletions by -, and modified nucleotides that cause mutations or RT stops are indicated by name.

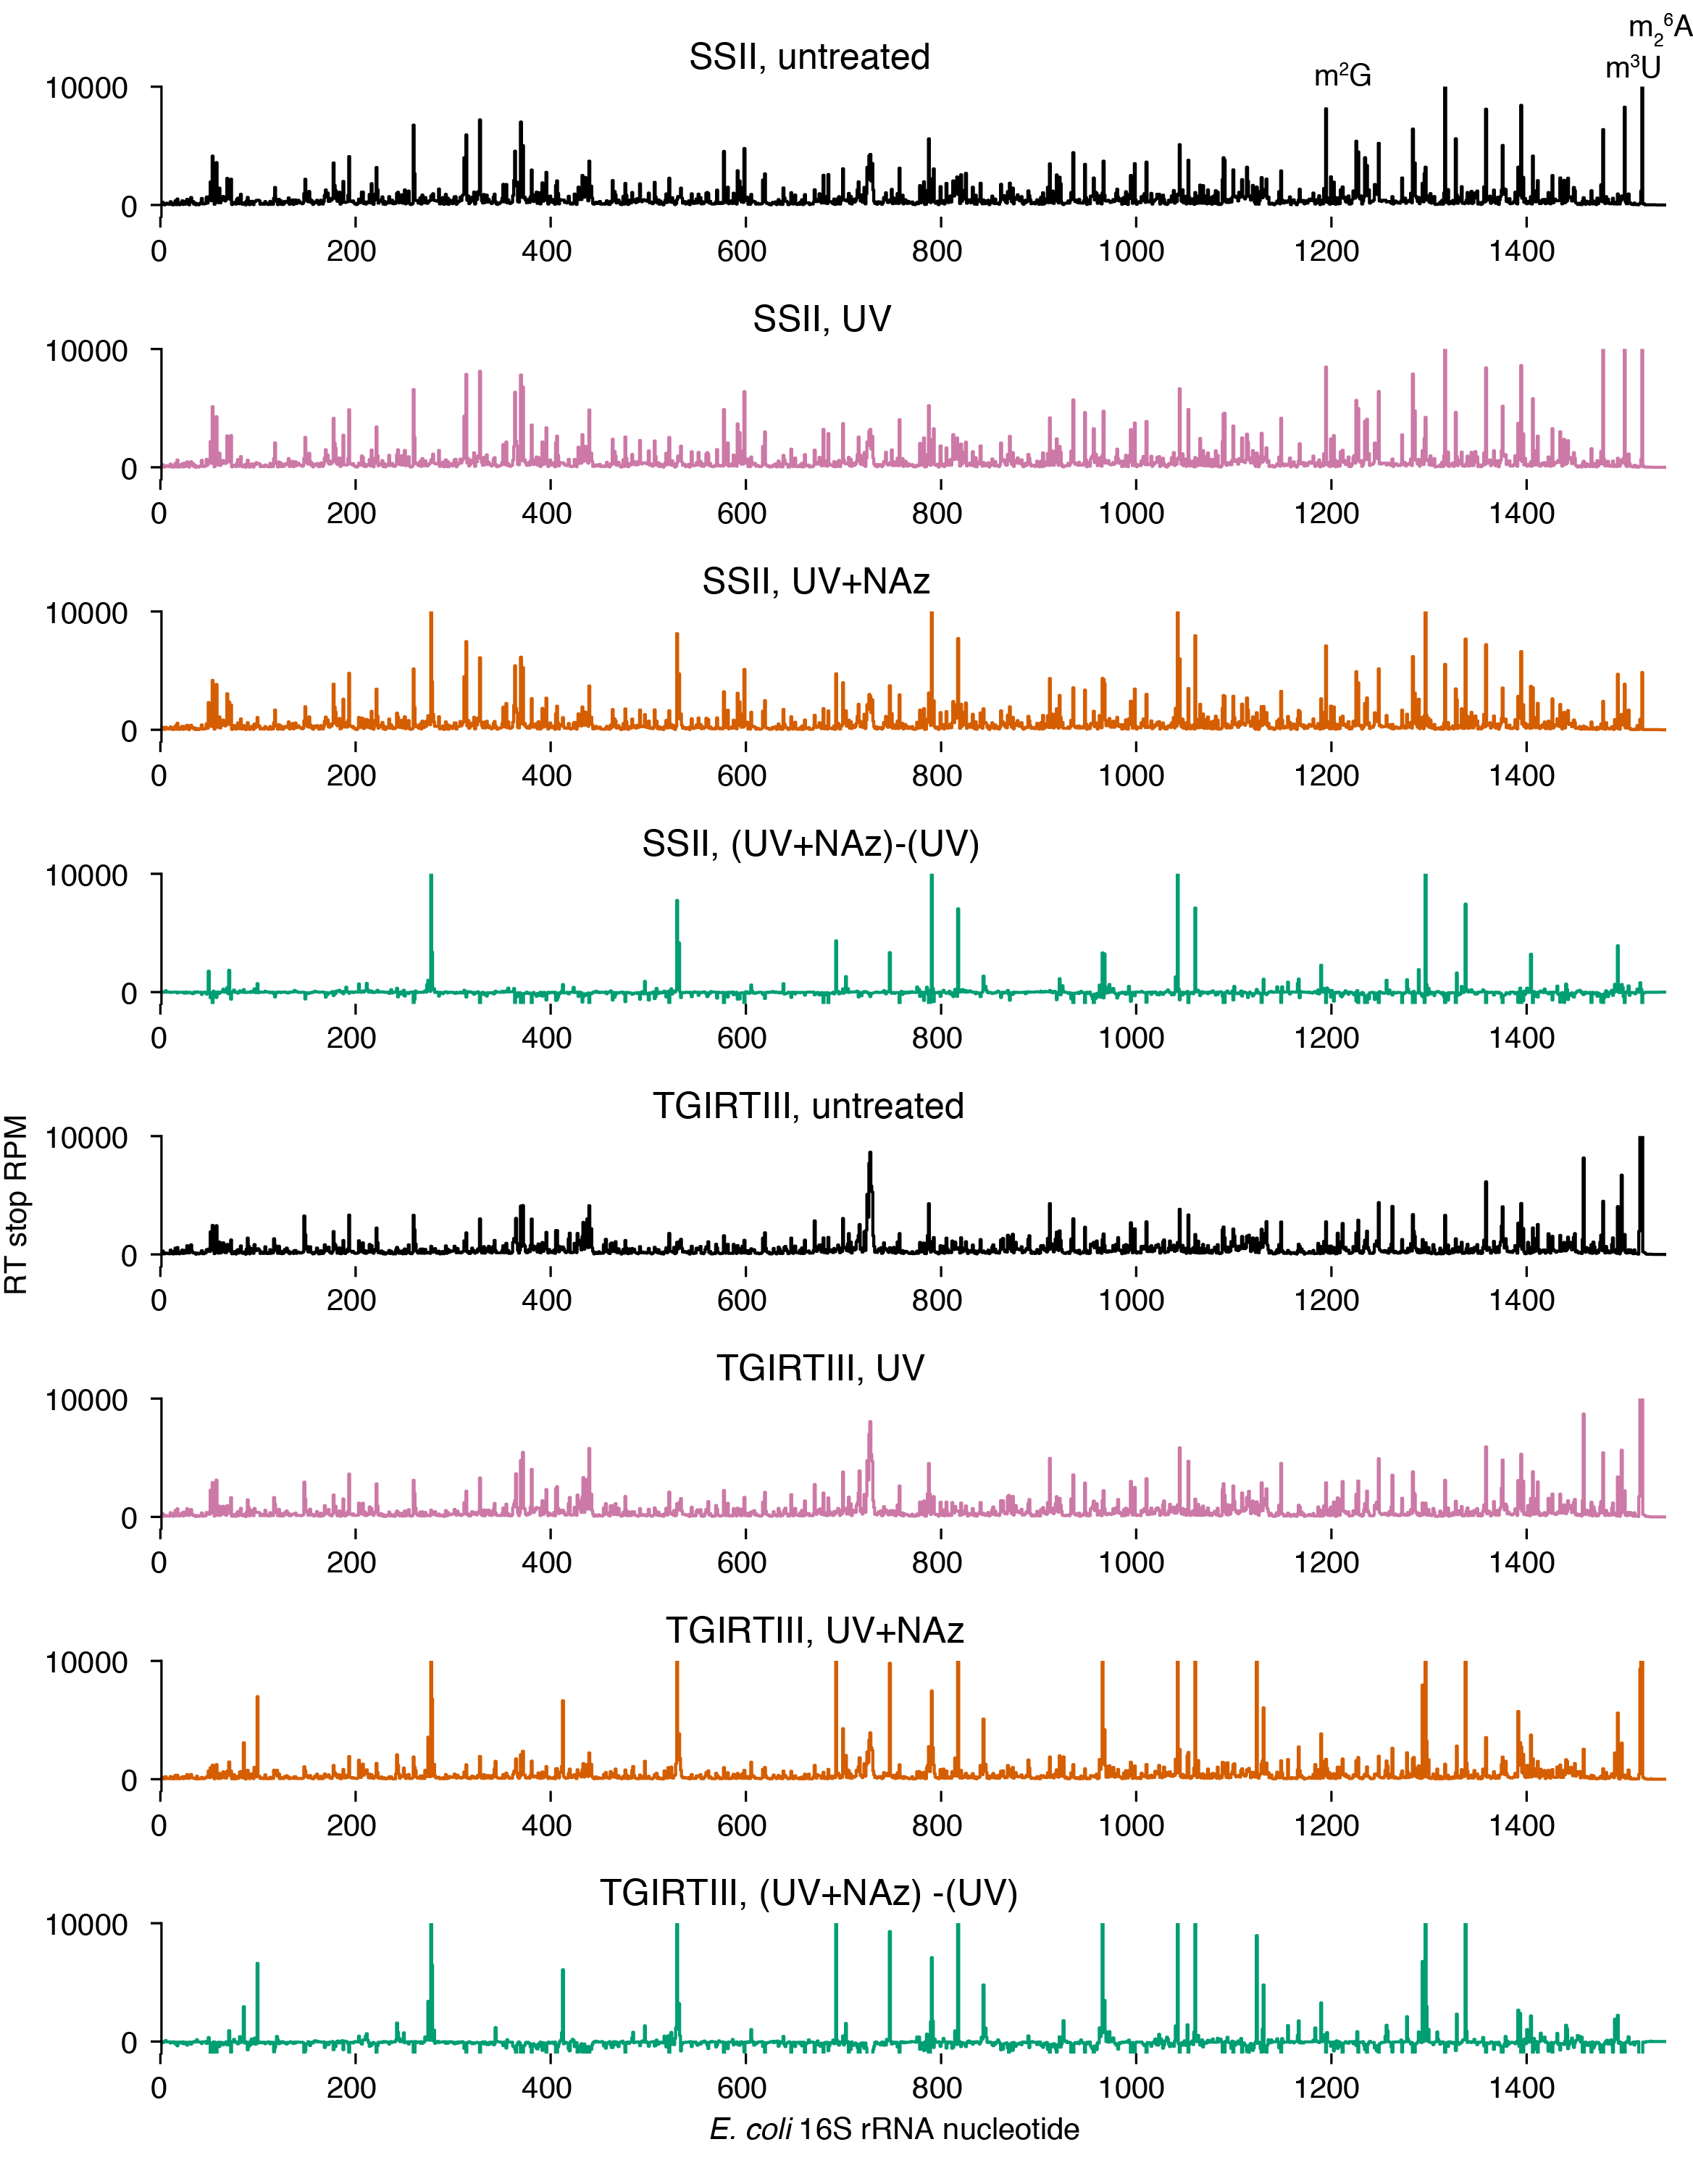

**Figure S2: LASER-Seq reactivity for the entire *E. coli* 16S rRNA**

RT stop RPMs for SSII and TGIRTIII. Single nucleotide polymorphisms between *E. coli* rRNA copies are indicated by *, deletions by -, and modified nucleotides that cause mutations or RT stops are indicated by name.

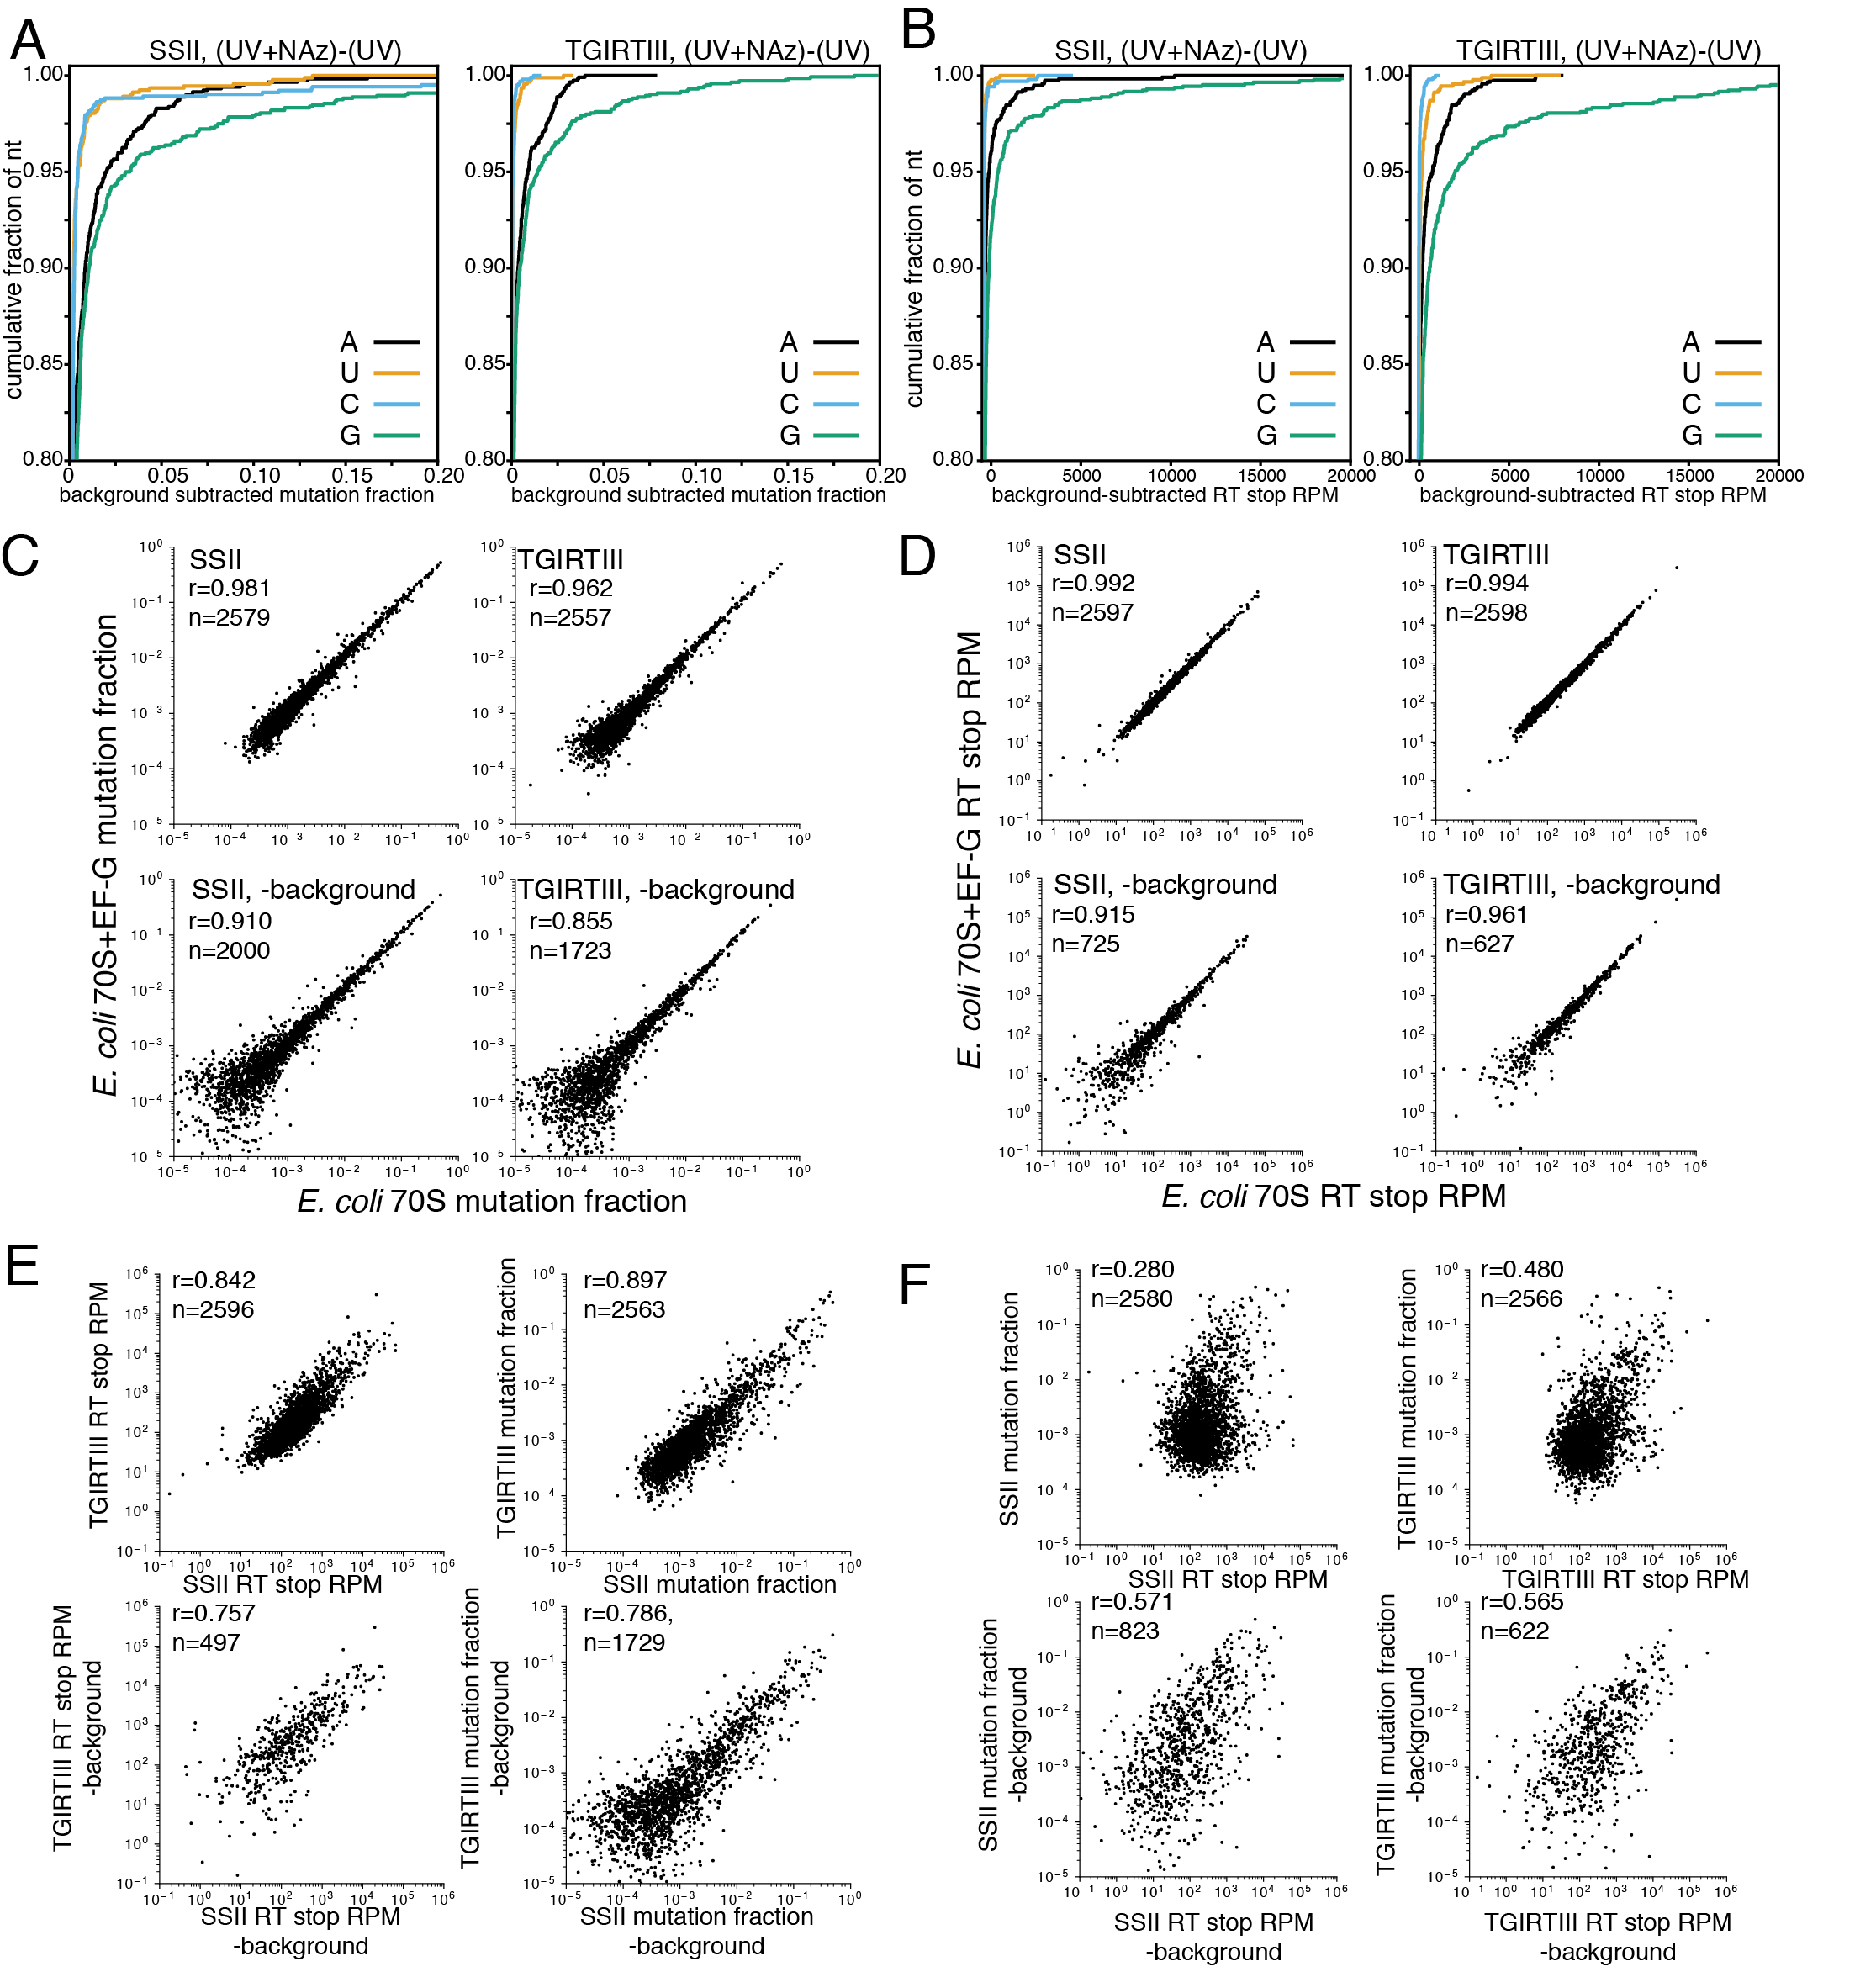

**Figure S3: Reproducibility of LASER-seq and effects of background subtraction.**

**A)** CDF of mutation fractions for each nucleotide, with UV-only control subtracted. **B)** CDF of background-subtracted RT stop RPMs for each nucleotide. **C)** Correlation of raw (top) or background-subtracted (bottom) mutation fractions for A and G nucleotides between libraries prepared from *E. coli* ribosomes with the same RT enzyme. These reactions are not exact replicates as half of them include preincubation with EF-G. The outlier nucleotides in these plots are explored in Figure 4. Spearman ρ, Pearson r and number of points are indicated on all correlation plots. **D)** Correlation of raw (top) or background-subtracted (bottom) RT stop RPMs for A and G nucleotides between libraries prepared from *E. coli* ribosomes with the same RT enzyme. **E)** Correlations between two different RTs for raw (top) or background subtracted (bottom) RT stop RPMs and mutation fractions. **F)** Correlation between raw (top) or background subtracted (bottom) RT stop RPMs and mutation rates for the same RT.

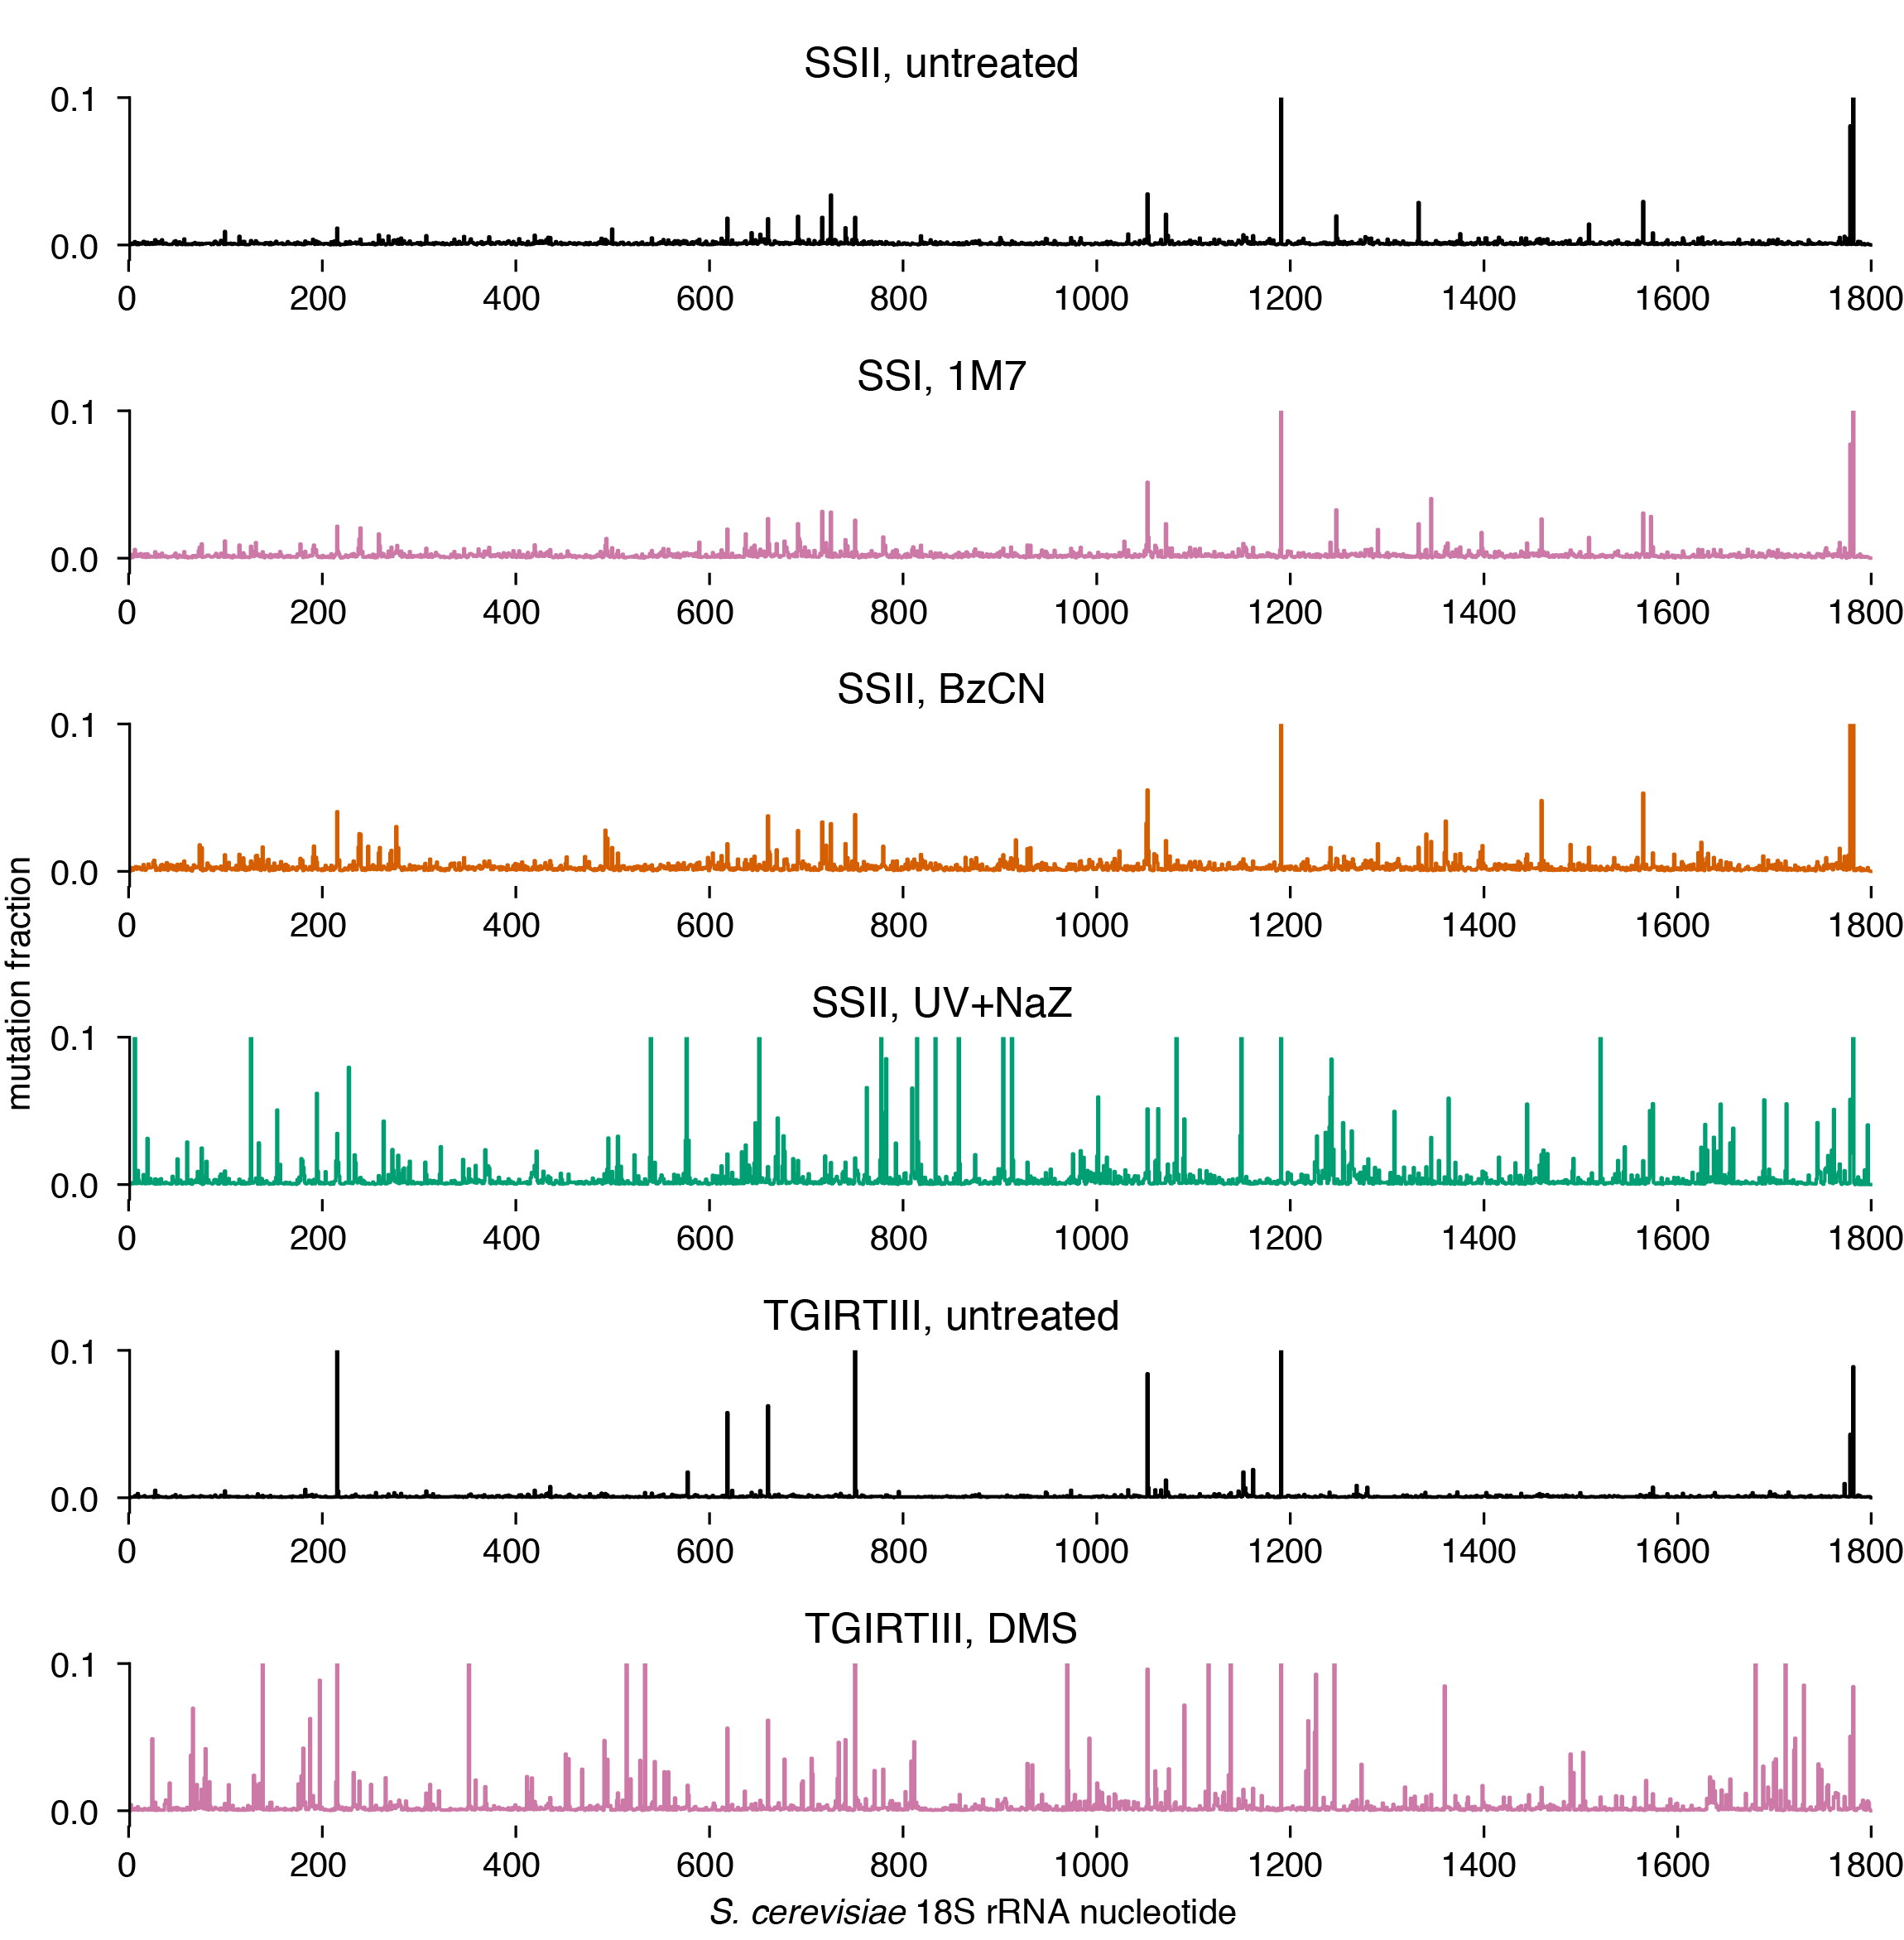

**Figure S4:**

Distribution of mutation rates across the *S. cerevisiae* 18S rRNA for MaP libraries probed with various reagents and reverse transcribed with SSII (1M7, BzCN, NAz) or TGIRTIII (DMS). DMS data from (McClary et al., 2017).

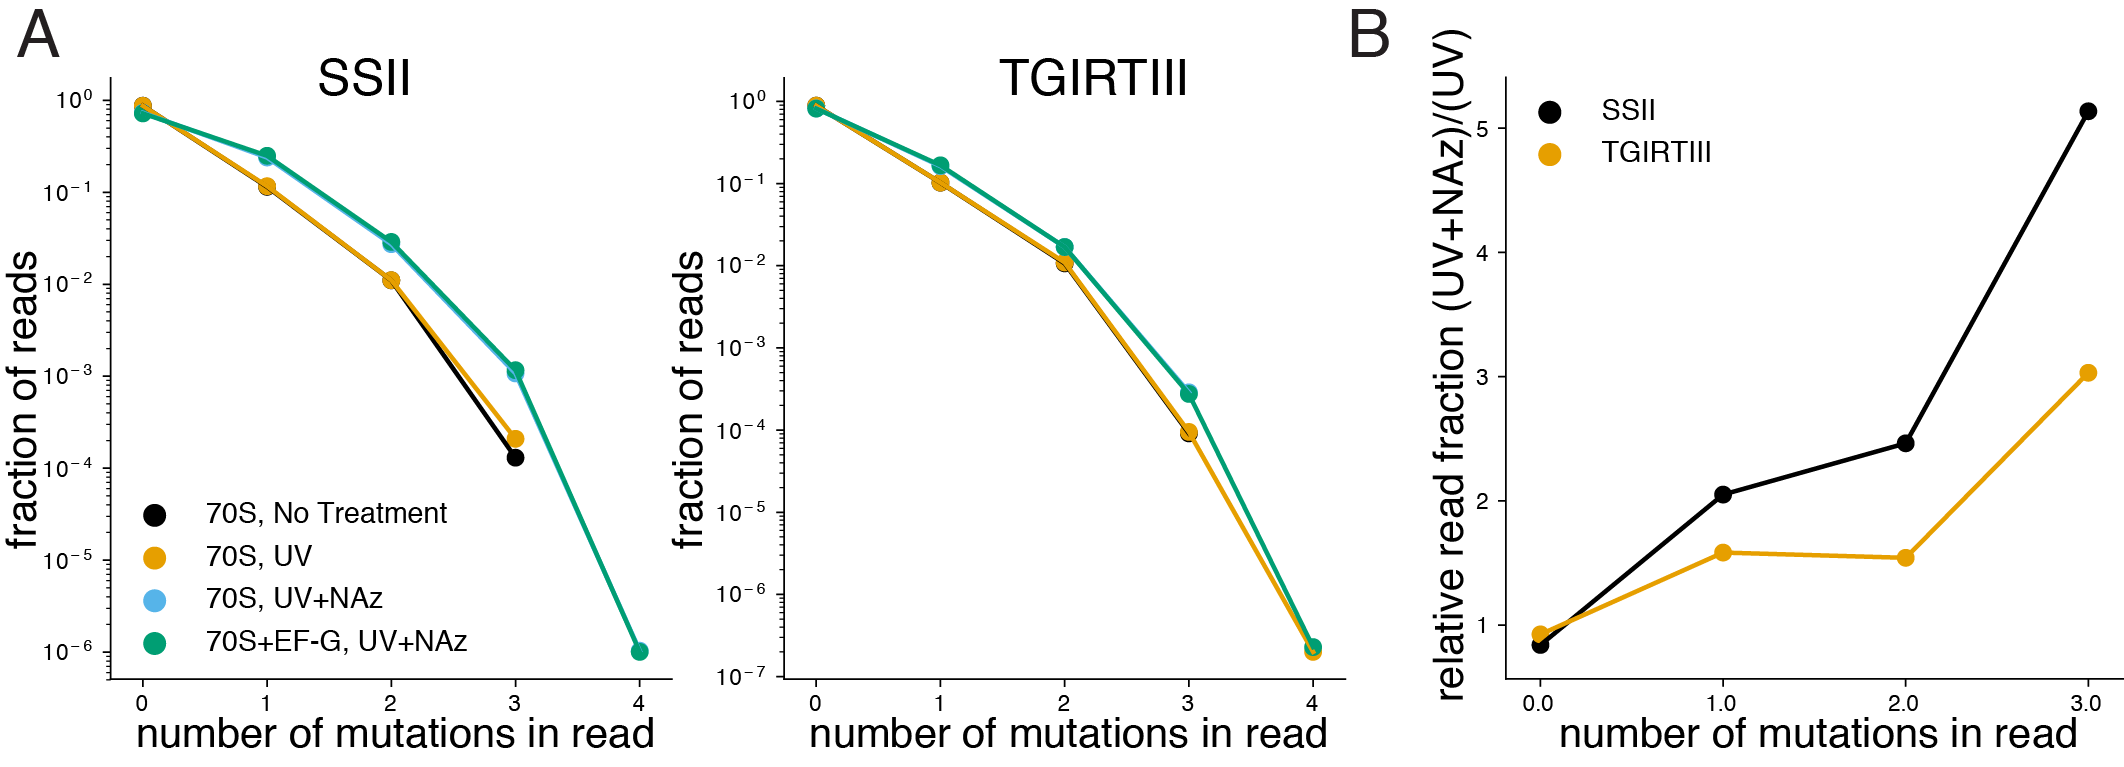

**Figure S5: Per-read mutation counts**

**A)** Fractions of reads containing indicated number of mutations for NAz-treated libraries or UV-only controls. **B)** NAz+UV / UV only ratio of read fractions containing each number of reads.

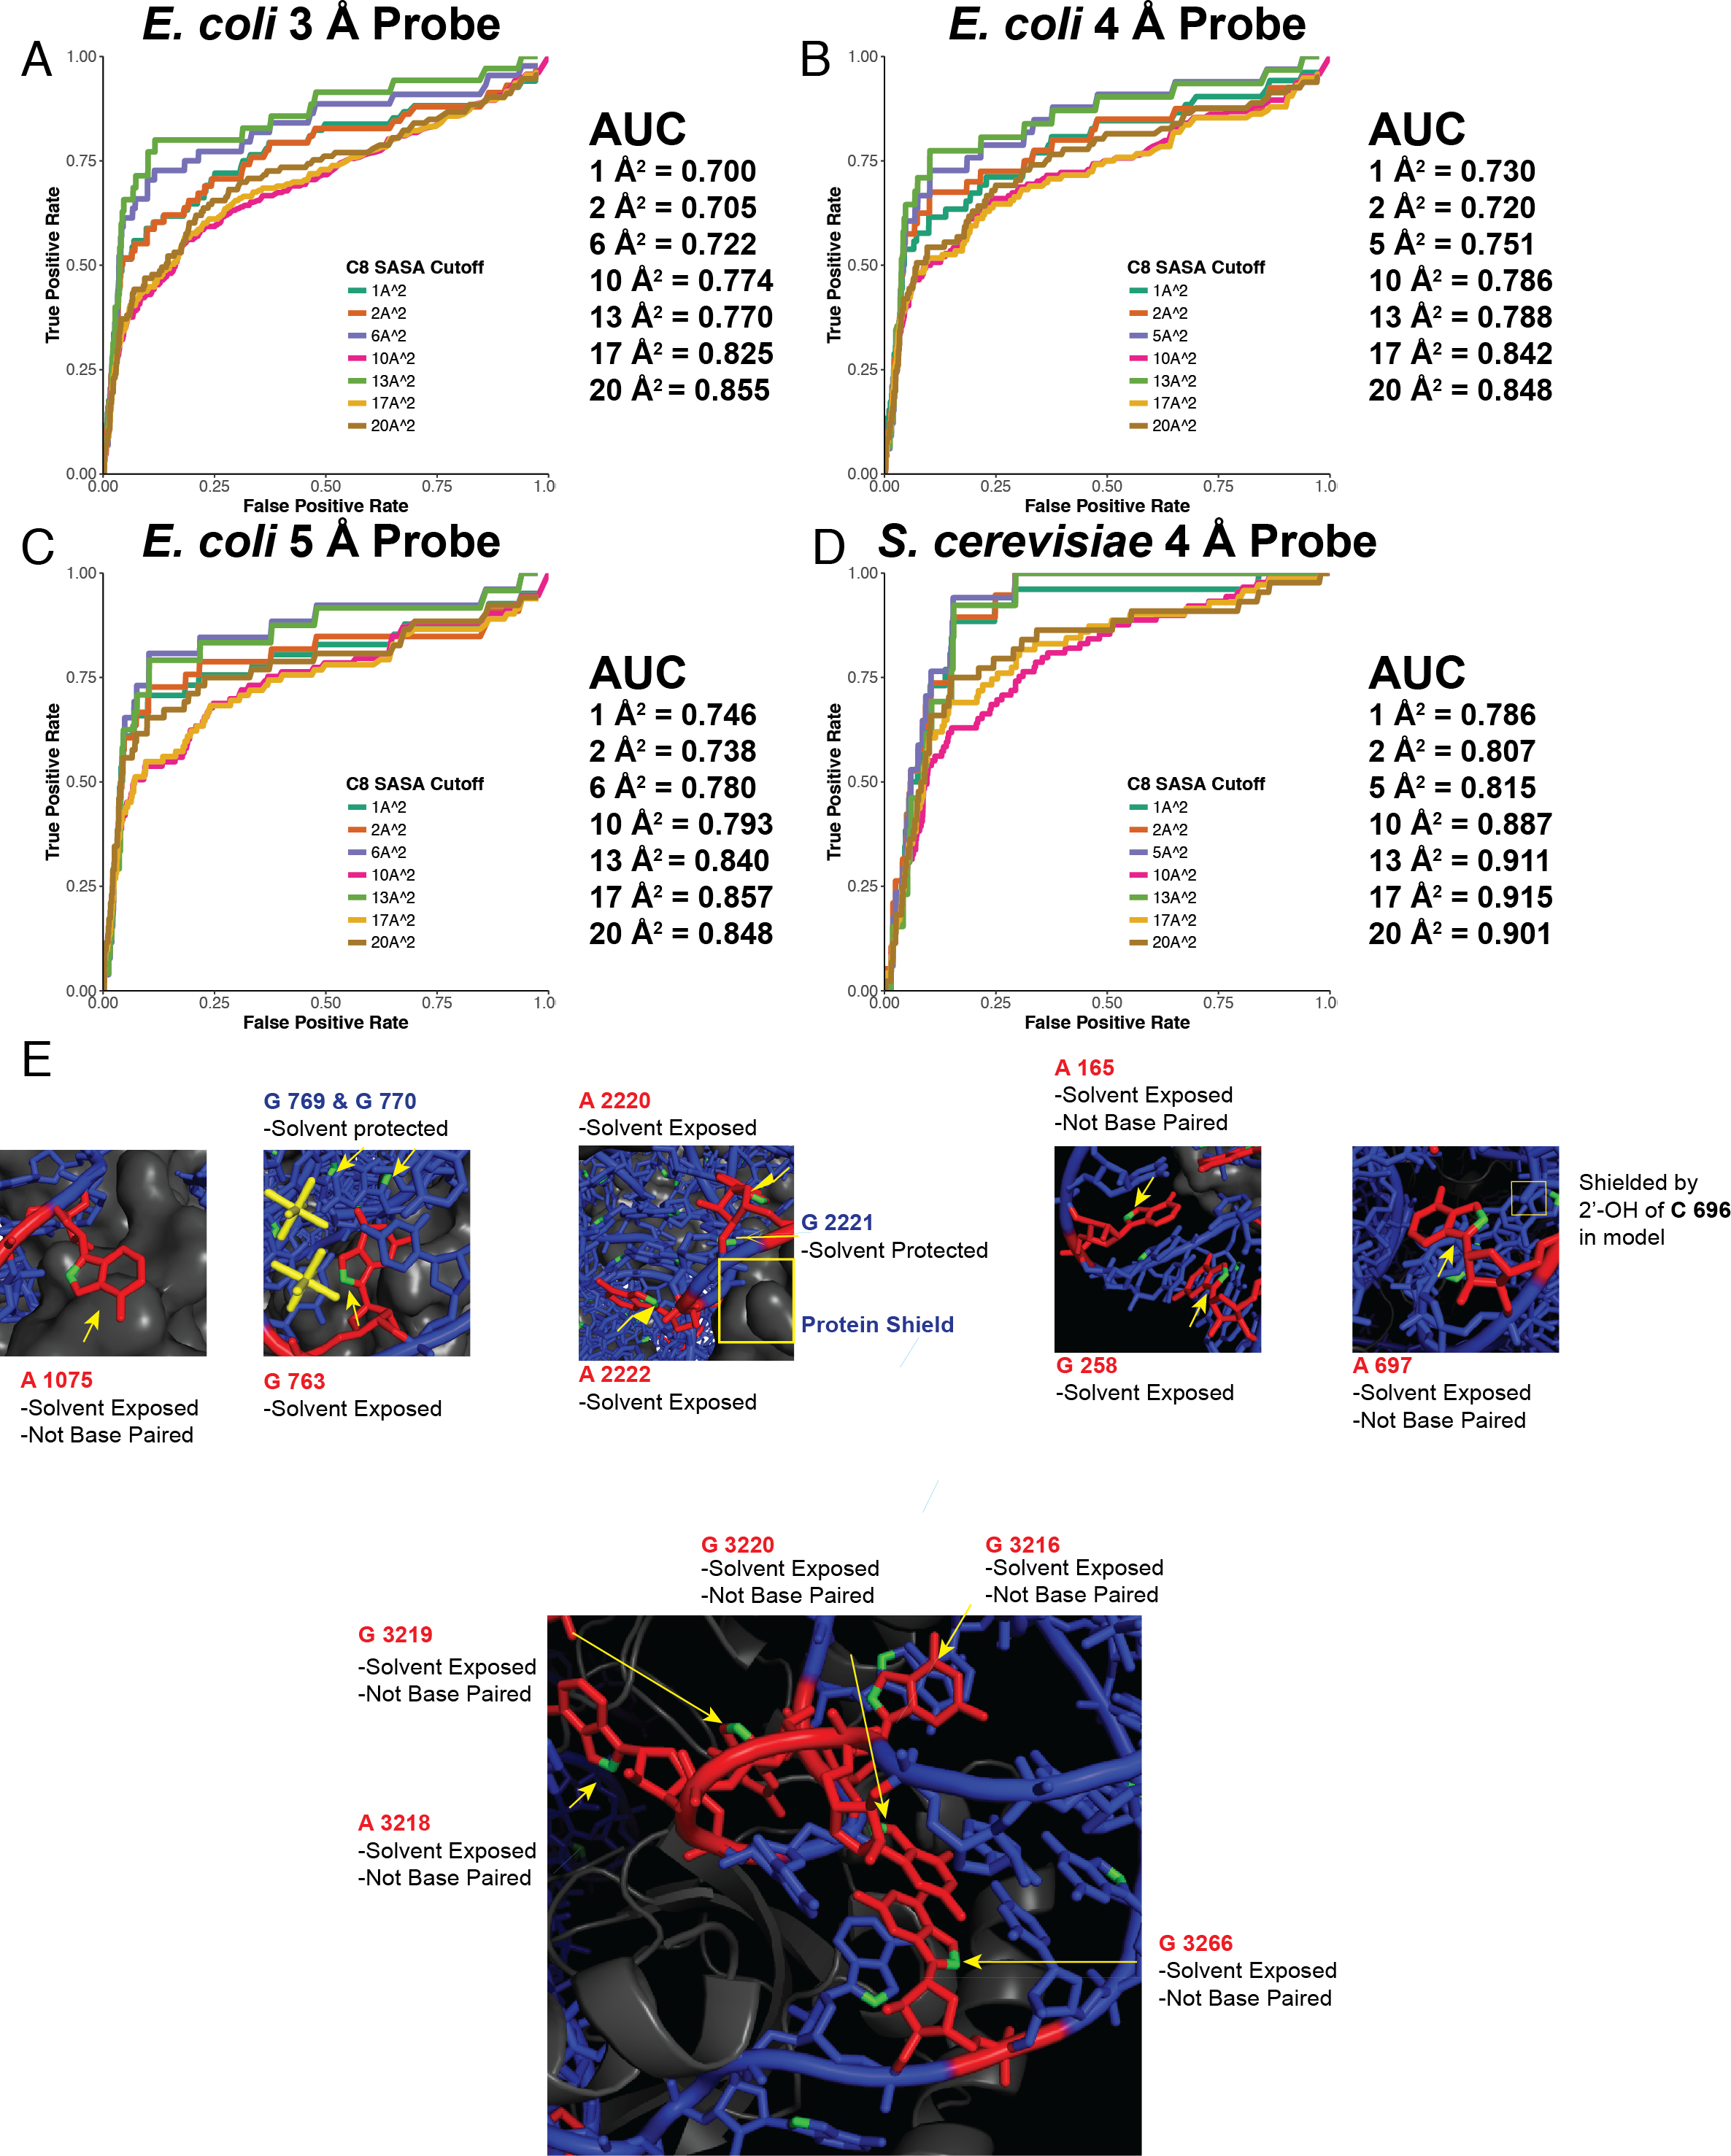

**Figure S6:**

ROC analysis for prediction of solvent-accessible nucleotides on *E. coli* using **A)** 3 Å probe radius, **B)** 4Å probe radius, **C)** 5Å probe radius, and **D)** *S. cerevisiae* 4Å probe radius. ROC curves were then calculated by setting different solvent accessibility limits for C8 of guanosine and adenosine residues. Slight increases in sensitivities were observed as the SASA cutoff for true positives was increased. **E)** Inspection of residues with high LASER-MaP reactivity, but low calculated SASA values in the yeast crystal structure (PDB ID 4V88). Highly reactive purines (labeled in red) were defined as those with mutation rate greater than 1% after background subtraction. C8 atoms are highlighted in green. Osmium (III) hexamine is labeled in yellow.

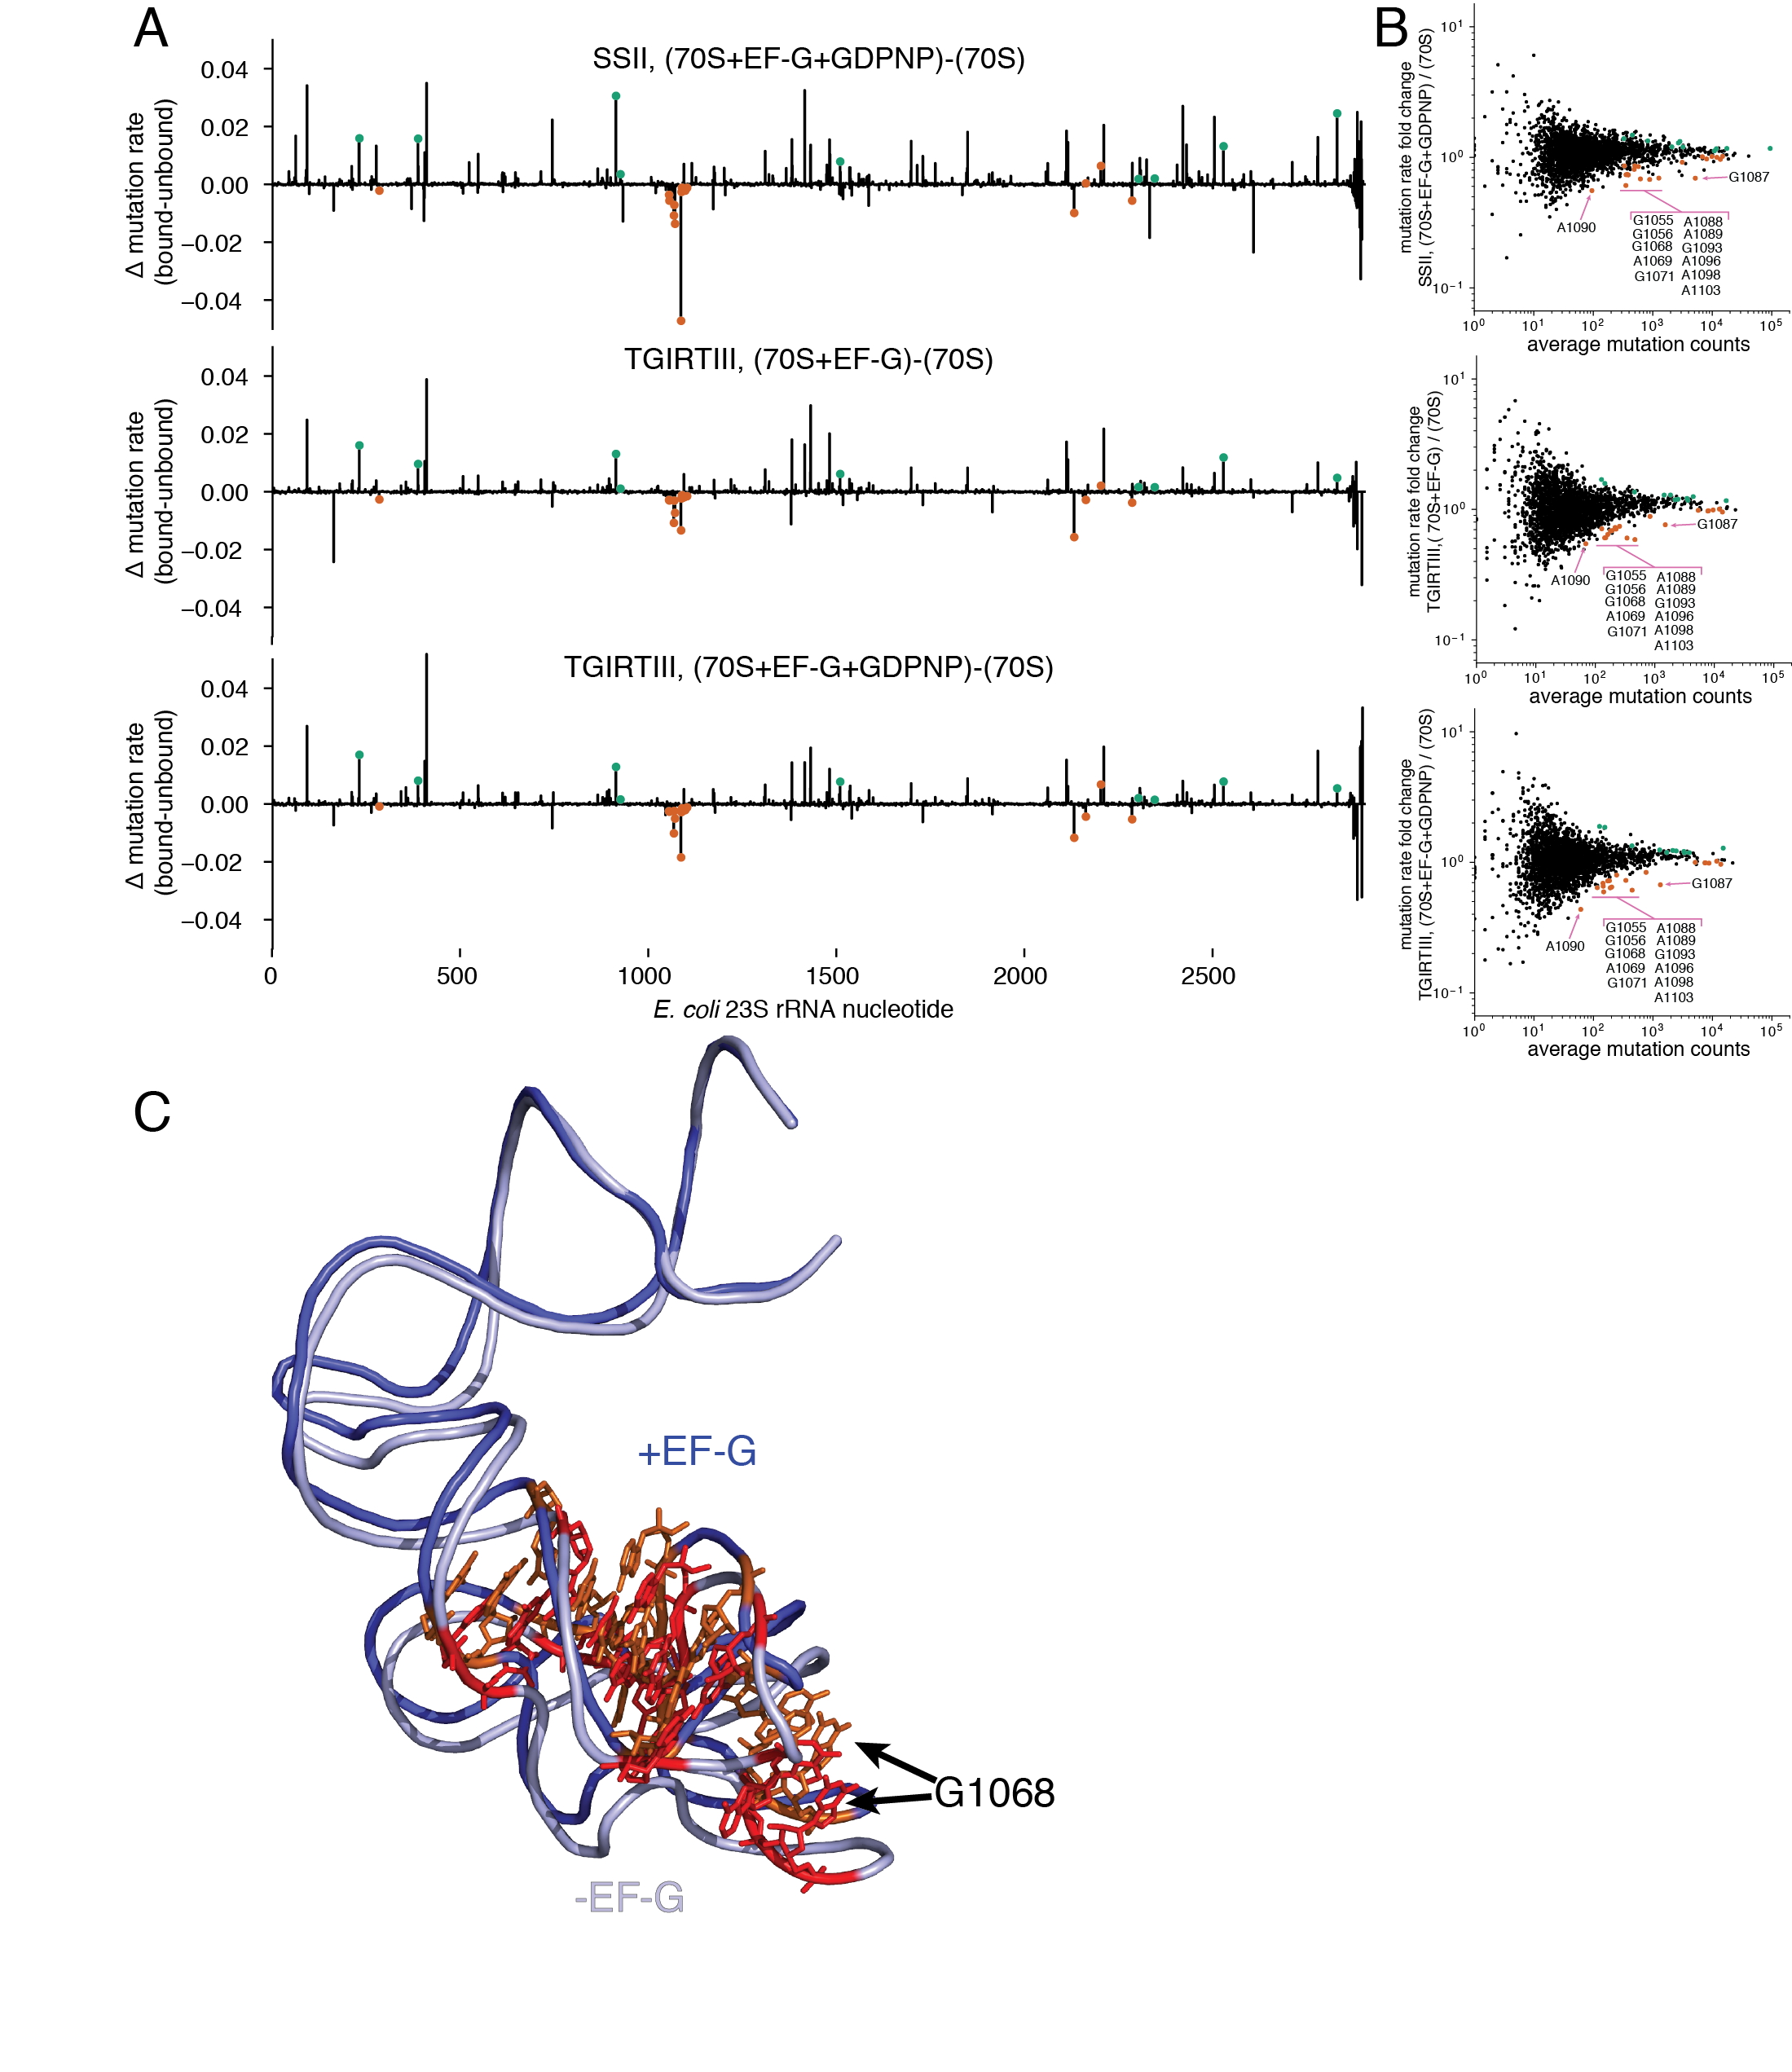

**Figure S7:**

**A)** Difference in LASER-MaP mutation fraction across the entire *E. coli* 23S rRNA, for EF-G bound ribosomes compared to unbound ribosomes. Nucleotides in the *E. coli* 23S rRNA with a statistically significant increase or decrease in all EF-G-treated samples are highlighted in green and orange, respectively**. B)** MA (log average vs log ratio) plot comparing the average number of mutations at rRNA nucleotides to their fold change in mutation fraction upon EF-G binding. **C)** The EF-G-bound GTPase-activation center (GAC, dark blue) of the *E. coli* ribosome viewed from the A site (PDB ID 3J9Z), with the unbound structure superimposed (PDB ID 4YBB) in light blue. The two structures were aligned in PyMol 2.0 (Schrödinger, LLC), based on the entirety of the 23S rRNA. Nucleotides protected by EF-G binding are highlighted on the bound and unbound structures in orange and red, respectively.

**
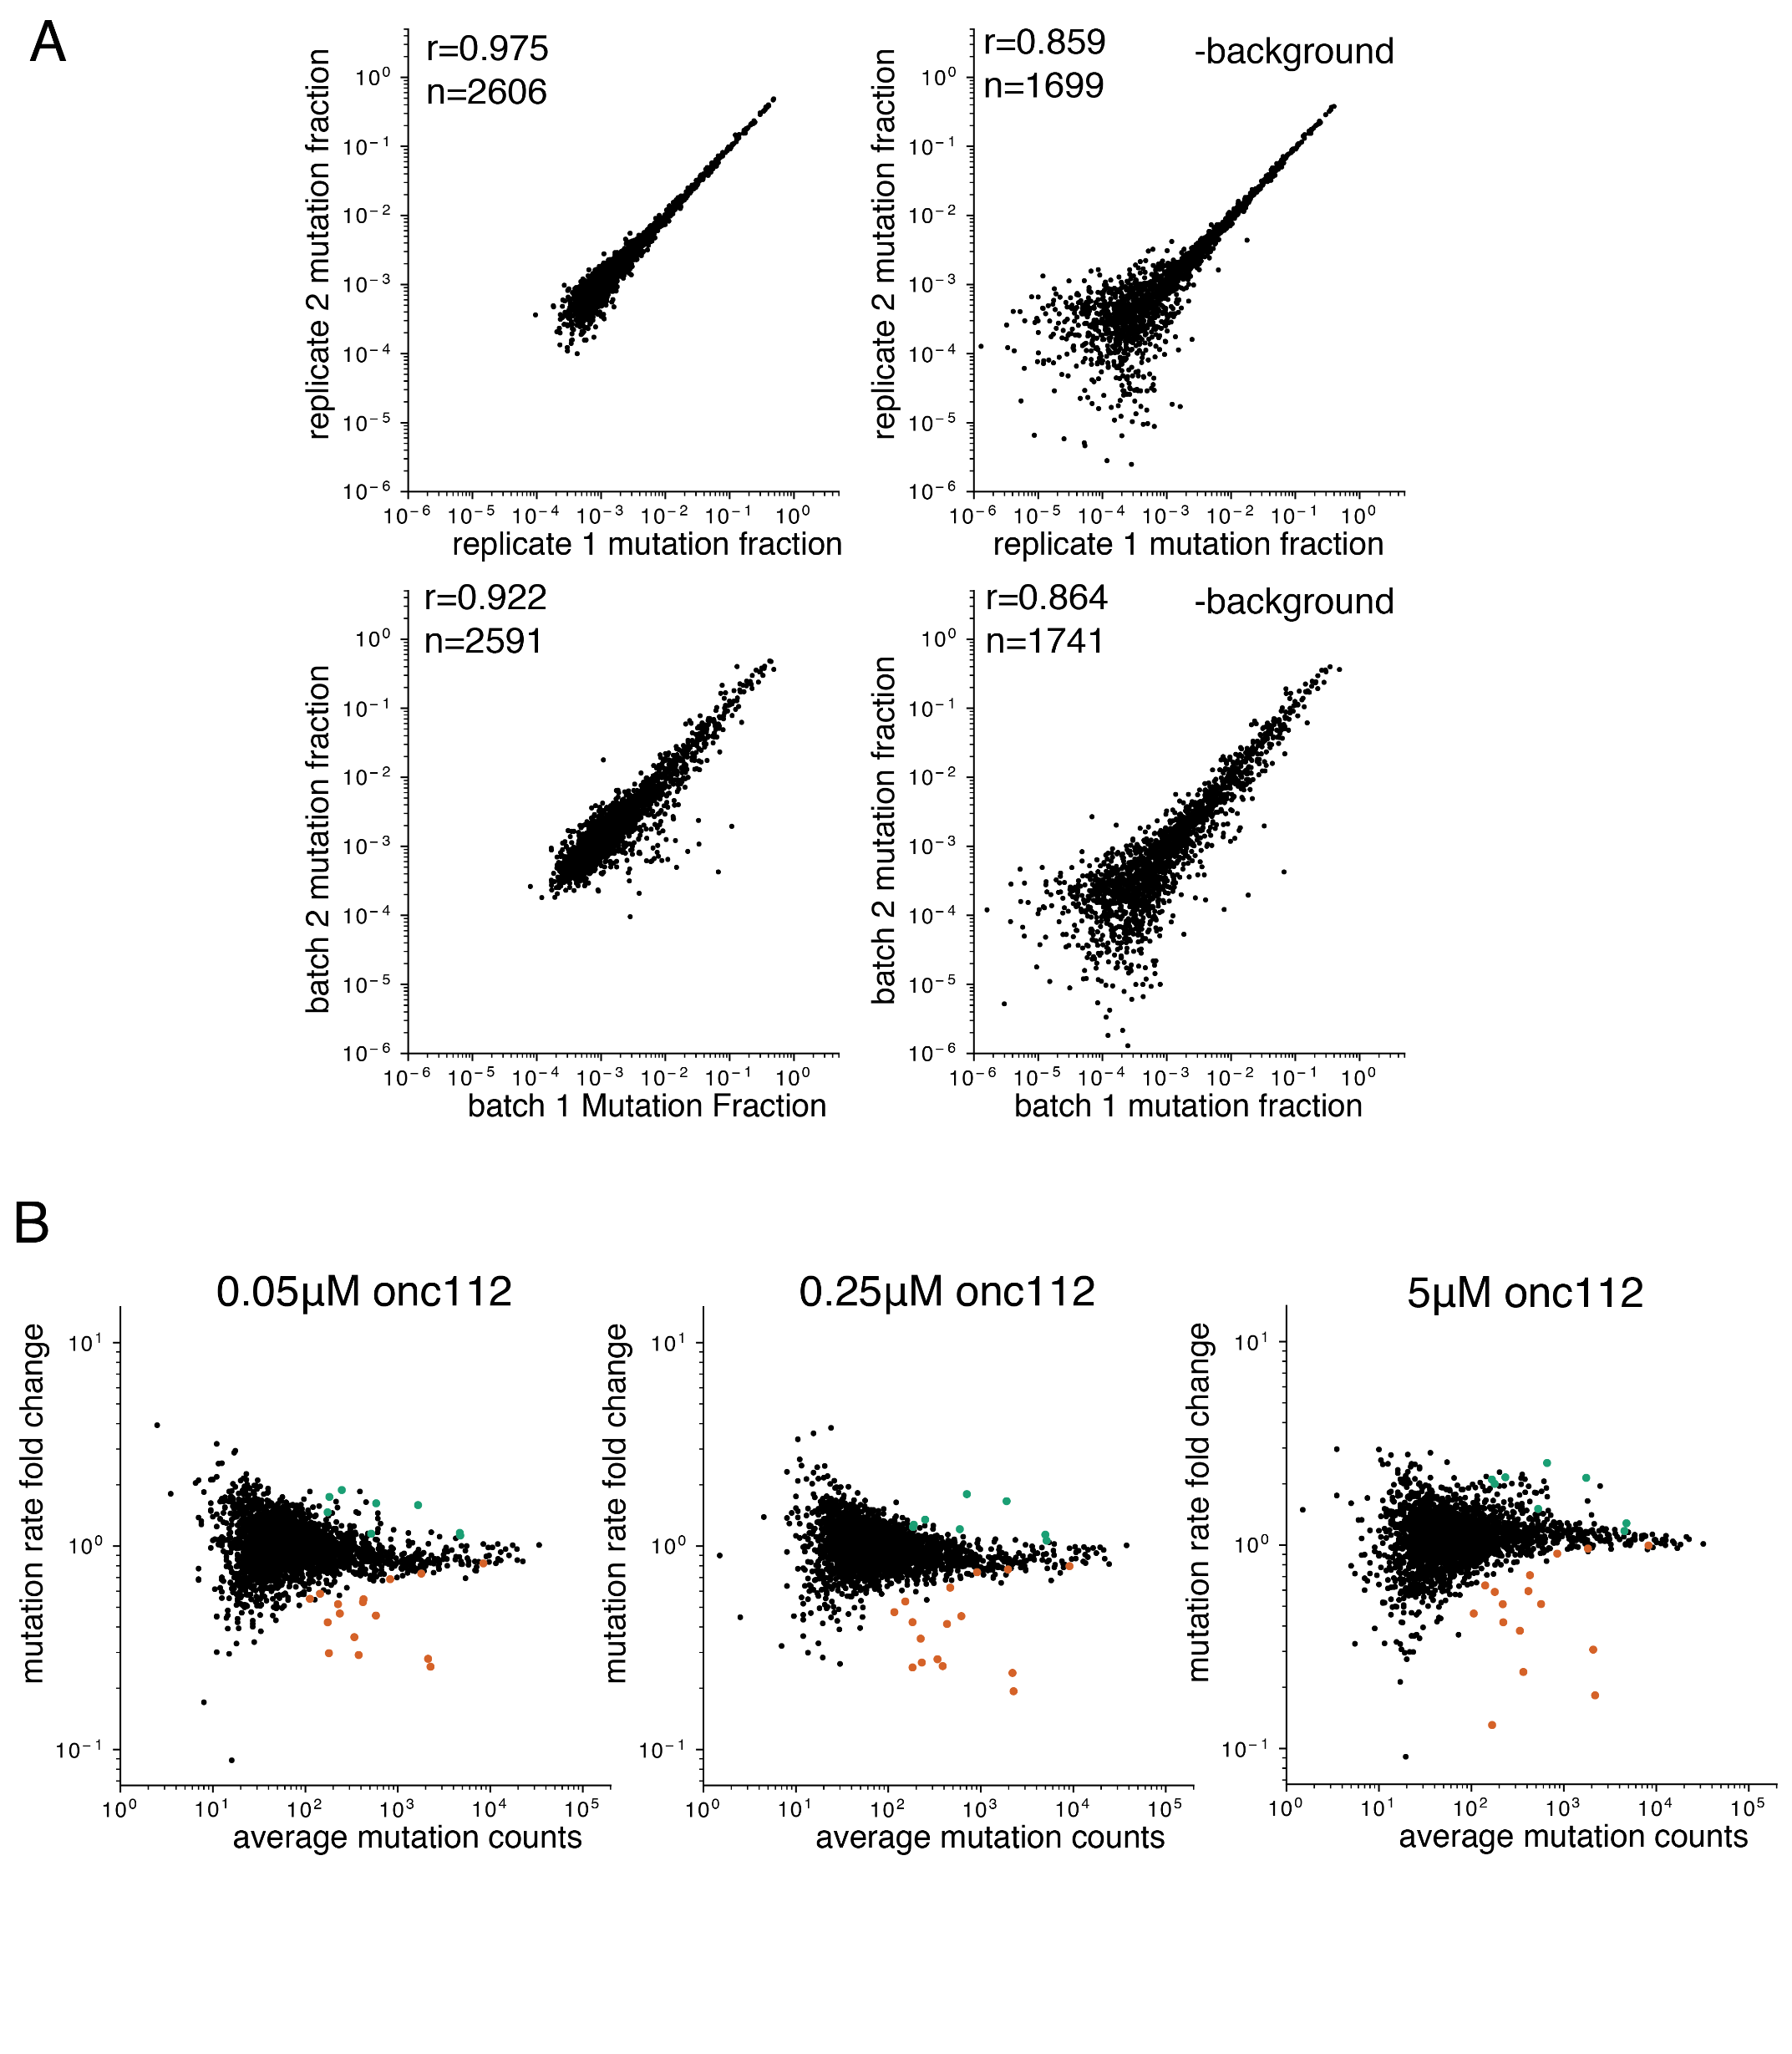
**

**Figure S8: Replicate reproducibility, and onc112**

**A)** Scatter plots of LASER-MaP mutation fractions for replicates from the same (top) or different (bottom) batches of reactions. **B)** MA (log average vs log ratio) plots comparing the average number of mutations at rRNA nucleotides to their fold change in mutation fraction upon onc112 binding.

How the deposited data were processed for this re-analysis (not part of the article)

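Chemical probing by NAz and UV light was read out as mutations in cDNA (LASER-MaP) and as RT stops. The samples were E. coli ribosomes without and with EF-G, EF-G and GDPNP, or onc112, S. cerevisiae ribosomal subunits treated with NAz, 1M7 or BzCN, and K562 cells. Each library was matched to its condition by its label. In each of the 2 tables of the second E. coli batch, some columns matched no sample, 20 in all. Their ranges were looked at when the units were checked, no choice was made from them, and they are not used here.

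As deposited by the authors, the mutation counts are the number of reads that do not match the reference at a nucleotide, after adaptor trimming with skewer and alignment with ShapeMapper 2.0, with no normalization. The mutation fractions were made by the authors by dividing each mutation count by the number of reads that overlap the nucleotide, with no background subtraction. The RT stop counts are the number of 5′ ends that the authors assigned to each nucleotide after mapping with STAR, with no normalization. The paper's text names the reference rRNA for E. coli and S. cerevisiae but not for human. Per-read mutation counts, solvent accessibility, DMS data and gels are not analysed here.

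Coverage was recovered as the mutation count divided by the mutation fraction, rounded to a whole number. Where no mutation was counted, the mean coverage of the nearest flanking nucleotides was used. Nucleotides with under 1000 reads in any library compared were left out, as were the 21 positions that the methods list. The lowest coverage of a nucleotide in the 18S rRNA of K562 cells was 507 reads. RT stops were divided by the total number of RT stops in a library and expressed as RPM. Background subtraction used the UV only library of the same RT, batch or exposure time. For shares of the background-subtracted RT stops, differences below 0 were set to 0. The limit for a reactive nucleotide was a mutation fraction of 0.01, and that for a peak without NAz was 0.05.

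The counting-error test followed the methods. The mutation fraction M was divided by its mean A over the A and G nucleotides of the same rRNA to give N, and ΔN is N with the ligand minus N without it. A nucleotide was called when z = 1 - 1.96 × (σb + σu)/|ΔN| and |S| were above 0 in all libraries with the ligand. Only A and G were tested. The count models used edgeR 4.0.16 with limma 3.58.1 in R 4.3.3: a quasi-likelihood F test of the mutation counts, with Benjamini-Hochberg adjustment over the nucleotides tested and a limit of 0.05. The offset was the logarithm of the coverage for NAz against UV only, and of the coverage times the mean purine mutation fraction for the ligands. The standard error given with a log2 fold change is its size divided by the square root of F. DESeq2 1.42.0 with the same offsets was an alternative. Correlations and medians over nucleotides and shares of RT stops have 95% intervals from 1000 resamples of blocks of 50 nucleotides, and shares of nucleotides have Wilson intervals. The position of protected nucleotides in the GAC was tested with 100000 resamples matched on tertiles of the mutation count. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for everything else.

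The main comparisons, their tests, the alternatives and the rule for naming nucleotides were set before the data were examined. Named were the nucleotides that the paper names in its text, figures, legends or Supplementary Table S3, the nucleotides of Supplementary Table S2 as a group, and the 5 with the largest mean ΔN, regardless of sign, among those called for a ligand and not named in the paper. For other comparisons, at most the 5 nucleotides with the highest value were named. The comparison of EF-G and GDPNP with EF-G, and the division of the relative signals with onc112 by their median over the A and G that are not called, were added after the data were seen. For tests of possible causes, the order differed. Some were written after the count-model totals and the calls without division by the mean had been seen. They were still written before the result that each one measures. Those chosen after their own results had been seen are named in the sections below. The alternatives changed 1 choice at a time: the coverage minimum, the positions left out, the limits, the scaling, the background subtraction, the measure of correlation, the test, and each library left out in turn. A value without a test was taken as moved when it left its 95% interval, and a count when it changed by more than 1.5 times. For correlations read from figures, the tolerance was set to 0.005 plus the half-width of the interval after the values had been seen.

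The 20 libraries of the first batch held between 447778 and 1587893 mutations, those of the second batch between 376453 and 1738810, those of S. cerevisiae between 309433 and 1514335, and those of K562 cells between 301313 and 592688. At a coverage of 1000 reads, a count of 0 mutations allows a fraction of up to 3 in 1000. Intervals and limits cover counting error only.

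The tests were also run on simulated data with 200 changed nucleotides and a dispersion between libraries of 0 or 0.003, after the analysis of the real data had been run for the first time. The planted changes were larger than those of the protected GAC nucleotides in the count model, so recovery of smaller changes was not measured. They also entered the mean used for scaling with the ligands. The spread was drawn for each library on its own. In the EF-G design at a dispersion of 0.003, the counting-error test recovered 168 of the 200 in all 4 libraries and also called 15 unchanged nucleotides, edgeR recovered all 200 and called 77 unchanged ones, and DESeq2 recovered 197 and called 18. At a dispersion of 0, the counting-error test recovered 166 and called 60 unchanged ones. In the onc112 design at 0.003, the counting-error test recovered 191 and called 7 unchanged ones, edgeR recovered all 200 and called 21, and DESeq2 recovered 197 and called 4. For NAz against UV only, edgeR recovered 196 and called 2 unchanged ones, and DESeq2 recovered 166 and called 0.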

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

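The tests of damage at all bases and of scaling by a single factor in K562 cells, and of division by the median of the relative signals, and the comparison of the simulated onc112 libraries with the 10 nucleotides outside Supplementary Table S3, were chosen only after their results had been seen. The other tests were written down before the result that each one measures.

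2 of the 34 nucleotides with a value in each of the 4 EF-G libraries had 1 library farther from the others than Dixon's 95% critical value allows, and 1.7 are expected by chance. At 23S G2831, ΔN was 1.96 in the SSII library with EF-G and GDPNP and between 0.718 and 0.816 in the other 3. At 23S A1067, ΔN was -0.147 in the SSII library with EF-G and between -0.458 and -0.519 in the other 3. The number of such nucleotides is near what chance gives, and no biological explanation was tested for either.

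In the second batch, 247 of 1944 C and U nucleotides had more mutations with NAz than with UV only and 52 had fewer by the edgeR model, although the paper discusses reactivity at A and G. With TMM normalization of the mutation counts in place of the coverage, 179 had more and 304 fewer, so most C and U called then went the other way, and 169 of the 247 still had more. With DESeq2, 152 had more and 11 fewer. The median log2 fold change of the 247 was 1.32 and their median background-subtracted mutation fraction 0.153%. Only 24 C and U nucleotides of this batch reached 1%. Mutations of a neighbouring purine placed on the C or U are a candidate explanation: 79 of the 247 (32.0%) had an A or G at 1% or more within 1 nucleotide, compared with a median of 21 and at most 39 in random sets of C and U. For the other 168, whose median log2 fold change was 1.08, a neighbour below 1% was not excluded, so a shifted mutation and a reaction at the C or U itself cannot be told apart.

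In the first batch, 10 U nucleotides reached 1% after background subtraction with SSII, and 6 of them had a purine at 1% or more within 1 nucleotide. Random sets of U gave a median of 1, and 3 marks the upper end of their 95% range. The largest random set had 6, as many as observed. Mutations of a neighbouring purine placed on the U may account for these 6. 16S U565, 16S U1183, 23S U99 and 23S U2401 have no such neighbour, and no explanation was tested for them.

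The paper reports on the 18S rRNA of K562 cells. In the 28S rRNA, 920 of 2245 A and G nucleotides (41.0%) had a higher mutation fraction with NAz than with UV only at both exposure times. Counting noise gave at most 1 in simulated libraries without a NAz effect, so it is excluded as the whole cause. Of the C and U nucleotides, 87 of 1988 (4.38%) were higher at both times. Reactivity of 28S rRNA in cells remains open as a hypothesis. Damage or misincorporation at all 4 bases would raise C and U alike, and their median background-subtracted mutation fraction at 3 min was 0.0388%, compared with 0.409% for A and G, which excludes it as the whole cause. Damage at A and G alone was not tested, and there was 1 library at each time.

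Outside Supplementary Table S3, 10 nucleotides were called in all 4 onc112 libraries, 3 protected and 7 deprotected. Only 1 of the 10, 5S G117, was also called between the reactions without ligand, compared with 57 of the 2603 other A and G nucleotides (two-sided Fisher's exact test, p = 0.201). With reaction 4 alone as the control, 6 of the 10 were still called and 4 were not, namely 23S G748, 23S A1095, 23S G2303 and 5S G117. ΔN of 5S G117 was then -0.0832 in place of 0.903. In simulated libraries with no change, the spread between reactions 3 and 4 and their sharing as the control, 0 of 100 draws had as many as the 25 nucleotides called, and the largest had 5. This argues against a spread of that size at every nucleotide as the whole cause, also for the 10. The spread was estimated from 1 pair of reactions, and a larger variation at single nucleotides was not simulated. For the 10, such variation between reactions and an effect of onc112 cannot be told apart, because 10 nucleotides are too few for the comparison of reactions 3 and 4 to exclude it and no concentration has a replicate reaction. In the edgeR model, 5 of the 10 did not pass its limit, with an adjusted p between 0.0835 for 23S A2602 and 0.793 for 5S G117. The other 5, all deprotected, passed it: 23S G748, G1059, A1089, G2303 and G2747 had an adjusted p between 3.33e-05 and 0.0428 and a log2 fold change between 0.40 and 0.89. These 5 were chosen after their values were seen, and 3 of them were still called with reaction 4 alone. With the coverage alone as the offset, 3 of the 9 deprotected nucleotides were higher in this model, 2 of them in Supplementary Table S3.

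The paper compares EF-G binding in full-length cDNA. In the truncated cDNA libraries, which it does not use for this comparison, 11 of the 13 protected GAC nucleotides had a lower scaled mutation fraction in all 4 EF-G libraries, compared with 368 of 2610 A and G nucleotides (14.1%), and 6 were called. Coverage at the 13 was between 31928 and 98655 reads. Selection of full-length cDNA on the gel therefore does not account for the fall as a whole. A change in read-through only, with the same number of adducts, would leave the RT stops equal or higher. The median background-subtracted RT stop ratio at these nucleotides was 0.659 with SSII, at percentile 0.2 of matched random sets, and 0.654 with TGIRTIII, at percentile 0.0. Both technical explanations are thus excluded as the whole cause. Binding of EF-G is a hypothesis that stays open, since there was 1 reaction without ligand.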

How the results depend on the processing

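No test of a cause was chosen here after its result was seen. The cause of each change given here was not tested, except where fewer libraries or a stricter limit gave fewer or more calls by construction. No pairing of replicate reactions was possible. Each condition of the first batch was a single reaction, and the reaction numbers of the second batch do not pair the reactions. The EF-G libraries were compared within each RT. Without the RT term, the EF-G count model gave 0 lower and 0 higher nucleotides in place of 34 and 23.

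Of 455 alternative values for the 68 main results, 294 stayed within their interval or within 1.5 times, 159 moved and 2 reversed. For 155 values of single nucleotides and bases, 1525 of 1820 alternatives left the call or value as it was, 91 moved, 181 fell below the limit of the test, 13 rose above it and 10 reversed. By the counting-error test, the calls at 34 named EF-G nucleotides fell below the limit in 69 of 537 alternatives and those at 20 named onc112 nucleotides in 33 of 317. In the count models, this was 70 of 401 and 9 of 277. The number of mutation peaks without NAz stayed within 1.5 times under each of its alternatives, between 29 and 42.

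As Spearman's rho in place of Pearson's r, the correlation of untreated and UV only mutations was 0.877 with SSII and 0.826 with TGIRTIII. That of the reactions without and with EF-G was 0.961 and 0.912 for mutations, and 0.991 for RT stops with TGIRTIII. It was 0.832 for mutations between the RTs, 0.160 (SSII) and 0.342 (TGIRTIII) between RT stops and mutations, 0.948 within the second batch, and 0.888 and 0.855 between the first batch and reactions 3 and 4.

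On the values themselves in place of their logarithms, r of untreated and UV only libraries was 0.9991 and 0.9998 for mutations and 0.969 and 0.787 for RT stops, with SSII and TGIRTIII. Without and with EF-G, it was 0.996 and 0.997 for mutations and 0.997 for RT stops with TGIRTIII. It was 0.88 for mutations and 0.633 for RT stops between the RTs, 0.401 and 0.463 between RT stops and mutations before subtraction and 0.4005 and 0.687 after it, 0.9991 within the second batch, and 0.961 between the batches for both reactions.

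With UV only subtracted, r without and with EF-G was 0.91 (SSII) and 0.853 (TGIRTIII) for mutations and 0.903 and 0.962 for RT stops. Between the RTs it was 0.786 for mutations and 0.765 for RT stops, and between RT stops and mutations 0.616 (SSII) and 0.578 (TGIRTIII). It was 0.867 within the second batch, and 0.863 and 0.839 between the batches. With no coverage minimum, r between the batches was 0.922 and 0.904, and 7 C and U nucleotides were reactive with TGIRTIII.

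At a limit of 0.005, 325 A and G and 35 C and U nucleotides were reactive with SSII, 226 and 9 with TGIRTIII, and 53 C and U nucleotides in the second batch. In S. cerevisiae, the percent of A and G was 5.47 and 9.85 with 1M7, 14.3 and 14.9 with BzCN, and 19.5 and 38.6 with NAz. At a limit of 0.02, 128 A and G and 5 C and U nucleotides were reactive with SSII, 81 and 1 with TGIRTIII, and 126 and 9 in the second batch. The percent of A and G in S. cerevisiae was then 0.484 and 0.469 with 1M7, 1.11 and 0.737 with BzCN, and 3.81 and 12.5 with NAz. With the untreated replicate 1 subtracted, it was 0.8997 and 0.938, 3.04 and 1.54, and 8.79 and 19.6 in the same order, and with replicate 2 subtracted it was 0.969 and 0.670, 2.91 and 1.21, and 8.93 and 18.8.

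Without background subtraction, 36 C and U nucleotides were reactive with SSII, 25 with TGIRTIII and 59 in the second batch. The share of RT stops at A and G was 56.3% and 75.0%, and r between the K562 exposure times was 0.823. With stops assigned 1 nucleotide further 3′, the share at A and G with SSII was 53.0% untreated, 56.0% with UV only and 67.2% after subtraction. With TGIRTIII it was 57.3% with UV only, 52.5% with NAz and 50.6% after subtraction. With the untreated library subtracted, the share with SSII was 93.3%. With RPM computed within each rRNA molecule, it was 95.1%, and the highest 1% of nucleotides held 29.9%, 30.0% and 32.4% with SSII and 34.1%, 35.3% and 42.5% with TGIRTIII (untreated, UV only and NAz). The highest 5% of nucleotides held 33.4%, 37.1% and 40.4% with SSII and 35.4%, 38.7% and 54.7% with TGIRTIII.

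Divided by the median over A and G in place of the mean, 11 nucleotides were protected and 27 deprotected in all EF-G libraries, 25 and 4 in all onc112 libraries, and 70 were lower and 9 higher between the reactions without ligand. ΔN of 23S G2203 with EF-G changed sign, from -2.90 to 5.50, as did that of 5S G117 with onc112, from 0.903 to -0.392. Without division by the mean, 10 were protected and 54 deprotected with EF-G, 5 deprotected with onc112, and 59 lower and 11 higher between the reactions without ligand. The change in mutation fraction was then positive at 23S G2203 (0.00641), 16S G76 (0.000104) and 16S A253 (0.00478). With UV only subtracted from the mutation fractions, 6 were deprotected with EF-G, 25 were lower and 10 higher between the reactions without ligand, and ΔN of 16S A253 was 1.31.

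With z > 0.5, 3 were protected and 1 deprotected with EF-G, 7 and 2 with onc112, and 0 lower and 1 higher between the reactions without ligand. With |S| > 1, 10 were protected and 4 deprotected with onc112, and 21 lower and 12 higher between the reactions without ligand. With Fisher's exact test per library, 9 were protected and 50 deprotected with EF-G, 5 deprotected with onc112, and 12 lower and 4 higher between the reactions without ligand. With the edgeR count model, 34 were lower and 23 higher with EF-G. With the SSII libraries only, 52 were protected and 47 deprotected, and with the TGIRTIII libraries only, 25 were deprotected, as fewer libraries had to pass.

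With each EF-G library left out in turn, from 14 to 17 nucleotides were deprotected, 17 without EF-G SSII. With each reaction of the second batch left out, from 12 to 27 were protected with onc112, 27 without the 5 μM library, and from 8 to 16 deprotected, 16 without the 0.25 μM library. ΔN of 5S G117 ranged from -0.0832, without reaction 3, to 1.23. In the EF-G count model, from 13 to 32 nucleotides were higher, 13 without EF-G and GDPNP with TGIRTIII. In the onc112 count model, from 6 to 32 were higher, 6 without the 0.05 μM library and 32 without the 0.25 μM library. No calls were taken from fits of the second batch that left 1 reaction in a group. These are all those for NAz against UV only and those without a control reaction for onc112. The EF-G model also has 1 reaction without ligand, read with both RTs.

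With the coverage alone as the offset, 109 nucleotides were higher and 17 lower with EF-G, the median log2 fold change of the protected GAC nucleotides was -0.48, and 3 nucleotides were higher with onc112. The log2 fold change with EF-G was then positive at 23S G2203 (0.027), 16S G76 (0.000997) and 16S A253 (0.043). With DESeq2, 13 nucleotides were lower with NAz than with UV only, 7 were higher and 16 lower with EF-G, and 5 higher and 10 lower with onc112. With TMM normalization, 447 were lower with NAz and the median log2 fold change of the A and G called higher was 1.40. Without the nucleotides at 0.05 or more in the untreated or UV only libraries, 12 were higher with EF-G. With no RT term, 0 were higher and 0 lower, and 32 had an unadjusted p under 0.05. With a trend over the concentrations, 6 were higher and 10 lower with onc112, and the median of the nucleotides of Supplementary Table S3 was -0.36 per step.

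The share of monotonic nucleotides among those called with onc112 minus the share among the others was -11.01 points and reversed to 11.16 points when the mutation fractions were divided by their mean over A and G first. It was 12.34 points when the relative signals were divided by their median over the A and G that are not called, an alternative chosen after seeing the data. None of these differences passed Fisher's exact test, which gave p = 0.385, p = 0.279 and p = 0.109.

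The depth limits single nucleotides most in the second batch, where reaction 4 had a median coverage of 16037 reads, and in K562 cells, where it was 8546 reads with NAz at 3 min.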

Differences from the paper's values

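No test of a cause was run for the differences given here. The alternatives were set before the data were examined. 33 values were read by eye from figures, and 9 of them differ; 8 were taken from supplementary tables, and 1 of them differs. The tolerance for correlations, 0.005 plus the half-width of the interval, was chosen after the values had been seen. With the larger of the 2 instead, r within the second batch would also have differed, at 0.9749 against the paper's about 0.98 in Fig. S8A, read by eye. Only some values of Fig. 4A and Fig. 5C were read.

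The number of nucleotides deprotected in all 4 onc112 libraries was 9, and the paper's Supplementary Table S3 lists 2. With z > 0.5 it was 2, the same 2 as in the paper's table. With every other alternative it was between 4 and 16. The paper's Fig. S8B marks about 7 deprotected and about 18 protected nucleotides, read by eye, and 16 were called protected here.

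For RT stops between SSII and TGIRTIII, r was 0.814, and the paper's value is about 0.84 in Fig. S3E, read by eye. None of the alternatives closed the gap: r was 0.812 with no positions left out, 0.794 as Spearman's rho, 0.633 on the values themselves and 0.765 with UV only subtracted.

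Between RT stops and mutations, r was 0.343 with SSII, and the paper's value is about 0.28 in Fig. S3F, read by eye. With no coverage minimum it was 0.296, within the tolerance. The other alternatives gave between 0.160 and 0.616 and did not close the gap. With TGIRTIII, r was 0.536, and the paper's value is about 0.48 in Fig. S3F, read by eye. With no coverage minimum it was 0.505 and on the values themselves 0.463, both within the tolerance. The other alternatives gave between 0.342 and 0.578 and did not.

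For mutations between the batches, r was 0.942 for reaction 3, and the paper's value is about 0.92 in Fig. S8A, read by eye. With no coverage minimum it was 0.922, and for reaction 4 it was 0.924, both within the tolerance. The paper's text does not name the reaction. The other alternatives gave between 0.863 and 0.961 and did not close the gap.

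In the 18S rRNA of K562 cells, the background-subtracted mutation percent at 3 min was 4.37 at G744, 4.12 at G754, 3.79 at G772, 3.47 at G798 and 3.88 at G819. In Fig. 2F, read by eye, the paper's values are about 0.43, about 0.46, about 0.35, about 0.34 and about 0.37. Divided by 10, the values here are 0.437, 0.412, 0.379, 0.347 and 0.388. Without background subtraction they were 4.49, 4.63, 3.91, 3.72 and 3.95, so neither setting closed the gap without the factor of 10. The paper's text does not state the exposure time or the subtraction for this panel.

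The paper's Supplementary Table S2 lists 16S G1338 as deprotected in all 4 EF-G libraries. Here it was higher in 3 of the 4, with a log2 fold change of 0.10 and an adjusted p of 0.199 from edgeR. With the mean over A and G of all rRNA molecules together, all 11 deprotected nucleotides of the paper's table were called, and the same held without division by the mean, with Fisher's exact test per library, with the TGIRTIII libraries only and without the SSII library with EF-G and GDPNP. 16S A253, which was called protected here with a ΔN of -1.98 and an adjusted p of 0.124, is not among the paper's 20 protected nucleotides, and the other 20 are.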

Other observations

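The tests of division by the median of the relative signals and of both explanations for the K562 exposure times were chosen only after their results had been seen.

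Of the 8 protected nucleotides outside the GAC, 7 had at least 5% mutations in the untreated or UV only libraries. With the UV only library subtracted first, 0 of the 7 were still protected in all 4 libraries, and 1 of the 8 was, while all 13 in the GAC were. Rescaling of background mutations by the mean over A and G is a candidate explanation for these 7, and the paper itself names rescaling for the nucleotides with a positive change.

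The counting-error test called 58 nucleotides between reactions 3 and 4, which had no ligand. Poisson draws at the same coverage gave a median of 31 (95% range 21.5 to 38.5) and at most 42. Variation between reactions beyond counting error may therefore add to the calls in single libraries. With this variation, an SD of 2.94% estimated from 352 A and G nucleotides, 0 of 100 simulated sets of unchanged EF-G libraries that share their control had as many as the 31 nucleotides called in all 4. Their median was 2, the largest had 6, and none had a protected nucleotide in the GAC. This argues against the shared control and a spread of that size as the whole cause for the 31. The dispersion behind that spread was 0.00086, while the EF-G count model had a common dispersion of 0.00325. The draws did not use the larger value, so a larger spread in the first batch is not excluded. Each nucleotide also varied on its own in the draws. Between reactions 3 and 4, however, 5 of the 39 lower calls lay in the GAC. With onc112, 1 protected and 2 deprotected nucleotides lay there. A shared change of the GAC in the 1 reaction without EF-G is therefore not excluded. In simulated EF-G libraries with 200 changed nucleotides, the counting-error test called 15 unchanged ones in all 4 at a dispersion of 0.003 and 60 at 0.

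The number of A and G nucleotides at 1% or more was 213 with SSII and 128 with TGIRTIII. The NAz libraries had a median coverage of 55185 and 39903 reads. When the SSII libraries were thinned to the coverage of the TGIRTIII libraries, the median was 213 and the range 210 to 216, so lower coverage is excluded as the cause. The difference between the RTs themselves stays open.

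Of the A and G nucleotides not called with onc112, 87 changed monotonically over the concentrations and all of these rose. A library-wide rise in the mutation fraction was tested by division by the mean over A and G, after which 45 were monotonic and 84.4% of them rose. Only 203 of the 223 nucleotides entered. The mean also holds background mutations, so this division can leave part of a library-wide rise in place. The UV only libraries were divided by their own, lower mean, so the subtracted background weighed more. This test therefore cannot decide. A second form was then tested, a library-wide rise in the NAz-dependent signal. After division by the median of the relative signals, which was 0.8595, 0.857, 0.977 and 1.16 from 0.05 to 5 μM, 11.7% of the 223 nucleotides were monotonic. The median was taken over the same nucleotides, so this fall decides nothing, and with 1 reaction at each concentration a library-wide rise and a rise at many single nucleotides cannot be told apart. Of the 25 called nucleotides, which do not enter the median, 6 (24.0%) were monotonic after this division, 2 rising and 4 falling.

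In the 18S rRNA of K562 cells, the median background-subtracted mutation fraction of A and G was 0.434% at 3 min, higher than at 1 min. The same pattern of adducts scaled by 1 factor of 2.71, with counting noise, gave a median of at most 0.165%, and the share of the signal held by the highest 10% of A and G changed from 71.9% to 39.6%, so scaling by 1 factor is excluded. Damage or misincorporation at all 4 bases would raise C and U alike, and their median was 0.0437% at 3 min, which excludes it as the whole cause. There was 1 library at each time, and variation between cell samples was not tested.

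Nucleotides called in opposite directions by both libraries of each RT with EF-G were looked for, and 0 were found. With UV only subtracted from the mutation fractions there was 1, 23S A63, which was chosen after its values were seen. Without division by the mean there were 0. In at least 1 library of each RT, 3 nucleotides were called higher with 1 RT and lower with the other.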
